# Exploring the oncogenic roles of LINC00857 in pan-cancer

**DOI:** 10.3389/fphar.2022.996686

**Published:** 2022-09-08

**Authors:** Xiaomin Ren, Jing Liu, Rui Wang, Xinling Liu, Xiaolin Ma, Zhong Lu, Zhenbo Hu, Mingzhu Zheng, Jingang Ma, Jiaqiu Li

**Keywords:** LINC00857, biomarker, bioinformatics, tumor immunity, pan-cancer

## Abstract

Although aberrant LINC00857 expression may play a key role in oncogenesis, no research has analyzed the pan-cancer oncogenic roles of LINC00857, particularly in tumor immunology. Here, we integrated data from several databases to analyze the characteristics of LINC00857 in pan-cancer. We found that LINC00857 was overexpressed and correlated with a poor prognosis in a variety of cancers. Furthermore, high-expression of LINC00857 was negatively associated with immune cell infiltration and immune checkpoint gene expression. Notably, LINC00857 expression was negatively related to microsatellite instability and tumor mutation burden in colorectal cancer, implying poor reaction to immunotherapy when LINC00857 was highly expressed. Targeting LINC00857 could dramatically impair the proliferative ability of colorectal cancer cells. After RNA-sequencing in HCT116 cells, gene set enrichment analysis showed that LINC00857 may accelerate cancer progression by inhibiting the ferroptosis pathway and promoting glycolipid metabolism in colorectal cancer. Screening by weighted gene co-expression network analysis determined PIWIL4 as a target of LINC00857, which also performed an immunosuppressive role in colorectal cancer. Based on the structure of PIWIL4, a number of small molecule drugs were screened out by virtual screening and sensitivity analysis. In summary, LINC00857 expression was closely correlated with an immunosuppressive microenvironment and may be a novel diagnostic and prognostic biomarker for diverse cancers. The LINC00857/PIWIL4 axis may be predictive biomarkers for immunotherapy and valuable molecular targets for malignant tumors.

## Introduction

Cancer, a highly malignant disease, poses severe threats to human health worldwide. Despite ongoing efforts by scientists to ameliorate cancer treatment, mortality from cancer remains high (Sung et al., 2021). Conventional cancer treatments such as radiotherapy and chemotherapy have shown various limitations that can be attributed to the severe related side effects (Barazzuol et al., 2020; Bukowski et al., 2020). Consequently, with the increasing resistance to existing drugs, finding new therapeutic targets is urgently required.

In recent years, non-coding RNAs (ncRNAs) have intrigued numerous researchers. Moreover, ncRNAs may be potential therapeutic targets (Zhang et al., 2020). As emerging regulatory molecules, ncRNAs are instrumental in tumorigenesis, invasion, metastasis and drug resistance to cancer. For instance, lncRNA FEZF1-AS1 was reported to facilitate the proliferation and metastasis in colorectal cancer (Bian et al., 2018). The lncRNA GBCDRlnc1 was also found to induce chemoresistance in advanced gallbladder cancer (Cai et al., 2019). Similarly, LINC00857 was discovered to play a carcinogenic role in lung, liver, pancreatic and bladder cancers (Dudek et al., 2018; Xia et al., 2018; Han et al., 2020; Meng et al., 2021). LINC00857 likely acts as an oncogene contributing to cancer development. Nevertheless, most studies on LINC00857 have been restricted to one specific cancer type. Pan-cancer analysis has brought us to a new phase of cancer research in recent years. The commonalities and differences derived from the pan-cancer analysis help us to investigate the potential carcinogenic mechanisms and forecast the treatment results. Thus, it is valuable to delve into the oncogenic roles of LINC00857 in pan-cancer, providing novel orientations and tactics for the diagnosis and treatment of cancers.

Recently, the importance of immunotherapy in different cancer types has been highlighted. Although immunotherapy has some deficiencies, it is considered as a promising approach to combat diverse cancers (Sharma and Allison, 2015b; Kennedy and Salama, 2020). Several studies have shown that the cancer phenotype is mediated through the intrinsic activity of cancer cells and the complicated interplay of diverse cell categories in the tumor microenvironment, in particular, tumor-infiltrating immune cells (Candido and Hagemann, 2013). The most promising way to stimulate the immune system is to block immune checkpoint genes, which have displayed vigorous anti-tumor effects in the treatment of various malignant tumors (Sharma and Allison, 2015a; Postow et al., 2015). Tumor mutation burden (TMB) has been validated as a biomarker of immune checkpoint inhibition response in multiple cancers (Yarchoan et al., 2017; Yarchoan et al., 2019). Tumor genomic mutations cause the development of neoantigens (NEO) that may be effective targets for anti-tumor immunotherapy (Blass and Ott, 2021). The high reaction rate to blocking immune checkpoint genes in patients with microsatellite instability (MSI) further confirmed the effect of neoantigens in the anti-tumor immunotherapy (Schrock et al., 2019). Conversely, cancers with poor NEO, MSI and TMB may be hyposensitive to immune checkpoint blockade. Nevertheless, current reports on the association between LINC00857 expression and immunological features are scarce.

In the present analysis, we elucidated the expression, prognostic value and immune characteristics of LINC00857 in pan-cancer using bioinformatics. Our study found that LINC00857 accelerated the proliferation of colorectal cancer cells, which may offer a potential therapeutic target for colorectal cancer. We explored the possible regulatory mechanisms by RNA-sequencing analysis.

## Materials and methods

### Assistant for clinical bioinformatics database analysis

ACLBI tool (https://www.aclbi.com/) is an integrated online platform for bioinformatics analysis. The LINC00857 gene expression levels and correlation analysis with immune cell infiltration or immune checkpoint genes expression were discussed using the “pan-cancer single gene fast comprehensive analysis” module. Correlation was measured by Spearman analysis.

### Lnc2Cancer 3.0 database analysis

Lnc2Cancer 3.0 (Gao et al., 2021) is an online database including comprehensive experimental supported lncRNAs or circRNAs in human cancers. In the “RNA-seq Web Tools” module, we selected the “Box Plot” and “Stage Plot” module to perform a search for the expression levels of LINC00857 in different cancers datasets using the Kruskal-Walli’s test. “Survival” module was implemented for disease free survival (DFS) or overall survival (OS) analysis based on LINC00857 expression and the median was chosen as the group cutoff for survival curve. *p* value cutoff is 0.05.

### StarBase V3.0 database analysis

The StarBase V3.0 (Li et al., 2014) online website was utilized to assess the expression of LINC00857 between cancers and matched normal samples. Additionally, the platform also predicted the correlation between PIWIL4 and CD274 (PD-L1, programmed cell death 1 ligand 1), PD1 (PDCD1, programmed cell death 1) and CTLA4 (cytotoxic T-lymphocyte associated protein 4) expression in COAD. *p* value cutoff is 0.05.

### GEPIA2 database analysis

The GEPIA2 data pool (Tang et al., 2019) was utilized to probe the expression and survival status in cancers and normal tissues. Survival curves of OS and DFS for LINC00857 expression were displayed by selecting the “Survival Plot” module under the condition of group cutoff = median. In the “Expression DIY” module, we adopted box plots to exhibit the expression status of LINC00857 in diverse cancer stages. The relationship between LINC00857 and PIWIL4 expression in colorectal cancer was explored in the “Correlation Analysis” pane. *p* value cutoff is 0.05.

### Kaplan-Meier Plotter database analysis

Pan-cancer survival analysis about recurrence-free survival (RFS) and OS for LINC00857 expression was executed using the “mRNA-RNA-seq” module in the Kaplan Meier plotter website (Nagy et al., 2021). *p* value cutoff is 0.05.

### Sangerbox 3.0 database analysis

The Sangerbox 3.0 (http://vip.sangerbox.com/home.html) is a complimentary online platform for comprehensive bioinformatics analysis. The “Pan-cancer analysis tool” in the platform was implemented to explore the expression and immune characteristics of LINC00857 in various cancers. Concretely, the data source was set to “TCGA + GTEx” and the data transformation was set to “log_2_ (x+1)”. The correlation between all parameters were performed using the Pearson method. Subsequently, weighted gene co-expression network analysis (WGCNA) was implemented using raw counts through the “WGCNA analysis tool”. The soft threshold power of *β* = 7 (R2 = 0.86) was selected to assure a scale-free network. Next, the minimum number of modules was fixed at 30, the sensitivity at 2, the module merge threshold at 0.5 and other parameters were the default values for the site. Totally, 13 non-gray modules were derived. Additionally, functional enrichment analysis of 76 LINC00857-associated coding genes was implemented by the “gene ontology (GO) and kyoto encyclopedia of genes and genomes (KEGG) analysis tool”. The top 10 markedly enriched pathways (*p* < 0.05) were displayed according to gene count.

### CAMOIP database analysis

CAMOIP is an integrated web server for the analysis of pan-cancer immunotherapy (Lin et al., 2022). The “Immunogenicity”, “Immune Infiltration” as well as “Pathway Enrichment” modules in the database were used to explore the immune characteristics and gene set enrichment analysis (GSEA) of PIWIL4 in colon cancer.

### Gene set cancer analysis database analysis

GSCA is a comprehensive online tool for immunogenomic and pharmacogenomic cancer analysis (Liu et al., 2018). The “immune cell abundance” module was used to demonstrate the interrelation between PIWIL4 expression and immune cell infiltration in colon cancer by GSVA score. In addition, the relevance between PIWIL4 expression and GDSC/CTRP drug sensitivity was analyzed.

### Cell miner database analysis

Through the Cell Miner database (Reinhold et al., 2012), we obtained the gene expression profile of NCI-60 human cancer cell lines and the drug data approved by FDA or clinically verified. Next, the relevance analysis between PIWIL4 expression and drug sensitivity (IC50) was conducted by R software. The correlation score was calculated by Pearson coefficient and *p* value < 0.05.

### Molecular docking

Firstly, the 3D structure of PIWIL4 protein was obtained from Alpha Fold online platform (Jumper et al., 2021). Meanwhile, the PubChem database was used to download the chemical structure information of the drugs (Kim et al., 2021). Next, the possible small molecule binding sites on PIWIL4 protein surface were detected by GHECOM algorithm (Kawabata, 2010). The maximum pocket to cover the ligand was chosen, with a volume of 41,065 Å3. Lastly, molecular docking was performed using DOCK 6.9 software and the spatial conformation of the docking was visualized by PyMol software. The interaction between protein and small molecule drugs was calculated by ligplus. Grid_Score represented the total molecular docking score between the drug and protein. A smaller score value indicated stronger binding ability. Internal energy repulsion was usually less than 20.

### Cell culture

The human colorectal cancer cell-HCT116 was purchased from the cell bank of the Chinese Academy of Sciences. HCT116 cell were incubated in McCoy’s 5A medium (GNM16600, GENOM) complemented with 10% bovine serum at 37°C with 5% CO2.

### SiRNA transfection

HCT116 cells was conducted in 6-well plates (1 × 10^5^ cells) and transfected with siRNA transfection reagent (13778150, Invitrogen). The siRNA for transient knockdown of LINC00857 was obtained from Gene Pharma (Shanghai, China). The siRNA sequence showed below:

Negative control: S: UUC​UCC​GAA​CGU​GUC​ACG​UTT, AS: ACG​UGA​CAC​GUU​CGG​AGA​ATT; LINC00857-siRNA1#: S: GGC​UAU​GUG​CUG​UGA​ACA​ATT, AS: UUG​UUC​ACA​GCA​CAU​AGC​CTT; LINC00857-siRNA2#: S: GGU​AUU​AGU​GGG​UGA​AUA​UTT, AS: AUA​UUC​ACC​CAC​UAA​UAC​CTT.

### RNA isolation and quantification

All RNA isolation was performed utilizing the Trizol (Qiagen, 1023537). Inverse transcription was accomplished with the cDNA Synthesis Kit (4375222, AB). The real-time qPCR was implemented by SYBR Green fluorescence measurement. β-actin was used as the normalized endogenous control. The primer sequences utilized were listed below:

PIWIL4-F: AAG​CCC​ACA​CAC​ACC​TTT​CA, R: TGG​TCA​GTC​AGC​CCT​GTT​AG; LINC00857-F: AGA​ACG​CGG​TGT​GAA​GGA​AA, R: TGA​GCC​CTG​GGA​AAC​AAT​GA; actin-F: CAC​CAA​CTG​GGA​CGA​CAT, R: ACA​GCC​TGG​ATA​GCA​ACG.

### RNA sequencing analysis

RNA sequencing was performed by Lianchuan Biotechnology Co. (Hangzhou, China). GSEA analysis was conducted by GSEA (v4.1.0) and MSigDB (Subramanian et al., 2005). In short, the genes were sorted using the Signal2Noise normalization method. GO terms and KEGG pathways fulfilling the conditions with |NES|>1 and NOM p-val<0.05 were deemed to be significant in the two groups. Subsequently, downstream analysis was implemented using raw counts of the genes in the selected modules. The R package “limma” was employed to perform normalized and differential expression analysis (Ritchie et al., 2015). Differentially expressed genes (DEGs) were chosen with the following screening criteria: *p* < 0.05, log_2_|fould change|>1. Combining the two sets of different analysis data, 76 candidate genes were finally obtained after excluding non-coding genes. The volcano plots and heatmap were created by the online data visualization platform-bioinformatics (http://www.bioinformatics.com.cn). The LINC00857-miRNA-PIWIL4 interaction network diagram was constructed using Cytoscape (v3.9.0).

### Colony formation assays

Colony formation assays were determined to assess colony formation ability. 1,000 cells per well were sowed and incubated in six-well plates in triplicate. 11 days after cultivation, colonies were dyed with 0.1% crystal violet and then counted.

### CCK8 assay

The effect of LINC00857 on cell viability was detected by CCK8 kit (C0038-500, Beyotime). After transfection, 3,000 cells each well were transferred into 96-well plates for 72 h, then CCK8 working solution was pipetted into every well and cultured in medium at 37°C for 30 min. Finally, absorbance (optical density, OD) was gauged at 450 nm by a microplate reader.

### Fluorescence *in Situ* hybridization

FISH assays were proceeded as standard programs. The sample slides for the FISH experiments were fixed with 4% formaldehyde. Briefly, tissue or cell slides were dewaxed, dehydrated, hybridized, washed and counterstained with green fluorescence for LINC00857 expression (FAM (488)). LINC00857 FISH probe was manufactured by Servicebio (Wuhan, China) and its sequence was presented as below: 5′-FAM-TTGGGACAGGGTTTGGAACTCTTGCGG-FAM-3’.

### Statistics

Student’s t-test, one-way or two-way ANOVA were administered to assess statistical significance. *p* < 0.05 were indicated statistically significant.

## Results

### Expression levels of LINC00857 in pan-cancer

To ascertain the expression levels of LINC00857 in normal and cancers samples, we obtained data from TCGA, CCLE and GTEx datasets. We explored the expression levels of LINC00857 in 31 healthy tissues and 21 cancer cell lines through the Sangerbox database. In normal samples, the highest expression level of LINC00857 was observed in bladder tissue and the lowest in blood (Kruskal–Wallis’s test *p* < 0.001) (Figure 1A). By contrast, LINC00857 was highly expressed in most cancer cell lines, which may imply its effect on the malignant phenotype of cancer cells (Figure 1B). As shown in Figures 1C,D and Supplementary Figure S1, we characterized the expression levels of LINC00857 in cancers and corresponding normal samples using the TCGA and GTEx datasets. By simultaneous analysis of four databases (Sangerbox 3.0, ACLBI, StarBase V3.0 and Lnc2Cancer 3.0), we found that the expression levels of LINC00857 were markedly higher in eight cancers than in the adjacent normal tissues including HNSC, CHOL, COAD, KIRP, STAD, LIHC, PAAD and LUAD. LINC00857 expression was obviously decreased in BRCA, KICH, KIRC and PRAD. Furthermore, stage plot in the Lnc2Cancer 3.0 and GEPIA2 databases suggest that LINC00857 expression was strikingly correlated with the cancer pathological stages (Supplementary Figure S2). Consequently, these results support that LINC00857 may act as a new diagnostic biomarker for many cancer types.

**FIGURE 1:**
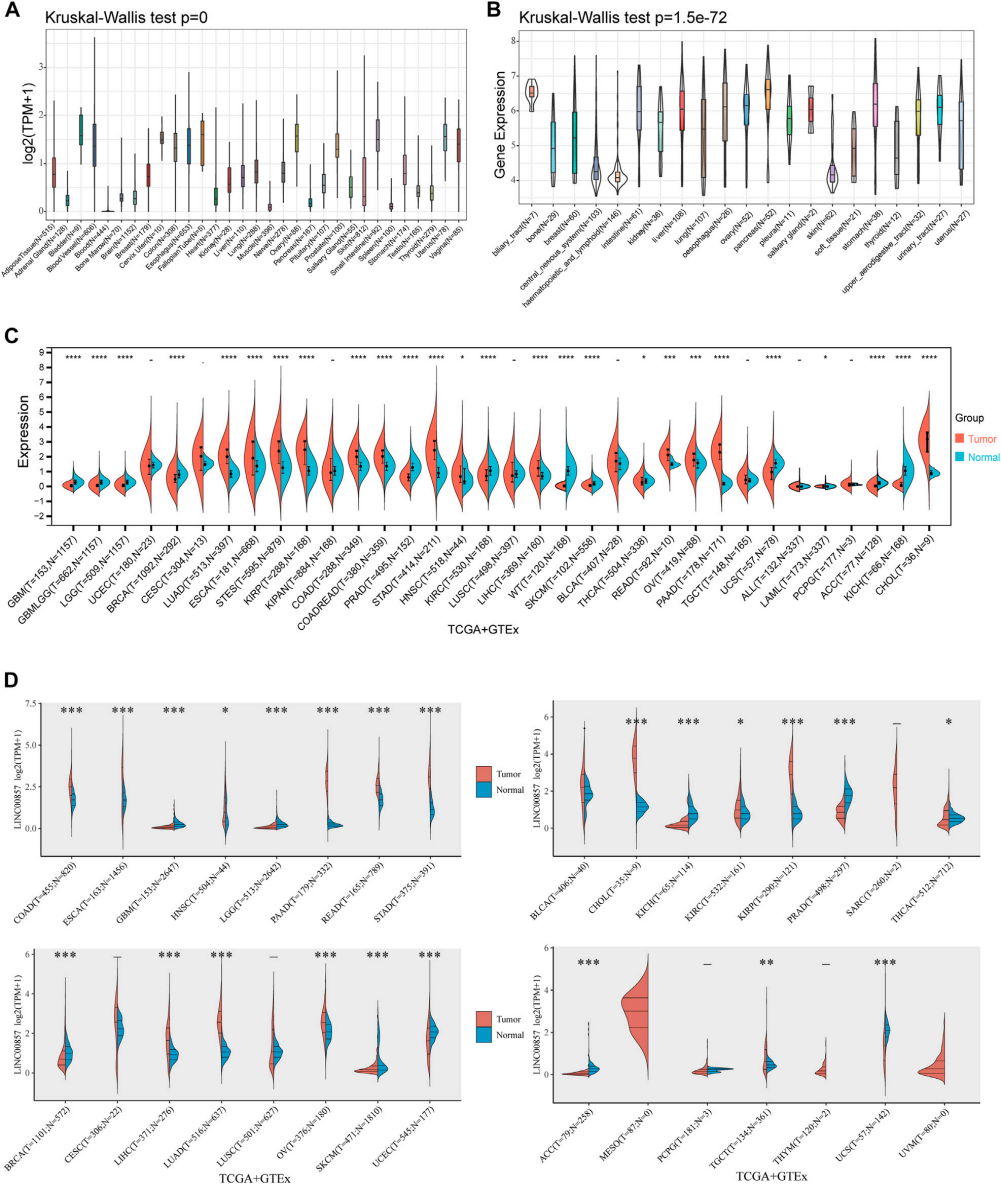
The expression levels of LINC00857 in pan-cancer. **(A)** LINC00857 expression in 31 human normal tissues from GTEx database. **(B)** LINC00857 expression in various cancer cell lines from CCLE database. **(C)** The expression levels of LINC00857 in different cancers and adjacent normal tissues were explored through Sangerbox 3.0 database. **(D)** The expression levels of LINC00857 in cancers or paired normal tissues were analyzed *via* online website ACLBI (*p < 0.05, **p < 0.01, ***p < 0.001).

### The prognostic value of LINC00857 in pan-cancer

To illustrate the relevance between LINC00857 gene expression and prognosis, survival analysis for LINC00857 among different cancers was performed using Sangerbox, GEPIA2, Kaplan-Meier Plotter and Lnc2Cancer 3.0 databases. First, Cox regression analysis was implemented for 33 cancer types by TCGA datasets. The association between LINC00857 expression and OS, disease-specific survival (DSS), disease-free interval (DFI) and progression-free interval (PFI) was displayed in forest plots (Figures 2A,2B, 3A,3B). Based on these results, we further elaborated the prognostic value of LINC00857 in these cancers using Kaplan-Meier (KM) analysis (Figures 2C,D, 3C,D). We observed that higher LINC00857 expression was related to poorer OS/DSS/PFI in BLCA, HNSC, KIRC, LIHC, LUAD, PAAD, and with poorer DFI in TGCT, PAAD, LIHC. Nevertheless, patients with high LINC00857 displayed markedly longer OS in MESO, longer DSS in KIRP, longer DFI in PRAD, as well as longer PFI in KIRP and UVM. In GEPIA2 and Kaplan-Meier Plotter databases, LINC00857 hyperexpression was positively correlated with poor OS/DFS/RFS in LIHC and PAAD, but only with poor OS in LUAD (Supplementary Figures S3A,B). In the Lnc2Cancer 3.0 database, higher LINC00857 expression was related to poor OS in LUAD, poor OS/DFS in PAAD and poor DFS in LIHC and GBM (Supplementary Figure S3C). In conclusion, these data validated that LINC00857 expression was highly associated with the prognosis in multiple cancers, implicating that LINC00857 may be a reasonable biomarker to evaluate the prognosis of many cancers.

**FIGURE 2:**
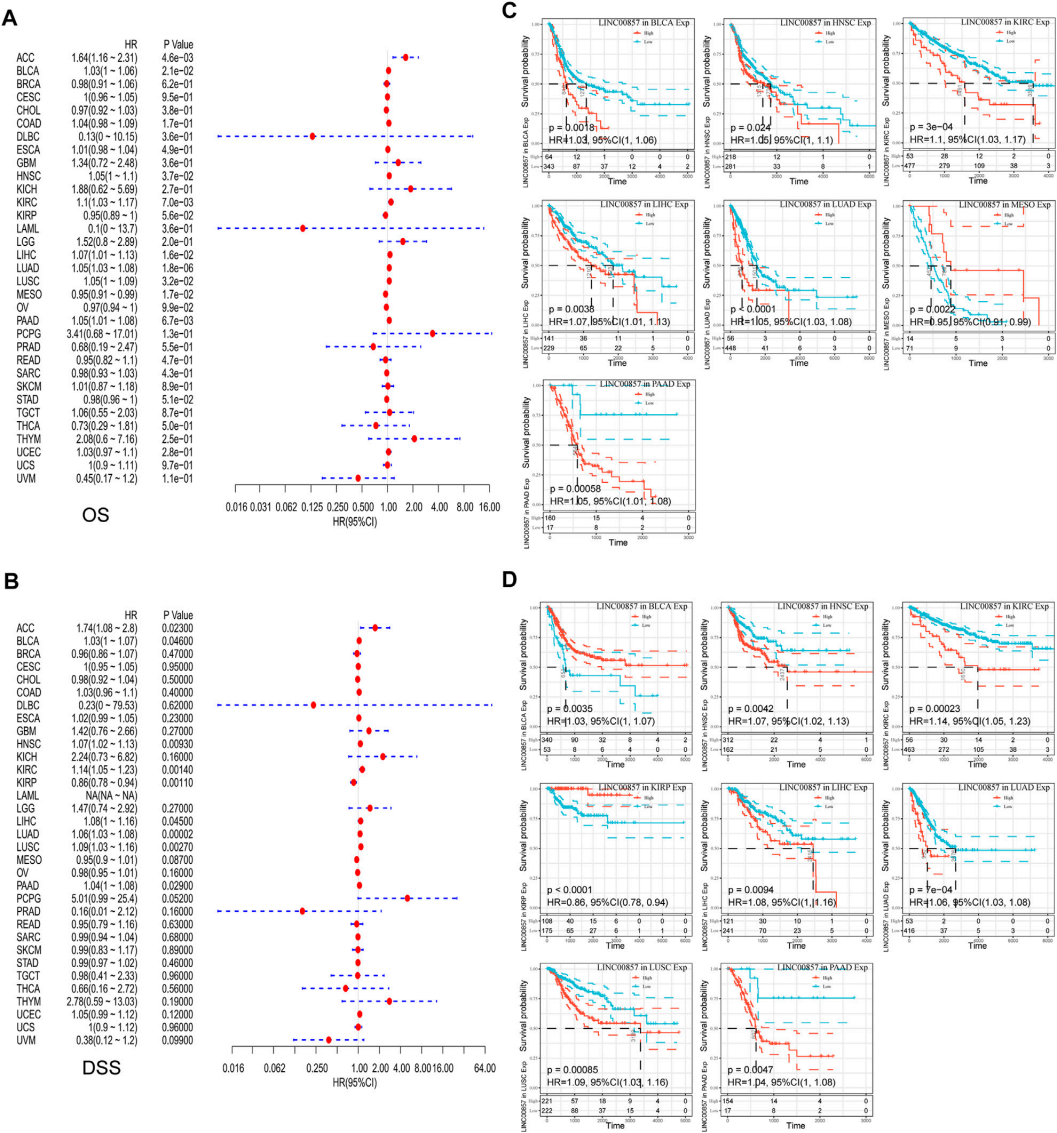
The correlation between LINC00857 expression and OS and DSS in pan-cancer. **(A,B)** Cox regression analysis of LINC00857 on OS and DSS for multiple neoplasms was depicted *via* forest diagrams. **(C,D)** Kaplan-Meier curves presented OS or DSS for patients with high and low LINCOO857 expression (*p* < 0.05).

**FIGURE 3:**
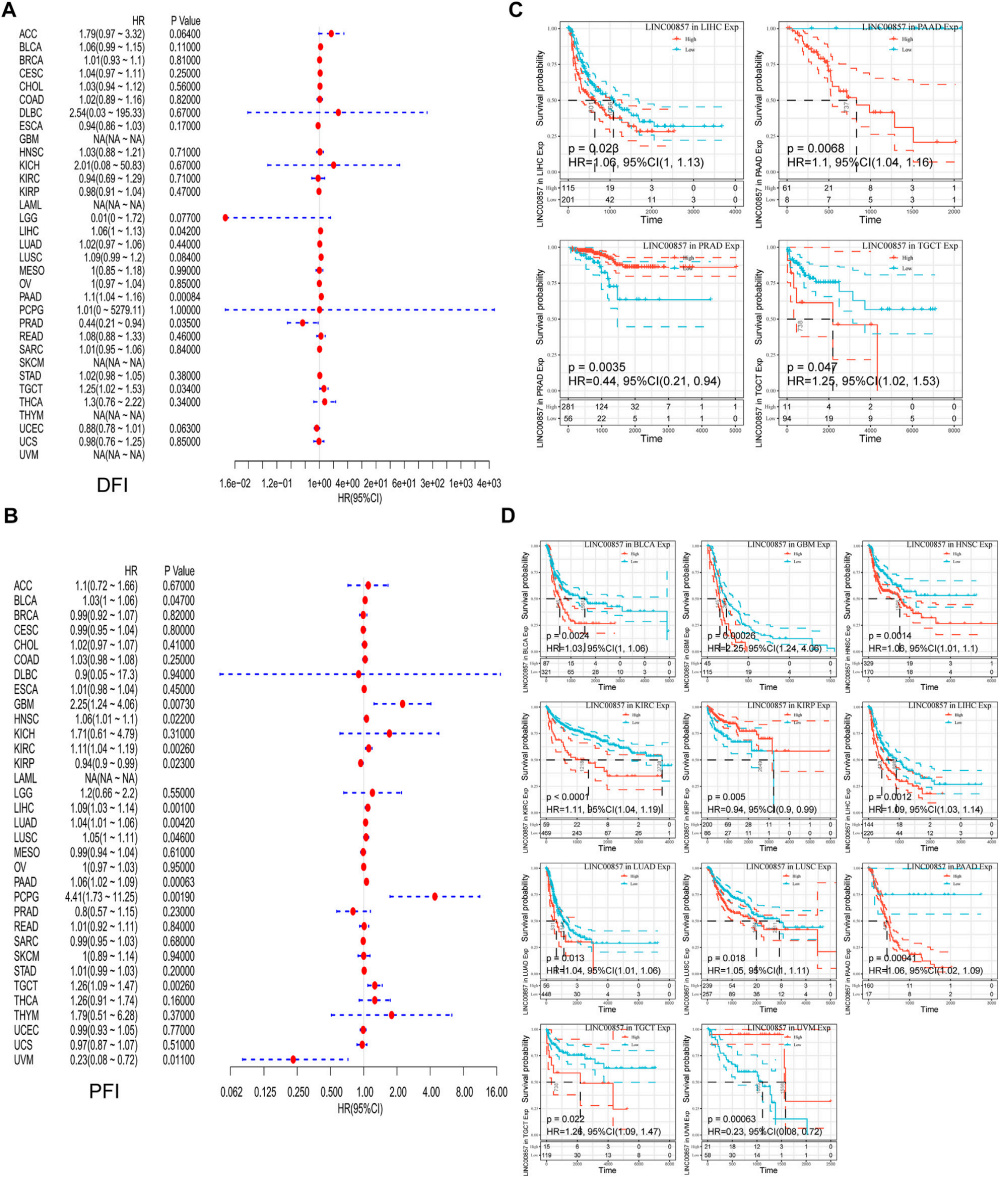
The correlation between LINC00857 expression and DFI and PFI in pan-cancer. **(A,B)** Cox regression analysis of LINC00857 on DFI and PFI for different neoplasms was depicted by forest diagrams. **(C,D)** Kaplan-Meier curves presented the prognostic value of LINC00857 for DFI or PFI (*p* < 0.05).

### The relevance between LINC00857 expression and immune cell infiltration

Tumor-infiltrating immune cells (TIICs), a significant portion of the tumor microenvironment, are intimately linked to tumorigenesis and cancer progression (Domingues et al., 2016). Thereby, we investigated the possible relevance between LINC00857 expression and TIICs in pan-cancer by Sangerbox 3.0 and ACLBI database. The heatmap detailing the interrelation between LINC00857 expression and TIICs was shown in Figure 4A. We further analyzed the relevance between LINC00857 expression and CD8^+^ T cells, NK cells, conventional dendritic cells (cDCs), Tregs and monocytes in eight LINC00857 high-expression cancers (Figure 4B). LINC00857 expression had a statistically inverse association with the immune cells in these eight cancers. Intriguingly, LINC00857 expression was inversely correlated with the infiltration levels of all five immune cells in COAD. In addition, the present research noticed that LINC00857 expression was negatively related to the immune score and microenvironment score in these eight cancers (Supplementary Figure S4). Overall, these findings indicated that LINC00857 expression was negatively associated with immune cell infiltration.

**FIGURE 4:**
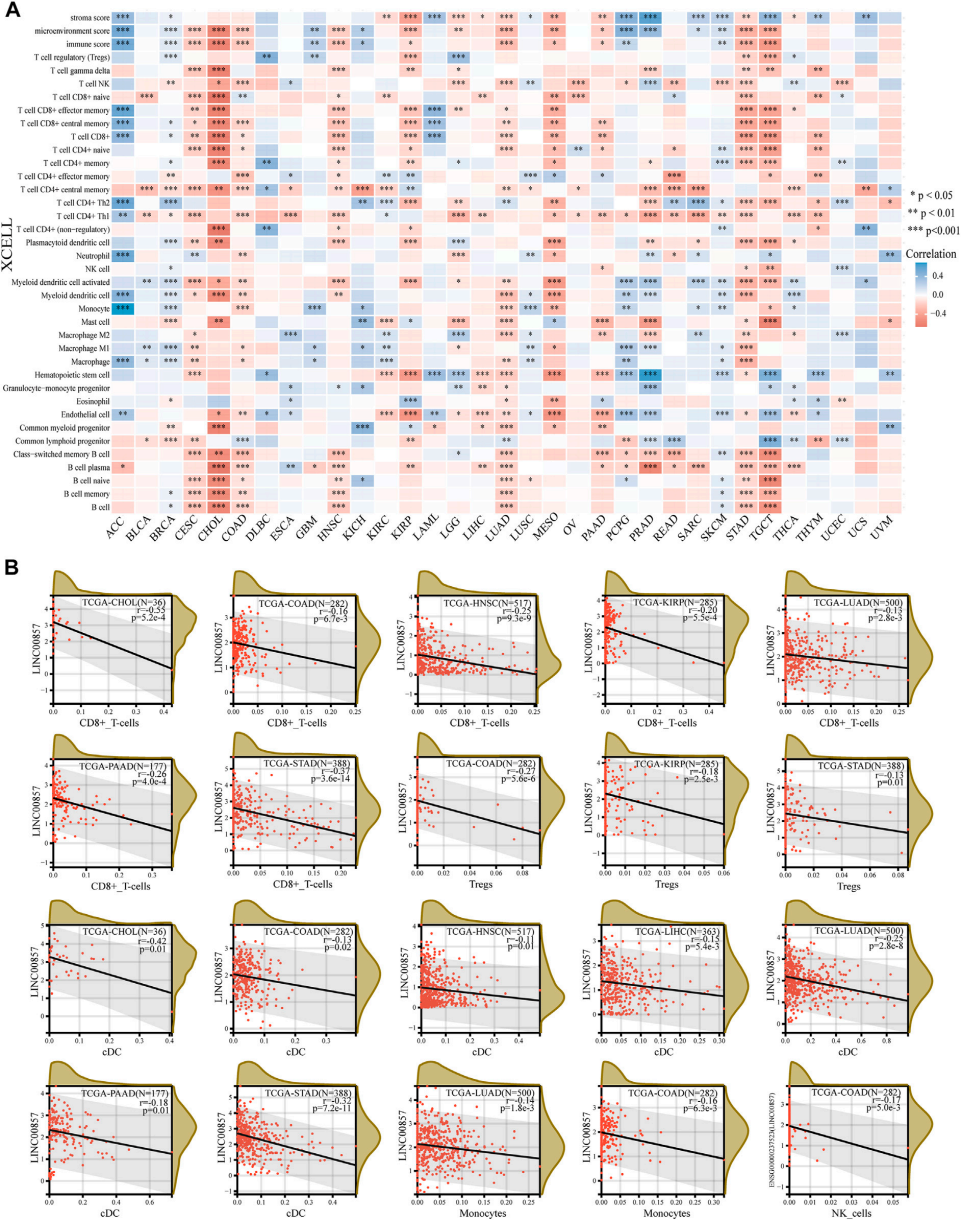
The correlation between LINC00857 expression and immune cell infiltration. **(A)** The interrelation heatmap between LINC00857 expression and immune cell infiltration levels was examined by the ACLBI database (XCELL algorithm). (*p < 0.05, **p < 0.01, ***p < 0.001, Spearman analysis) **(B)** Scatter plots of the pertinence between LINC00857 expression and the infiltration levels of monocyte, NK cell, conventional DC, Treg and CD8+T cell by the Sangerbox 3.0 database (XCELL algorithm) (*p < 0.05, **p < 0.01, ***p < 0.001, Pearson analysis).

### The relevance between LINC00857 and immune checkpoint gene expression

Cancers can elude immune response by exploiting immune checkpoint genes such as PD-1/PD-L1 and CTLA-4. A promising immunotherapeutic strategy has emerged by targeting PD-1, PD-L1 or CTLA-4 to treat various malignancies (Postow et al., 2015). We studied the major immune checkpoint genes using the ACLBI database and analyzed their relevance to LINC00857 expression (Figure 5A). We observed a positive relevance between LINC00857 and most immune checkpoint gene expression in ACC, BLCA, BRCA, GBM, PRAD, SKCM and THCA, but negative relevance in TGCT, STAD, MESO, KIRP, COAD, HNSC, and CESC. Based on the above data, we further compared the relevance of PD-1, PD-L1 and CTLA-4 with LINC00857 expression in the above eight cancers. As depicted in Figure 5B, LINC00857 expression had a significant reverse correlation with PD-1, PD-L1 and CTLA-4 expression in these cancers. In brief, LINC00857 expression was closely associated with immune checkpoint gene expression.

**FIGURE 5:**
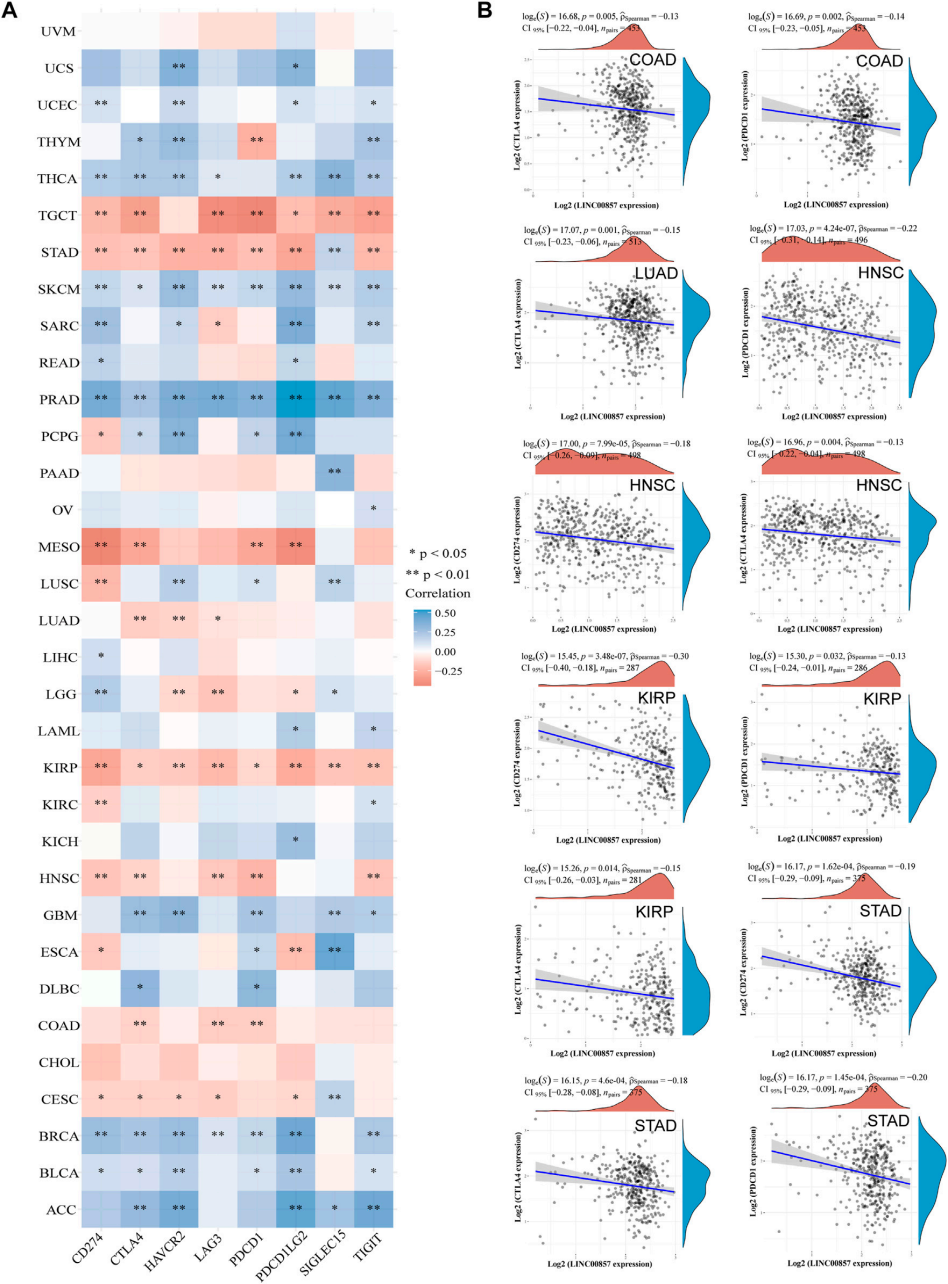
The correlation between LINC00857 and immune checkpoint genes expression. **(A)** Correlation mapping of LINC00857 expression with immune checkpoint genes in pan-cancer by the ACLBI database. **(B)** The correlation between LINC00857 and PD-L1(CD274), PD1 (PDCD1) or CTLA4 expression was shown *via* the scatter plot (*p < 0.05, **p < 0.01, ***p < 0.001, Spearman analysis).

### The relevance between LINC00857 expression and MSI, TMB or NEO

In the tumor microenvironment, MSI, TMB and NEO are correlated with anti-tumor immunity and serve as valid biomarkers of tumor immunotherapeutic response (Dudley et al., 2016; Yarchoan et al., 2017; Peng et al., 2019). To validate the significance of LINC00857 expression in immunotherapy, a pan-cancer assessment was performed for MSI, TMB and NEO (Figure 6). We discovered that LINC00857 expression was dramatically associated with MSI in seven cancers, with a positive correlation in three cancers including BRCA, LIHC, TGCT and a negative correlation in COAD, COADREAD, KICH, DLBC. LINC00857 expression was dramatically associated with TMB in ten cancers, with a positive correlation in six cancers including LUAD, KIRP, UCEC, LUSC, PCPG, UCS and a negative correlation in COAD, COADREAD, CHOL, DLBC. LINC00857 expression was positively associated with NEO in KIPAN and SKCM while was negatively correlated with in COAD and COADREAD. Intriguingly, among the eight malignancies mentioned above, LINC00857 expression was only simultaneously negative with TMB, MSI or NEO in colorectal cancer. In accordance with the above conclusion, it might hint a poor response to immunotherapy in colorectal cancer patients with high-expression of LINC00857.

**FIGURE 6:**
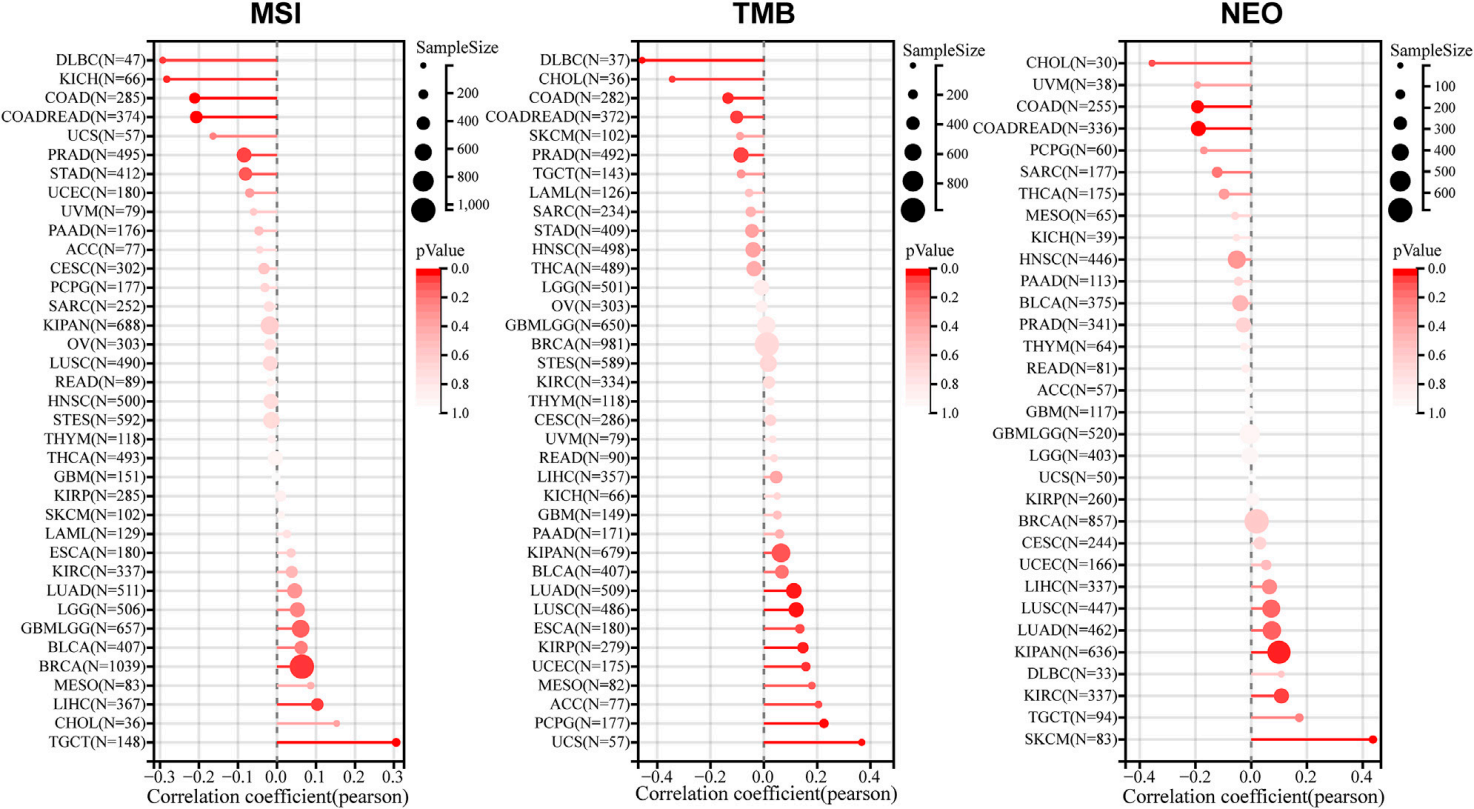
The correlation between LINC00857 expression and MSI, TMB or NEO. A stick chart displayed the connections between LINC00857 expression and MSI, TMB or NEO in diverse cancers *via* the Sangerbox 3.0 database (Pearson correlation).

### LINC00857 promoted the proliferation of colorectal cancer cells

Considering that colorectal cancer patients with high-expression of LINC00857 may not be suitable for immune checkpoint inhibitors, targeting LINC00857 may be an ideal approach for these patients. The FISH assays confirmed that LINC00857 expression was more widely expressed in colorectal cancer than in the normal tissues (Figure 7A). In general, the action of lncRNA is prominently interrelated to its subcellular localization (Chen, 2016). We found that LINC00857 was primarily distributed in the cytoplasm as elucidated by lncLocator tool (Cao et al., 2018) and FISH assays (Figures 7B,C). Subsequently, we designed two specific siRNAs against LINC00857 and transfected them into HCT116 colorectal cancer cells. 

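LINC00857 was lower with both siRNAs in the RNA sequencing of HCT116 cells, an established human colorectal carcinoma line. Its count, normalized by TMM (trimmed mean of M values), was 482 ± 51.6 (SD, n = 3 libraries) with the negative control siRNA (NC), 212 ± 14.9 (SD, n = 3) with LINC00857-siRNA1 and 200.2 ± 37.4 (SD, n = 3) with LINC00857-siRNA2. The log2 fold change against NC was -1.18 with siRNA1 (SE 0.17, adjusted p = 0.000292 from edgeR's quasi-likelihood test) and -1.27 with siRNA2 (SE 0.17, adjusted p = 0.000109 from the same test). Unnormalized counts ran from 416 to 522 in the 3 NC libraries, from 207 to 235 with siRNA1 and from 163 to 239 with siRNA2, so every knockdown library lay below every NC library. For 3 libraries against 3, the smallest two-sided p of an exact permutation test is 0.1. The direct difference between the levels left by the siRNAs did not pass the test, with a log2 difference of 0.08 between siRNA1 and siRNA2 (SE 0.17, adjusted p = 0.783 from edgeR). The gene (ENSG00000237523, a lincRNA) lies on the plus strand of chromosome 10 from 80207710 to 80219657 in GRCh38, the reference used here for positions, whereas the submitters' processing notes name hg19 for the counts. The siRNA1 target, GGCTATGTGCTGTGAACAA, lies in exon 2 of the 2 exons of its 2161-base transcript, at positions 1533 to 1551, which is chromosome 10 from 80219029 to 80219047. The siRNA2 target, GGTATTAGTGGGTGAATAT, lies upstream in the same exon at positions 1030 to 1048, from 80218526 to 80218544. It is also present in the 629-base transcript of the gene, at positions 541 to 559, where the siRNA1 target is absent. The NC target sequence, TTCTCCGAACGTGTCACGT, has no match in either transcript. The 7-base sequence that pairs with positions 2 to 8 of the guide strand, the seed site, is GTGAACA for siRNA1 and GTGAATA for siRNA2.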

To estimate the potential influence of LINC00857 silencing on colorectal cancer cell proliferation, we performed CCK-8 and colony formation experiments. Our results validated that knockdown of LINC00857 attenuated the proliferative ability of HCT116 cells (Figures 7D–F). Thus, targeting LINC00857 may be feasible to impair the proliferation of colorectal cancer cells.

**FIGURE 7:**
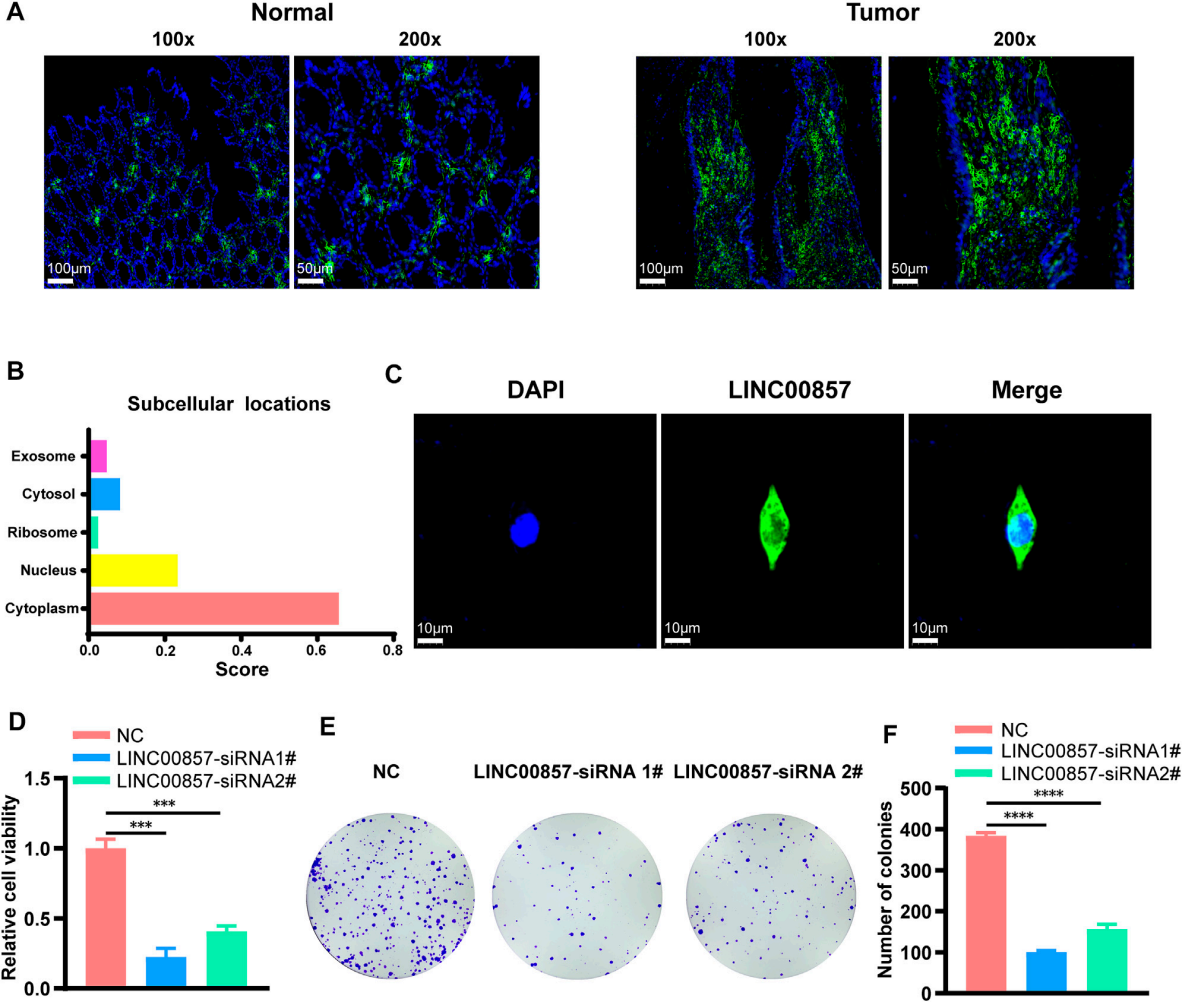
LINC00857 promoted the proliferation of colorectal cancer cells. **(A)** LINC00857 expression in colorectal cancer and corresponding normal tissues was examined by FISH assay. **(B)** The subcellular localization of LINC00857 was predicted by lncLocator tool. **(C)** The subcellular localization of LINC00857 in HCT116 cell was examined by FISH assay. **(D)** The cell viability of HCT116 cells transfected with siRNA-LINC00857 or siRNA-NC was evaluated by CCK-8 assay. **(E–F)** Colony formation experiments monitored the proliferative ability of HCT116 cells after LINC00857 silencing (*p < 0.05; **p < 0.01; ***p < 0.001).

### GSEA after LINC00857 knockdown

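The transcriptomes came from HCT116 cells transfected with NC, LINC00857-siRNA1 or LINC00857-siRNA2, with 3 libraries in each group and 9 in all. The sources used here do not say whether the libraries of a group came from separate cultures, so the p-values measure the spread between these libraries, which may be technical. The deposited values were whole-number counts per gene for 35817 Ensembl genes, not normalized. Beyond the hg19 build, the selection of RNA, the strand of the reads, the aligner and the counting program are not given in the sources used here. Without a known strand, reads of overlapping and antisense genes cannot be separated. Total counts per library ran from 54242901 to 55790505 with NC (median 55576276), from 54097508 to 57815092 with siRNA1 (median 55429092) and from 51411860 to 57156058 with siRNA2 (median 55443640), so the groups had closely similar depth. Mitochondrially encoded genes took 10.0% to 10.2% of the counts in the NC libraries, 9.02% to 9.59% with siRNA1 and 9.53% to 9.79% with siRNA2, and the 10 most abundant genes took 8.49% to 9.49%. Replicates of a group differed by far more than sampling noise (chi-square per gene from 10.2 to 18.9), so no library was a copy of another. From the counts, genes with low counts were removed by filterByExpr of edgeR, which left 21130 genes, and libraries were scaled by TMM with factors from 0.978 to 1.02. One quasi-likelihood model over all 9 libraries gave each siRNA's difference from NC and the direct difference between the siRNAs, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Each SE printed here is the size of the log2 fold change divided by the square root of its F statistic. In simulated counts made from these libraries, changes were planted only in genes with a mean of at least 50 counts. For siRNA1 against NC the test called 51.5% of those changed by 0.5 on the log2 scale. It called 75.8% of those changed by 1 and 93.9% of those changed by 2, with 4 calls among 20083 unchanged genes, in 20313 genes. Genes of lower counts, PIWIL4 and TBC1D28 among them (means of 36.8 and 10.2), are not covered by these shares. Gene lists of pathways and cell types, 46 in number, were compared with all other genes by camera of limma, which was run with a preset correlation between genes of 0.01 and adjusted over the lists. The lists were written from general knowledge before the data were examined, but after Figures 8 and 10 had been seen, and are not the MSigDB sets of the paper. A list on a topic of those figures was therefore chosen with knowledge of these samples, and its count is not independent evidence of its direction.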

For more insight into the regulatory mechanisms of LINC00857 in colorectal cancer, we conducted a transcriptome sequencing analysis after LINC00857 knockdown with two independent siRNAs in HCT116 cells. Afterwards, we executed GSEA to investigate the possible biological function of LINC00857 in colorectal cancer. 

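FTH1, the heavy chain of the iron store ferritin, rose with siRNA1 by a log2 fold change of 0.39 (SE 0.02, adjusted p = 1.37e-07 from edgeR's quasi-likelihood test) and with siRNA2 by 0.63 (SE 0.02, adjusted p = 1.27e-09). HMOX1, the heme oxygenase that frees iron from heme, GCLM, a subunit of the enzyme that starts glutathione synthesis, SLC3A2, the partner of the cystine importer SLC7A11, and STEAP3, a ferrireductase of endosomes, rose with siRNA1 by 0.47, 0.47, 0.40 and 0.40, with adjusted p from edgeR of 0.000168, 0.000655, 6.29e-06 and 5.20e-05. With siRNA2 their log2 fold changes were 0.13, -0.20, 0.08 and -0.06, none past the threshold, and the direct difference between the siRNAs passed it for each (the largest adjusted p was 0.00131 for HMOX1). SAT1, an enzyme of polyamine breakdown, rose with siRNA2 by 1.42 (adjusted p = 1.25e-10) and had a log2 fold change of -0.04 with siRNA1 (adjusted p = 0.535), while TFRC, the transferrin receptor, and SLC7A11 fell with siRNA2, with log2 fold changes of -0.63 and -0.55 (adjusted p = 1.38e-08 and 2.97e-05 from edgeR). With siRNA1 TFRC was higher (0.10, adjusted p = 0.0393 from edgeR), a call lost without any one library but siRNA1 replicate 1 (adjusted p from 0.0698 to 0.232).
Of 37 measured genes of a ferroptosis list modelled on the KEGG pathway, 10 were higher with siRNA1, 6 were lower and 21 did not pass the test (12 higher and 9 lower when adjusted over the list alone). As a group they did not stand apart from other genes, with a median log2 fold change of 0.02 (adjusted p = 0.679 from camera). With siRNA2, 6 were higher and 9 lower (the same numbers when adjusted over the list alone), with a median of -0.06 and adjusted p = 0.662 from camera. Of 26 measured genes known to protect cells from ferroptosis, 6 were higher and 6 lower with siRNA1 (7 and 9 when adjusted over the list alone, with adjusted p = 0.679 from camera, whose direction was down while the list's median and mean lay slightly above 0). Of 28 genes known to promote it, 4 were higher and 2 lower (4 and 2 when adjusted over the list alone, with adjusted p = 0.679 from camera). With siRNA2, 7 of the protecting genes were higher and 10 lower (7 and 11 when adjusted over the list alone, with adjusted p = 0.715 from camera). Of the promoting genes, 4 were higher and 5 lower (4 and 5 when adjusted over the list alone, with adjusted p = 0.623). These lists were written after Figure 8 had been seen, so the counts are not independent evidence of a direction. GPX4, the peroxidase that clears lipid hydroperoxides and chosen here after its values were seen, had log2 fold changes of -0.11 (adjusted p = 0.171) with siRNA1 and 0.03 (adjusted p = 0.718 from edgeR) with siRNA2. GPX4 passes with siRNA1 without siRNA1 replicate 1 (adjusted p = 0.00817), and GCLM with siRNA2 without siRNA2 replicate 1 (adjusted p = 0.00515). The seed site of siRNA2 lies in the annotated 3′ UTRs of TFRC and SLC7A11. That of siRNA1 lies in those of GCLM, which rose with siRNA1, and SLC7A11, which had -0.19 with siRNA1 (adjusted p = 0.0525 from edgeR, and 0.0105 and 0.0486 without siRNA1 replicate 2 and siRNA2 replicate 2).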

As shown in Figure 8, GSEA findings revealed that knockdown of LINC00857 triggered the ferroptosis pathway, which might account for how LINC00857 facilitated cancer growth. 

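Of the lists of cholesterol synthesis and glycolysis, most measured enzymes fell with siRNA1, whereas with siRNA2 some fell and more rose. The glycolysis call with siRNA1 is lost with an estimated correlation (adjusted p = 0.180 from camera). IDI1, which makes dimethylallyl diphosphate on the way to cholesterol, had 7159 ± 158 normalized counts with NC, 4285 ± 123 with siRNA1 and 9024 ± 535 with siRNA2 (mean ± SD, n = 3 libraries each). Its log2 fold change was -0.74 with siRNA1 (SE 0.05, adjusted p = 1.97e-07 from edgeR's quasi-likelihood test) and 0.33 with siRNA2 (SE 0.05, adjusted p = 9.65e-05). LDHA, the subunit of lactate dehydrogenase that favours lactate, changed by -0.94 with siRNA1 and -0.10 with siRNA2 (adjusted p = 2.18e-09 and 0.0487), and ALDOC, a fructose-bisphosphate aldolase, by -1.68 with siRNA1 (adjusted p = 2.70e-08 from edgeR), against 0.11 with siRNA2 (adjusted p = 0.354). The direct differences between the siRNAs were -1.07, -0.84 and -1.79 for IDI1, LDHA and ALDOC, with adjusted p from 6.08e-09 for ALDOC to 2.01e-09 for LDHA.
Of 22 measured enzymes of cholesterol synthesis, 17 were lower and 0 higher with siRNA1 (17 lower when adjusted over the list alone), with a median log2 fold change of -0.51 (adjusted p = 1.54e-12 from camera). With siRNA2, 9 were higher and 3 lower (the same when adjusted over the list alone, with adjusted p = 0.120 from camera). The direct difference of this list passed the test as well, with 19 of the 22 lower with siRNA1 than with siRNA2. Among 14 regulators and targets of the sterol response outside synthesis, 3 were higher and 7 lower with siRNA1 (4 and 8 when adjusted over the list alone, with adjusted p = 0.0315 from camera, adjusted p = 0.180 with an estimated correlation). With siRNA2, 5 were higher and 5 lower (6 and 5 when adjusted over the list alone, with adjusted p = 0.964). INSIG1, which holds SREBP in the endoplasmic reticulum, changed by -0.56 and 0.30 (adjusted p = 2.26e-06 and 0.000240 from edgeR). Of 24 glycolytic enzymes, 16 were lower and 1 higher with siRNA1 (17 and 1 when adjusted over the list alone), with a median of -0.25 (adjusted p = 3.92e-07 from camera, adjusted p = 0.180 with an estimated correlation). With siRNA2, 10 were higher and 7 lower (10 and 8 when adjusted over the list alone, with adjusted p = 0.438 from camera).
Some enzymes of fatty acid synthesis fell with siRNA1. ACLY, which makes cytosolic acetyl-CoA from citrate, changed by -0.45 with siRNA1 and 0.28 with siRNA2 (adjusted p = 1.00e-06 and 2.70e-05 from edgeR), and SCD, the stearoyl-CoA desaturase, by -0.45 and 0.24 (adjusted p = 4.47e-08 and 6.64e-06). ACSS2, which makes acetyl-CoA from acetate, fell with siRNA1 (-0.86, adjusted p = 8.86e-07) and had 0.17 with siRNA2 (adjusted p = 0.0535 from edgeR). That value passes as higher under some alternatives (adjusted p = 0.0178 with only the 2 groups compared). Also lower with siRNA1 was FADS1, a desaturase of polyunsaturated fatty acids whose annotated 3′ UTR holds the siRNA1 seed site (-0.59, adjusted p = 1.58e-07), with 0.03 for siRNA2 (adjusted p = 0.625 from edgeR). Of 36 genes of lipid synthesis, 2 were higher and 12 lower with siRNA1 (2 and 14 when adjusted over the list alone, with adjusted p = 0.000668 from camera, adjusted p = 0.180 with an estimated correlation). With siRNA2, 9 were higher and 9 lower (13 and 9 when adjusted over the list alone, with adjusted p = 0.617). Of 23 genes of unsaturated fatty acid synthesis, 0 were higher and 9 lower with siRNA1 (the same when adjusted over the list alone, with adjusted p = 0.00662 from camera, adjusted p = 0.194 with an estimated correlation). With siRNA2, 3 were higher and 8 lower (3 and 8 when adjusted over the list alone, with adjusted p = 0.362). The difference between the siRNAs for this last list did not pass the test (adjusted p = 0.321 from camera).
NT5E, the ecto-5′-nucleotidase CD73, was the member of the NAD list with the clearest fall with siRNA1 (-1.03, adjusted p = 1.64e-09 from edgeR), and it rose with siRNA2 (0.20, adjusted p = 0.000864). Of 22 measured genes of that list, 1 was higher and 3 were lower with siRNA1 (the same when adjusted over the list alone, with adjusted p = 0.227 from camera). With siRNA2, 5 were higher and 3 lower (6 and 4 when adjusted over the list alone, with adjusted p = 0.985). Of 22 fatty acid binding proteins and receptors, 3 were higher and 6 lower with siRNA1 (4 and 6 when adjusted over the list alone, with adjusted p = 0.405 from camera), PPARD, a nuclear receptor for fatty acids, among the lower (-0.44, adjusted p = 3.29e-05 from edgeR). With siRNA2 the counts were 4 and 5 (4 and 6 when adjusted over the list alone, with adjusted p = 0.430). Without NC replicate 3 the call of the sterol response genes with siRNA1 is lost (adjusted p = 0.0535 from camera). That of LDHA with siRNA2 is lost without any one library other than siRNA1 replicates 1 and 2 (adjusted p from 0.0541 to 0.165). The topics of these lists came from Figure 8, and the sterol response is close to its topic of cholesterol synthesis. All were written after that figure had been seen, so their counts are not independent evidence of a direction.

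**Figure D1:**
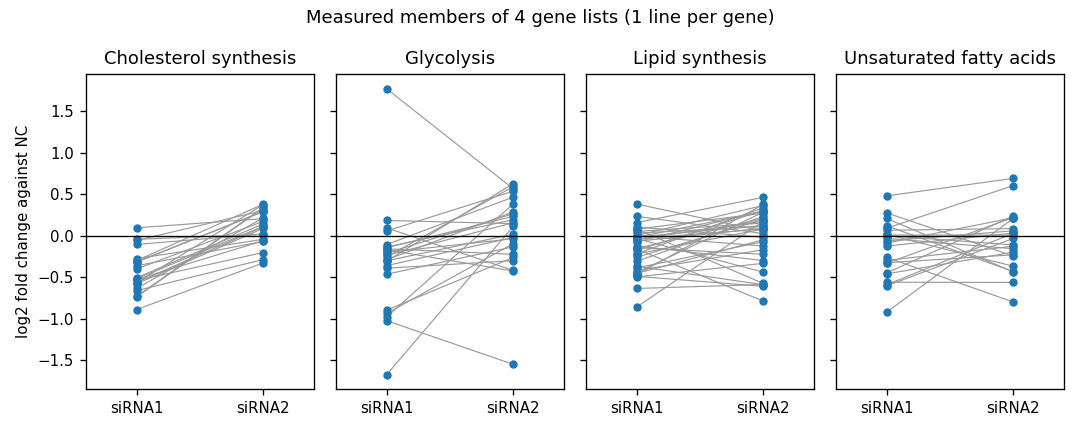
Log2 fold change against NC (vertical axis) with siRNA1 and siRNA2 (horizontal axis) for the measured members of 4 lists, with 1 point per gene and siRNA and a line joining both points of a gene. The 22 genes of cholesterol synthesis have a median of -0.51 with siRNA1 and 0.13 with siRNA2, and the 24 genes of glycolysis -0.25 and 0.13.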

Interestingly, downregulated genes after LINC00857 knockdown were remarkably enriched in multiple metabolic pathways such as glycolytic process, NAD metabolic process, lipid/cholesterol/unsaturated fatty acids biosynthetic process and fatty acid binding etc. Meanwhile, silencing LINC00857 affected the activation of numerous signaling pathways including Hippo, HIF1, JAK/STAT, MAPK and PI3K/AKT signaling pathways. These findings imply that LINC00857 may affect the proliferation of cancer cells *via* multiple biological pathways.

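Genes induced in low oxygen were the clearest group among the signaling lists, and they were lower with siRNA1. DDIT4, an inhibitor of mTORC1 that low oxygen induces, fell by a log2 fold change of -1.37 with siRNA1 (SE 0.05, adjusted p = 2.18e-09 from edgeR's quasi-likelihood test) and of -0.24 with siRNA2 (SE 0.05, adjusted p = 0.00246). BNIP3, a mitophagy receptor, fell with siRNA1 (-1.23, adjusted p = 1.23e-07) and had 0.11 with siRNA2 (adjusted p = 0.312 from edgeR). NDRG1, a stress-responsive gene, fell with siRNA1 (-0.95, adjusted p = 1.64e-09) and rose with siRNA2 (0.56, adjusted p = 5.80e-08 from edgeR). Of 31 measured targets of HIF, 2 were higher and 23 lower with siRNA1 (4 and 24 when adjusted over the list alone), with a median of -0.31 (adjusted p = 2.42e-10 from camera). With siRNA2, 9 were higher and 10 lower (9 and 10 when adjusted over the list alone, with adjusted p = 0.985). Of 83 genes of a HIF-1 signaling list, 13 were higher and 33 lower with siRNA1 (15 and 37 when adjusted over the list alone, with adjusted p = 0.000558 from camera). With siRNA2, 21 were higher and 21 lower (25 and 23 when adjusted over the list alone, with adjusted p = 0.964, the test pointing up and the list's median and mean down).
Of the JAK-STAT genes more fell than rose with siRNA2, and most did not pass the test. JAK1, a kinase of cytokine receptors, fell with siRNA2 and with siRNA1, with log2 fold changes of -0.63 and -0.32 (adjusted p = 7.25e-08 and 3.76e-05 from edgeR), IL6ST, the shared receptor subunit gp130, had -0.90 and -0.32 (adjusted p = 5.20e-08 and 0.000474), and LIFR, the receptor of leukemia inhibitory factor, -0.95 and -0.42 (adjusted p = 2.27e-07 and 0.000387). The annotated 3′ UTRs of IL6ST and LIFR each hold the seed sites of both siRNAs, and that of JAK1 holds neither. Of 94 measured genes of the list, 7 were higher and 32 lower with siRNA2 (11 and 37 when adjusted over the list alone, with adjusted p = 0.00631 from camera, adjusted p = 0.211 with an estimated correlation). With siRNA1, 14 were higher and 22 lower (15 and 24 when adjusted over the list alone, with adjusted p = 0.248). The direct difference between the siRNAs did not pass the test for this list (adjusted p = 0.0969).
Core Hippo genes also included several that fell with siRNA2. NF2, an upstream activator of the pathway, and AJUBA, an inhibitor of the kinase LATS whose annotated 3′ UTR holds the siRNA2 seed site, fell with siRNA2, with -0.47 and -0.73 (adjusted p = 5.14e-07 and 8.85e-08 from edgeR). LATS2, that kinase, rose with both siRNAs, by 0.88 with siRNA1 and 0.21 with siRNA2 (adjusted p = 3.97e-07 and 0.0148), although its 3′ UTR holds the siRNA2 seed site too. Of 30 measured genes, 6 were higher and 9 lower with siRNA1 (8 and 9 when adjusted over the list alone, with adjusted p = 0.937 from camera). With siRNA2, 8 were higher and 14 lower (9 and 15 when adjusted over the list alone, with adjusted p = 0.126). Of 21 transcriptional targets of YAP, 9 were higher and 5 lower with siRNA1 (9 and 6 when adjusted over the list alone, with adjusted p = 0.143). With siRNA2, 6 were higher and 10 lower (6 and 10 when adjusted over the list alone, with adjusted p = 0.126).
The larger MAPK and PI3K-AKT lists held genes that went both ways. MYC, a transcription factor downstream of MAPK, rose with both siRNAs (0.39 and 1.07, adjusted p = 1.41e-06 and 1.17e-10 from edgeR), while STMN1, a regulator of microtubules, fell with both (-0.23 and -0.29, adjusted p = 0.000402 and 3.80e-05). CCND1, the cyclin of G1, fell with both (-0.66 and -0.25, adjusted p = 1.97e-09 and 3.98e-06), as did RPS6KB1, the S6 kinase (-0.32 and -0.25, adjusted p = 7.59e-05 and 0.000373 from edgeR). Of 183 measured MAPK genes, 37 were higher and 34 lower with siRNA1 (37 and 36 when adjusted over the list alone, with adjusted p = 0.884 from camera). With siRNA2, 43 were higher and 49 lower (50 and 52 when adjusted over the list alone, with adjusted p = 0.964). Of 226 PI3K-AKT genes, 48 were higher and 51 lower with siRNA1 (54 and 55 when adjusted over the list alone, with adjusted p = 0.626). With siRNA2, 49 were higher and 65 lower (58 and 77 when adjusted over the list alone, with adjusted p = 0.276). The LATS2 call with siRNA2 is lost without NC replicate 1 (adjusted p = 0.0590), and the JAK-STAT difference between the siRNAs passes without siRNA1 replicate 1 (adjusted p = 0.0419). The topics came from Figure 8, and the HIF and YAP targets are close to its HIF-1 and Hippo topics. All of these lists were written after that figure had been seen, so the counts are not independent evidence of a direction.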

**FIGURE 8:**
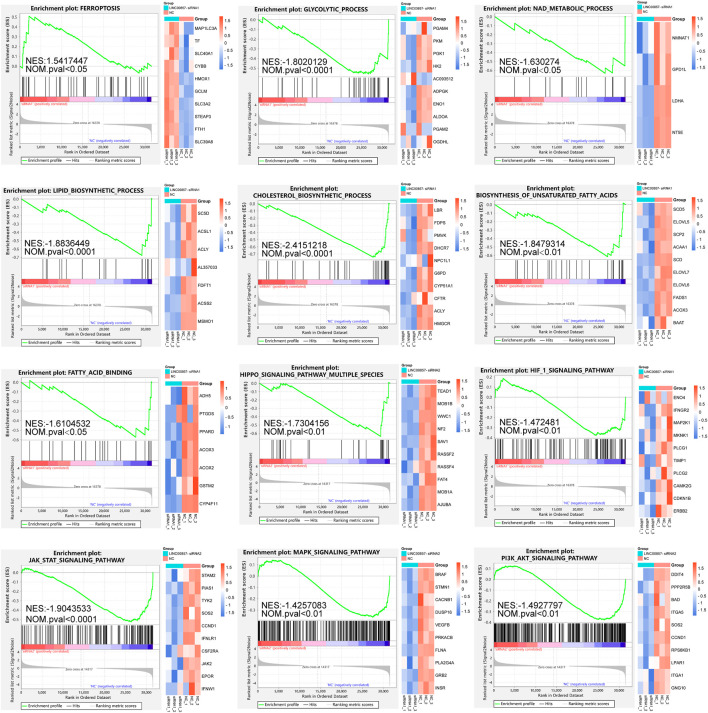
GSEA after LINC00857 silencing. Gene set enrichment analysis (GSEA) of the molecular signatures by RNA-sequencing in HCT116 cell after silencing LINC00857 (|NES|>1 and NOM *p* < 0.05).

### Transcriptomic landscape after LINC00857 knockdown

Next, we implemented WGCNA of the abundant RNA-seq data to determine molecules underlying the regulatory mechanism of LINC00857 in colorectal cancer. To ensure connectivity between genes fulfilled the scale-free network layout, we set the soft threshold power to 7 (R2 = 0.86) (Figure 9A). As illustrated in the hierarchical clustering tree in Figure 9B, genes with analogous biological functions were categorized into the same module with the module’s smallest size cutoff of 30 genes. After combining highly similar modules, we ultimately gained 13 co-expression modules with sizes ranging from 49 to 8,449 genes. The interactions between these modules were indicated in Figure 9C. 

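All 3 groups parted from one another in the expression of the 21130 genes tested. Principal component 1 of the log2 counts scaled by library size held 22.5% of the variance and set the 3 siRNA2 libraries apart from the other 6, and principal component 2 held 15.9% and set the 3 NC libraries apart from the 3 siRNA1 libraries. THBS1, which encodes the matrix protein thrombospondin 1, had 2172 ± 59.7 normalized counts with NC, 6636 ± 185 with siRNA1 and 809 ± 46.5 with siRNA2 (mean ± SD, n = 3 libraries each). SMAD7, an inhibitor of TGF-β signaling, had 521 ± 22.1, 642 ± 28.0 and 118 ± 8.13 normalized counts in the same order. Genes whose values followed a group, by a correlation above 0.8 in size with membership of that group, numbered 1874 for NC (823 higher and 1051 lower there), 2199 for siRNA1 (1036 and 1163) and 3443 for siRNA2 (1595 and 1848). The sum over the groups was 7516 genes, against a median of 411.5 and a maximum of 2296 in 20 random relabelings of the libraries. The co-expression modules themselves were not rebuilt here.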

Among the indicated modules, the honeydew 1, cyan and blue2 co-expression modules were most dramatically associated with the control or LINC00857 knockdown group (Figure 9D). Intriguingly, these three groups were also the modules with the highest proportion of gene counts (Figure 9E). In addition, scatter plots of interrelation between gene significance and module membership in the honeydew 1, cyan and blue 2 modules were also presented separately (Figure 9F). Subsequently, differential expression analysis was executed on these gene datasets of the three modules. 

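With siRNA1, 2274 genes were higher and 2217 lower than with NC, and with siRNA2, 2919 were higher and 2934 lower, at an adjusted p under 0.05 from edgeR's quasi-likelihood test on 21130 genes. SLC2A3, the glucose transporter GLUT3, rose with siRNA1 from 1358 ± 64.7 to 11037 ± 324 normalized counts and fell with siRNA2 to 691 ± 76.8 (mean ± SD, n = 3 libraries each). Its log2 fold changes were 3.02 (SE 0.07, adjusted p = 4.72e-11 from edgeR) and -0.97 (SE 0.07, adjusted p = 3.52e-07), and its annotated 3′ UTR holds the siRNA2 seed site. CCN1, a matricellular protein and target of YAP, rose with siRNA1 (2.14, adjusted p = 6.82e-10) and had -0.13 with siRNA2 (adjusted p = 0.143 from edgeR). MIR210HG, the host transcript of the hypoxia-induced miR-210, fell with siRNA1 (-2.69, adjusted p = 2.76e-05), as did EGLN3, a HIF prolyl hydroxylase (-1.85, adjusted p = 6.97e-06 from edgeR).
With siRNA2, SCG2, a granin of secretory granules, rose by 2.76 on the log2 scale (SE 0.08, adjusted p = 1.17e-10 from edgeR), with 1.05 for siRNA1 (adjusted p = 9.26e-07). KRT80 and KRT7, keratins of epithelial cells, fell with siRNA2, with log2 fold changes of -3.42 and -2.53 (adjusted p = 2.02e-09 and 5.46e-08), and rose with siRNA1, by 0.59 and 0.60 (adjusted p = 0.00235 and 0.00509 from edgeR). SMAD6, an inhibitor of BMP signaling, fell with siRNA2 (-2.37, adjusted p = 5.89e-08) and had -0.24 with siRNA1 (adjusted p = 0.220 from edgeR). At p under 0.05 unadjusted and an absolute log2 fold change over 1, 398 genes were higher and 247 lower with siRNA1, and 444 and 573 with siRNA2.
Genes with a seed site were over-represented among those that fell. Among 12550 genes with an annotated 3′ UTR and a mean of at least 50 normalized counts, the siRNA1 seed site was in the 3′ UTR of 521 of the 2059 genes lower with siRNA1 (25.3%), 159 of the 2087 higher (7.62%) and 853 of the 8404 that did not pass the test (10.1%). The siRNA2 seed site was in 701 of the 2658 genes lower with siRNA2 (26.4%), 189 of the 2600 higher (7.27%) and 722 of the 7292 others (9.90%). Lower genes held the site of their own siRNA more often than genes that did not pass (Fisher's exact test, two-sided, p = 6.60e-65 for siRNA1 and p = 5.99e-87 for siRNA2). That test takes genes as independent and does not adjust for 3′ UTR length or GC content, so these p-values may be too small. The site of the other siRNA was also in more of the lower genes. With siRNA1 it was in 15.4% of them and 12.4% of those that did not pass, and with siRNA2 in 15.2% and 11.1%. The sites GTGAACA and GTGAATA differ only by C against T. All 15965 words of 7 bases were also ranked by mean log2 fold change, with 3′ UTR length and GC content taken out. There the other siRNA's site was at rank 4809 from the lowest with siRNA1 and 2900 with siRNA2.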

The volcanic plots preliminarily displayed the overall distribution of all differential genes (Figure 10A). As illustrated in Figure 10B, we identified 50 obviously upregulated mRNAs and 26 downregulated mRNAs. 

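DHRS2, a short-chain dehydrogenase, HRNR and FLG, proteins of the epidermal barrier, and COL17A1, a collagen of hemidesmosomes, rose with both siRNAs. DHRS2 had 245 ± 34.9 normalized counts with NC, 1552 ± 105 with siRNA1 and 1385 ± 51.2 with siRNA2 (mean ± SD, n = 3 libraries each), log2 fold changes of 2.67 and 2.50 (SE 0.11 and 0.11, adjusted p = 6.71e-09 and 6.21e-09 from edgeR's quasi-likelihood test). HRNR rose by 2.26 and 3.37 (adjusted p = 2.30e-05 and 4.69e-07), FLG by 2.08 and 2.42 (adjusted p = 0.000281 and 5.34e-05) and COL17A1 by 1.73 and 1.74 (adjusted p = 2.81e-05 and 1.52e-05 from edgeR). PMEPA1, a target and inhibitor of TGF-β signaling, rose by 2.35 and 1.67 (adjusted p = 5.23e-05 and 0.000480). SLC2A12, the glucose transporter GLUT12, fell with both (-1.82 and -1.66, adjusted p = 6.08e-05 and 7.32e-05 from edgeR), as did RIMKLA, which makes the neuropeptide N-acetylaspartylglutamate (-1.07 and -1.27, adjusted p = 5.75e-05 and 8.03e-06), and CYP4F12, a cytochrome P450 of fatty acid hydroxylation (-1.12 and -1.58, adjusted p = 0.00480 and 0.000297 from edgeR). The 3′ UTR of SLC2A12 holds the siRNA1 seed site, that of RIMKLA the sites of both siRNAs, and that of CYP4F12 neither.
At p under 0.05 and an absolute log2 fold change over 1 with both siRNAs, 139 genes were higher and 43 lower, 182 in all, against a mean of 83.9 and a maximum of 105 in 20 simulations of unchanged groups compared with the same controls. Among the 14527 protein-coding genes tested, 86 were higher and 24 lower, 110 in all, and with no filter on low counts the total was 275. The balance was more even with only the 2 groups compared (71 higher and 54 lower) and with limma-voom (107 and 77). At an adjusted p under 0.05 with both siRNAs, 995 genes were higher and 847 lower, where independent lists of the same sizes would share 314 and 308. The simulations gave a mean of 0.1. No gene changes in them, so that mean is small by design. It cannot show what shared controls add where many genes change. Log2 fold changes of the siRNAs had a correlation across genes of 0.42 (0.50 in the simulations) and a covariance of 0.265 (0.173 in the simulations), and genes are not independent replicates. The same 3 NC libraries stand in both comparisons and are too few to be divided, so part of the excess may come from these shared controls. Of 802 genes lower with both siRNAs that had a searched 3′ UTR, 335 held at least 1 of the seed sites (41.8%), against 13.2% of the 912 genes higher with both and 17.1% of the 5478 genes past the adjusted threshold with neither.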

For a broader overview of LINC00857s role, we performed GO and KEGG analysis on these 76 candidate genes (Figure 10C). Cell differentiation, carbohydrate derivative binding, extracellular region and *Staphylococcus aureus* infection were remarkably enriched in biological process (BP), molecular function (MF), cellular component (CC) and KEGG pathways, respectively. These enriched pathways allowed us to better interpret the functions of LINC00857 in colorectal cancer.

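Of a list of keratins and other genes of epidermal differentiation, more members rose than fell with each siRNA. KRT13, a keratin of stratified epithelia, rose with siRNA2 from 30.2 ± 14.0 to 425 ± 77.2 normalized counts (mean ± SD, n = 3 libraries each), a log2 fold change of 3.81 (SE 0.35, adjusted p = 3.71e-06 from edgeR's quasi-likelihood test), and with siRNA1 by 1.22 (SE 0.34, adjusted p = 0.0211). KRT34, a hair keratin, rose by 2.45 with siRNA1 and 1.45 with siRNA2 (adjusted p = 0.00389 and 0.0491 from edgeR). KRT6A, a keratin of stressed epidermis, rose with siRNA2 by 4.32 (adjusted p = 7.61e-06) and had 0.84 with siRNA1 (adjusted p = 0.217 from edgeR). KRT80 and KRT7, also on the list, fell with siRNA2 (-3.42 and -2.53, adjusted p = 2.02e-09 and 5.46e-08 from edgeR). The call of KRT13 with siRNA1 is lost without NC replicate 2 or siRNA1 replicates 1 or 2 (adjusted p = 0.0608, 0.0743 and 0.0528), and that of KRT34 with siRNA2 without any one library but siRNA2 replicate 3 (adjusted p from 0.0561 to 0.150). Of 45 measured genes of the list, 17 were higher and 2 lower with siRNA1 (20 and 3 when adjusted over the list alone), with a median log2 fold change of 0.60 (adjusted p = 3.92e-06 from camera). With siRNA2, 22 were higher and 8 lower (23 and 8 when adjusted over the list alone), with a median of 0.51 (adjusted p = 0.00524 from camera, adjusted p = 0.0965 with an estimated correlation).
Genes of the extracellular matrix moved both ways. VCAN, the proteoglycan versican, rose with both siRNAs (0.44 and 0.85, adjusted p = 3.68e-07 and 5.33e-10 from edgeR), whereas LAMA5, a laminin chain of basement membranes, fell with both (-0.53 and -0.71, adjusted p = 2.67e-07 and 9.89e-09), and TIMP2, an inhibitor of matrix metalloproteinases, also fell (-0.15 and -1.09, adjusted p = 0.0209 and 1.53e-09 from edgeR). With siRNA1, TIMP2 does not pass without NC replicate 2 or 3 (adjusted p = 0.0584 and 0.0577). Of 52 measured genes, 16 were higher and 7 lower with siRNA1 (19 and 9 when adjusted over the list alone, with adjusted p = 0.0203 from camera, adjusted p = 0.180 with an estimated correlation). With siRNA2, 10 were higher and 18 lower (13 and 19 when adjusted over the list alone, with adjusted p = 0.250). A list modelled on the KEGG pathway of Staphylococcus aureus infection holds many keratins besides immune genes. Of its 45 measured members, 6 were higher with siRNA1 and 0 lower (5 and 0 when adjusted over the list alone, with adjusted p = 0.232 from camera), and these were ICAM1, an adhesion receptor of leukocytes, and the keratins KRT10, KRT13, KRT20, KRT34 and KRT38. With siRNA2, 9 were higher and 3 lower (8 and 3 when adjusted over the list alone, with adjusted p = 0.215). The call of KRT20 with siRNA1 is lost without any one library but NC replicate 3 (adjusted p from 0.0527 to 0.126). The topics of these lists came from Figure 10C, so their counts are not independent evidence of a direction.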

**FIGURE 9:**
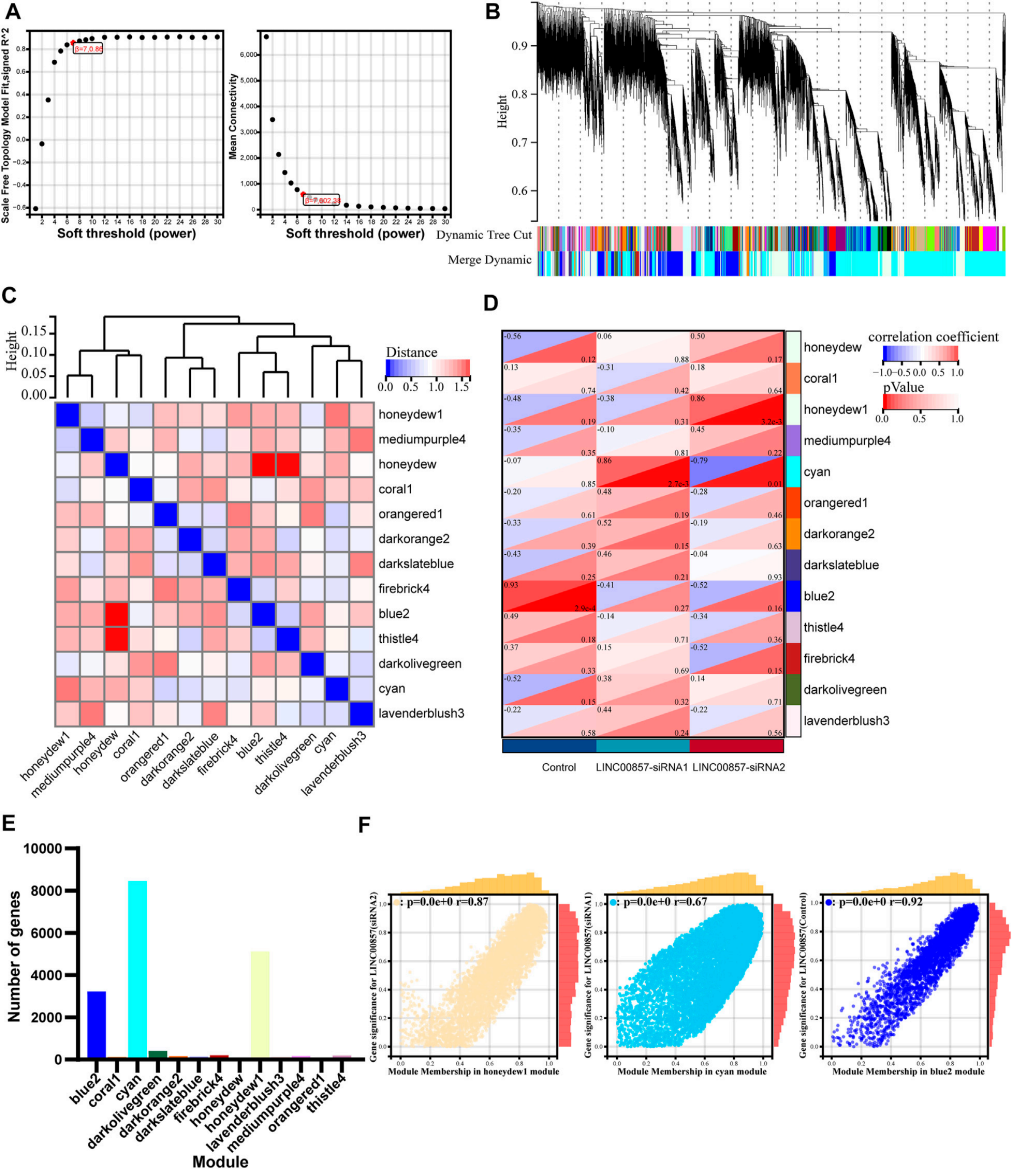
WGCNA after LINC00857 silencing. **(A)** The soft threshold of the WGCNA module. **(B)** Cluster dendrogram of LINC00857 RNA-seq expression data and functional modules were created by WGCNA. **(C)** The interaction between different modules. **(D)** Heatmap of interrelation between gene modules and sample characteristics. **(E)** The number of genes per module. **(F)** Dependence between GS and MM in honeydew 1, cyan and blue 2 modules. P< 0.05.

**FIGURE 10:**
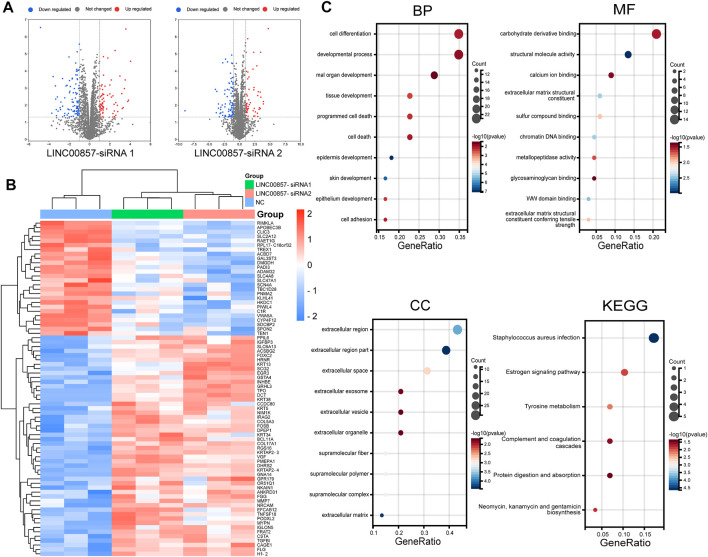
Transcriptomic landscape after LINC00857 silencing. **(A)** Volcano map depicted the distribution characteristics of all differential genes. (*p* < 0.05, |log_2_FC|>1) **(B)** Heatmap displayed the expression levels of 76 differentially expressed genes (DEGs). **(C)** GO and KEGG analysis for the 76 DEGs.

### LINC00857 regulated the expression of PIWIL4 in colorectal cancer

To pinpoint the downstream target genes of LINC00857, we integrated two siRNA sequencing data and screened out the top five genes with the largest fold changes among all downregulated genes: RPL17-C18orf32, TREX1, TBC1D28, TEN1 and PIWIL4 (Supplementary Figure S5A). Among them, only PIWIL4 was markedly overexpressed in colorectal cancer and positively related with LINC00857 expression by bioinformatic analysis (Figures 11A,B). 

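PIWIL4, an Argonaute family protein of the piRNA pathway, and the other 4 genes were lower on average with both siRNAs, from low to moderate counts. RPL17-C18orf32, a readthrough transcript of RPL17 and C18orf32, had 2462 ± 821 normalized counts with NC, 492 ± 229 with siRNA1 and 559.6 ± 291 with siRNA2 (mean ± SD, n = 3 libraries each). Its log2 fold changes were -2.32 and -2.13 (SE 0.40 and 0.39, adjusted p = 0.000939 and 0.00113 from edgeR's quasi-likelihood test). TREX1, a DNA exonuclease that limits sensing of cytosolic DNA, went from 72.6 ± 31.8 to 17.6 ± 13.5 and 18.7 ± 10.6 counts, log2 fold changes of -2.04 and -1.95 (SE 0.64 and 0.64, adjusted p = 0.0393 and 0.0383 from edgeR). TEN1, a subunit of the CST complex at telomeres, went from 248 ± 144 to 76.9 ± 24.7 and 57.8 ± 53.6, log2 fold changes of -1.68 and -2.09 (SE 0.56 and 0.57, adjusted p = 0.0498 and 0.0150 from edgeR). PIWIL4 had 67.4 ± 22.5 normalized counts with NC, 26.7 ± 8.46 with siRNA1 and 16.4 ± 12.3 with siRNA2. It fell with siRNA2 by a log2 fold change of -2.03 (SE 0.55, adjusted p = 0.0143), and with siRNA1 the value was -1.33 (SE 0.53, adjusted p = 0.101 from edgeR), not past the threshold. TBC1D28, a protein with a TBC domain, was at 22.3 ± 5.66 counts with NC, 6.51 ± 1.60 with siRNA1 and 1.82 ± 3.15 with siRNA2, with log2 fold changes of -1.76 (SE 1.12, adjusted p = 0.326) and -3.57 (SE 1.26, adjusted p = 0.0512 from edgeR), neither past the threshold. Its raw counts with siRNA2 were 0, 5 and 0. Without the library of 5 counts TBC1D28 passes with siRNA2 (adjusted p = 0.00888 from edgeR), and no fold is given, since the remaining libraries are at 0. It also passes with siRNA2 under DESeq2, limma-voom, a stricter filter on low counts and only the 2 groups compared.
In GRCh38 and GENCODE v29, PIWIL4 (ENSG00000134627) lies on the plus strand of chromosome 11 from 94543840 to 94621421, TREX1 (ENSG00000213689) on the plus strand of chromosome 3 from 48465811 to 48467645, and TEN1 (ENSG00000257949) on the plus strand of chromosome 17 from 75979220 to 76000586. RPL17-C18orf32 (ENSG00000215472) lies on the minus strand of chromosome 18 from 49481681 to 49492479, and TBC1D28 (ENSG00000189375) on the minus strand of chromosome 17 from 18635006 to 18661950. All of the exon length of RPL17-C18orf32 is shared on the same strand with RPL17 or C18orf32, all of that of TREX1 with ATRIP and 75.4% of that of TEN1 with TEN1-CDK3, so the counts of these 3 genes depend on how the authors' counting divided shared reads and are uncertain. PIWIL4 shares 15.0% with FUT4, and TBC1D28 0.99% with ZNF286B. The neighbours, chosen after their values were seen, did not fall with both siRNAs. RPL17, whose 3′ UTR holds the siRNA1 seed site, had log2 fold changes of -0.42 (adjusted p = 3.54e-05) and 0.06 (adjusted p = 0.427), C18orf32 of 0.48 (adjusted p = 0.0565) and -0.07 (adjusted p = 0.825) and ATRIP of 0.20 (adjusted p = 0.105) and 0.24 (adjusted p = 0.0446 from edgeR). None of the 5 genes holds the seed site of either siRNA in its longest annotated 3′ UTR, the one searched, which for TREX1 has only 45 bases.
The PIWIL4 call with siRNA1 is gained with only the 2 groups compared in the model and without siRNA2 replicate 3 (adjusted p = 0.0470 and 0.0493 from edgeR), and its call with siRNA2 is lost without NC replicate 2, siRNA2 replicate 1 or siRNA2 replicate 2 (adjusted p = 0.0555, 0.0535 and 0.0527). The TREX1 calls are lost without NC replicates 1 or 3, with siRNA1 also without its replicates 2 or 3, and with siRNA2 without its replicates 1 or 2 (adjusted p up to 0.134 and 0.134). Those of TEN1 are lost without NC replicate 2 or siRNA2 replicate 2, with siRNA1 also without NC replicate 1 or any siRNA1 replicate, and with siRNA2 without its replicate 3 (adjusted p up to 0.239 and 0.0875). The replicate block ends both TREX1 calls and that of TEN1 with siRNA1 (adjusted p = 0.0645, 0.0766 and 0.0537), as does the use of no filter on low counts. DESeq2 and upper quartile normalization end the TEN1 call with siRNA1. The ATRIP call with siRNA2 is lost without any one library but siRNA1 replicates 2 and 3 (adjusted p from 0.0545 to 0.139). C18orf32 passes as higher with siRNA1 without NC replicate 3 and as lower with siRNA2 without NC replicate 1 (adjusted p = 0.0374 and 0.0385). The paper joins the data of both siRNAs and takes these 5 genes as those with the largest falls. It goes on with PIWIL4 from its expression in colorectal cancer and its relation to LINC00857, and reports by qPCR that PIWIL4 mRNA fell after the knockdown.

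**Figure D2:**
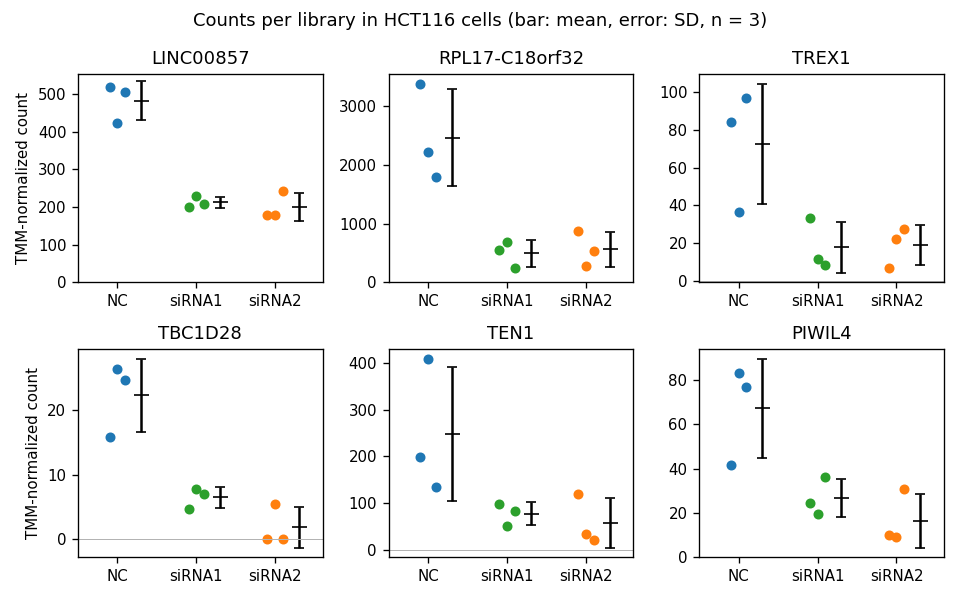
TMM-normalized count (vertical axis, 1 panel per gene) of LINC00857 and the 5 genes in the 3 libraries of NC, siRNA1 and siRNA2. Points are libraries, and the black bar with its error is the mean ± SD (n = 3). The LINC00857 libraries with siRNA1 and siRNA2 all lie below those with NC, whereas the NC libraries of TEN1 spread around 248 ± 144.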

In Figure 11C, qPCR analysis demonstrated the expression of PIWIL4 mRNA was dramatically decreased after LINC00857 knockdown. These data validated that PIWIL4 was a target of LINC00857 in colorectal cancer. To probe the possible roles of PIWIL4 in colorectal cancer, we implemented GSEA of TCGA datasets according to the PIWIL4 expression status in COAD tissues. As shown in Figure 11D, GSEA results revealed that immune response-related genes were predominantly enriched in the PIWIL4 hypo-expression group. These specific pathways contain immune response-activated signal transduction, positive regulation of immune response/mononuclear cell proliferation/T cell activation, macrophage/natural killer cell activation, regulation of CD8−positive, alpha−beta T cell activation and dendritic cell antigen processing and presentation. GSVA also indicated that PIWIL4 expression was negatively related to infiltration score and immune cells such as NK, DC, CD8+T cells and macrophages in COAD (Figure 11E). PIWIL4 expression in COAD was negatively correlated with immune cell infiltration and immune checkpoint gene expression such as PD1, PD-L1, CTLA4 and PD-L2 (PDCD1LG2, programmed cell death 1 ligand 2) (Figures 11F,G; Supplementary Figures S5B,C). As anticipated, PIWIL4 expression was also inversely correlated with TMB, MSI and neoantigen in COAD (Figures 11H,I; Supplementary Figure S5D). The foregoing analysis elucidated that LINC00857 might affect the immune characteristics of colorectal cancer by regulating PIWIL4 expression.

**FIGURE 11:**
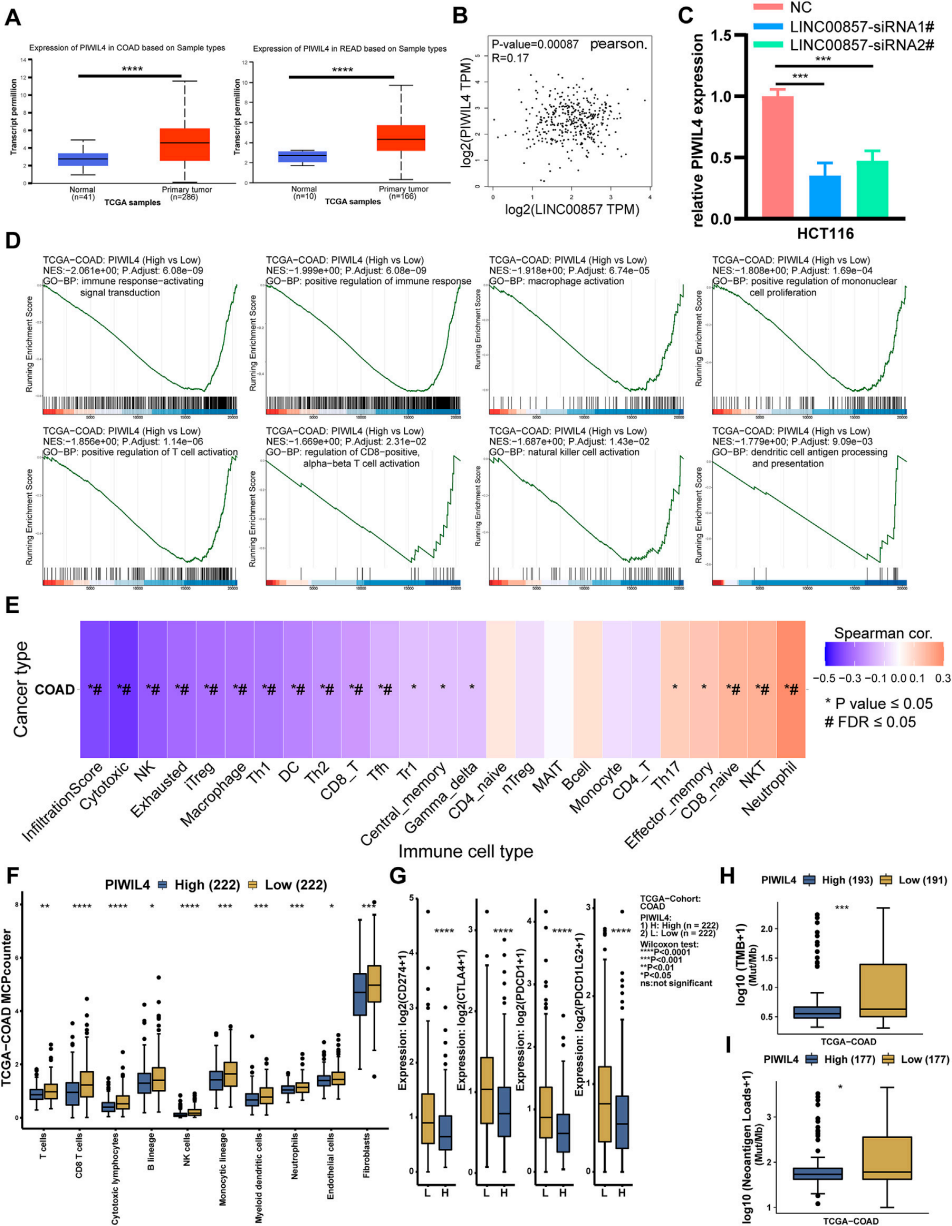
LINC00857 regulated the expression of PIWIL4 in colorectal cancer. **(A)** PIWIL4 expression in colorectal cancer samples and normal samples was explored *via* UALCAN database. **(B)** The relevance between LINC00857 and PIWIL4 expression in colorectal cancer was explored *via* GEPIA2 database. **(C)** The expression of PIWIL4 mRNA after LINC00857 silencing was determined *via* qPCR assay. **(D)** GSEA of the relevance between PIWIL4 expression and immune response pathways in COAD. (|NES|>1, *p* adjust <0.05) **(E)** The correlation between GSVA score and immune infiltration in colon cancer. (*p value < 0.05, #FDR<0.05). **(F–I)** Differences of immune cell infiltration levels, immune checkpoint genes expression levels, TMB and NEO status between PIWIL4 high and low expression group.

### PIWIL4 predicted immunotherapy efficacy

Subsequently, we assessed whether PIWIL4 expression could predict the effect of cancer immunotherapy by the TIDE platform (Fu et al., 2020). Figure 12A suggested that the patients with high-expressed PIWIL4 received poorer PD1 inhibitor treatment response. We estimated the predictive value of PIWIL4 as a biomarker for cancer immunotherapy response. As illustrated in Figure 12B, PIWIL4 could independently serve as a predictor of immunotherapy response. Compared with existing biomarkers, PIWIL4 provided higher predictive power than B. clonality, T. clonality and TMB (Figure 12C) (AUC values >0.5 means that the algorithm outperformed random). Additionally, we found hypo-expressed PIWIL4 facilitated CTL (Cytotoxic T cell)-mediated anti-tumor response, implying its potential as a novel target of immunotherapy (Figures 12D–F). In summary, these data indicated that PIWIL4 could serve as a predictor for immunotherapy response and a new target for immunotherapy.

**FIGURE 12:**
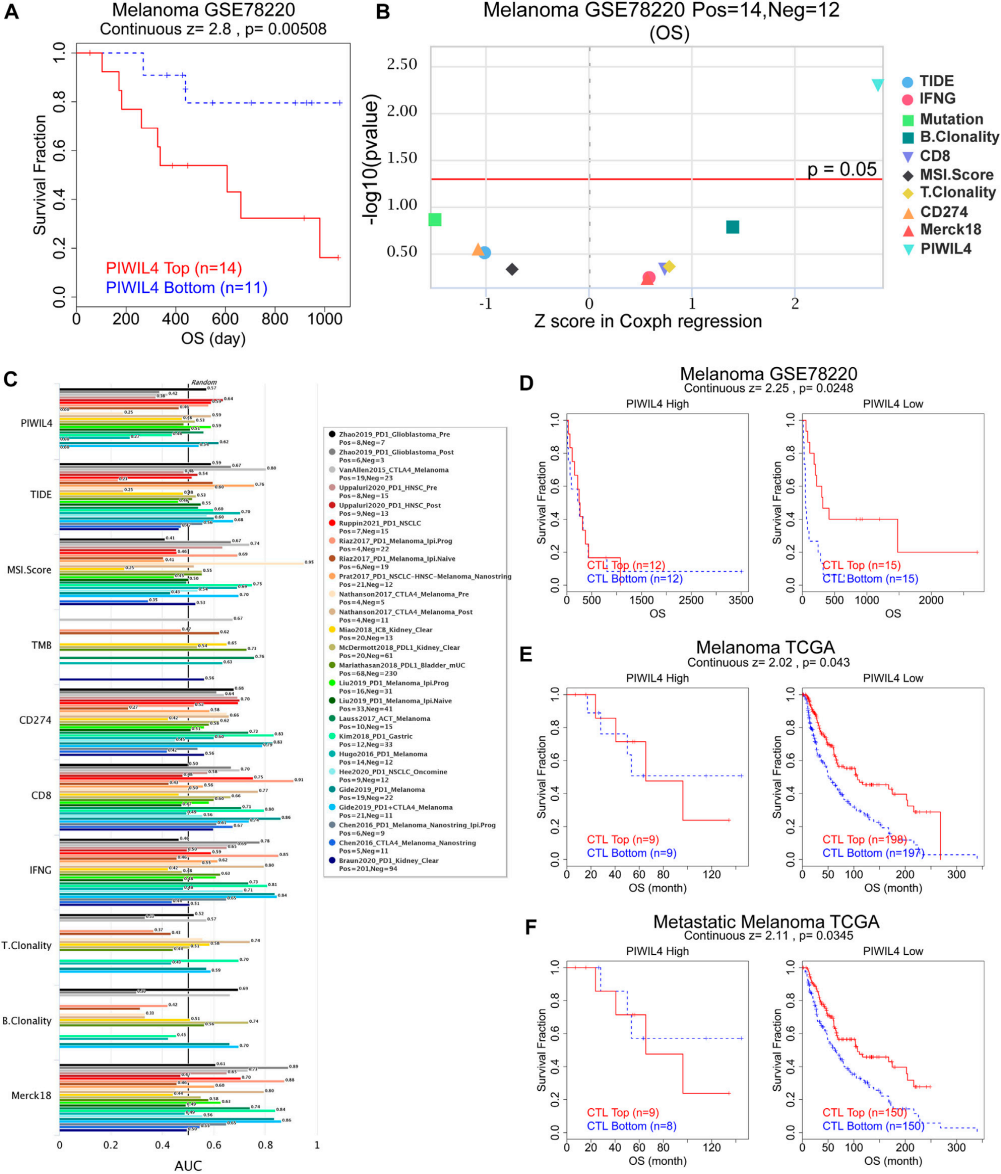
PIWIL4 predicted immunotherapy efficacy. **(A)** The overall survival analysis of patients in melanoma when receiving PD1 inhibitor. **(B)** Z score in Coxph regression analysis of different predictors of immunotherapy in melanoma. **(C)** The predictive capability of PIWIL4 for immunotherapy efficacy in multiple human immunotherapy cohorts. **(D–F)** The overall survival analysis of patients in melanoma with different PIWIL4 expression and CTL levels.

### Susceptible drugs estimation for PIWIL4 protein

Lastly, based on the GDSC and CTRP databases, we predicted the drugs that possibly affect the function of PIWIL4 protein. The GDSC data set demonstrated that the sensitivity of Elesclomol, TW 37 and Temsirolimus was positively correlated with PIWIL4 expression (Figure 13A). Analogously, the results derived from the CTRP dataset elucidated that the sensitivity of PI-103, SID 26681509, YM-155 and niclosamide was positively correlated with PIWIL4 expression (Figure 13B). Significantly, the relevance between PIWIL4 expression and these drug activities could be verified by Cell Miner CDB online platform (Luna et al., 2021) (Supplementary Figure S6). In addition, molecular docking was performed to verify the binding abilities of these drugs with PIWIL4 protein. Concretely, the PIWIL4 protein spatial structure was displayed in Figure 13C. Putative binding sites and box on PIWIL4 protein were indicated in Figures 13D,E. Figures 13F–K and Supplementary Figure S7 illustrated the optimal docking space conformation and interaction force of each drug to PIWIL4 protein. The detailed docking scoring results were provided in Supplementary Table S1. Obviously, SID 26681509 had the best binding conformations to PIWIL4 protein. To further assess the influences of PIWIL4 expression on drug sensitivity, we examined the relationship between multiple drug activities and PIWIL4 expression in NCI-60 cancer cell lines (Supplementary Figures S8, S9). Apparently, as PIWIL4 expression elevated, the IC50 of INK-128, entosplenitib and Everolimus against cancer cells was lower. Therefore, we screened out several susceptible drugs targeting PIWIL4 protein.

**FIGURE 13:**
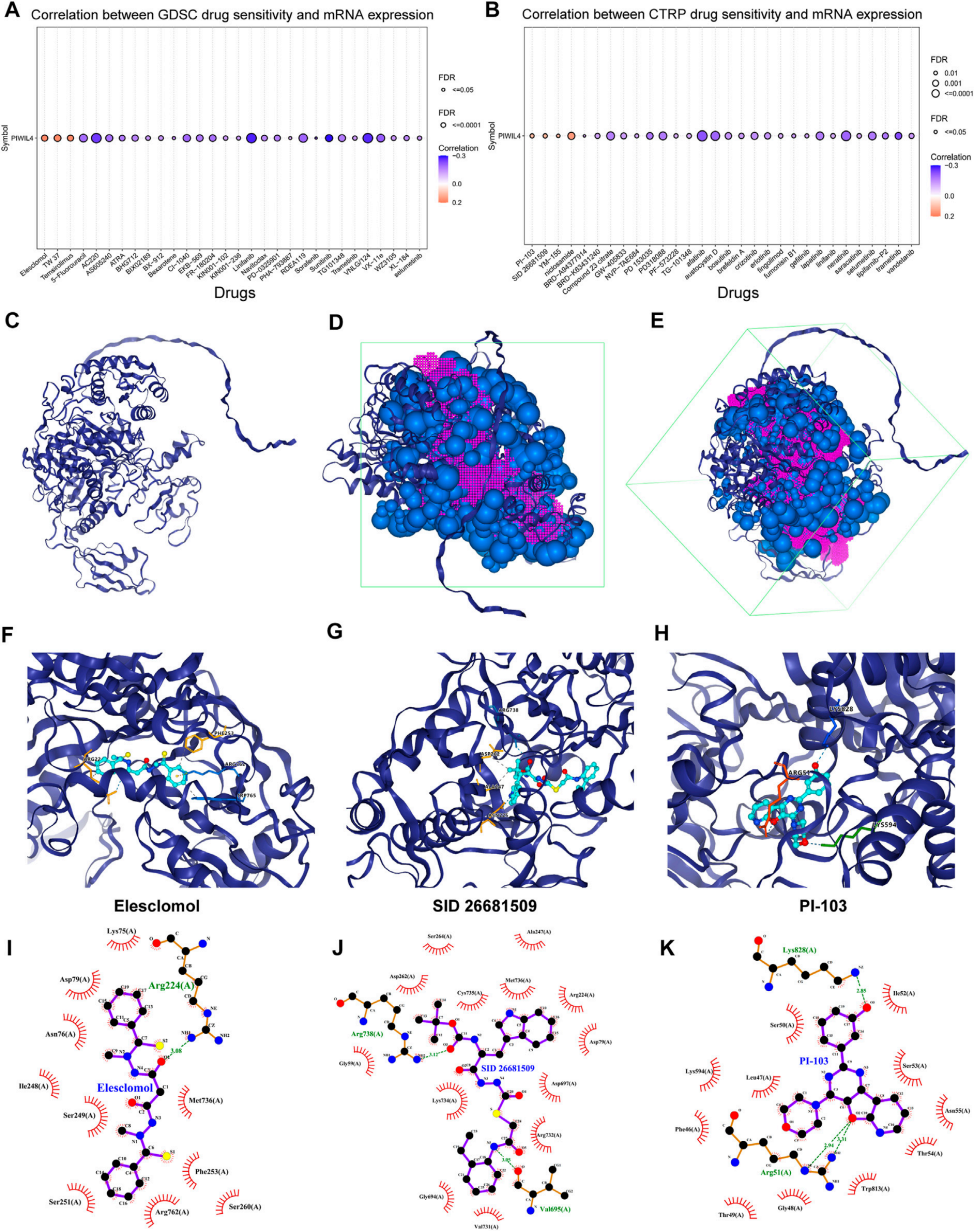
Susceptible drugs estimation for PIWIL4 protein. **(A,B)** Predicting the relevance between PIWIL4 expression and different drug sensitivities based on GDSC and CTRP databases. **(C)** The spatial structure diagram of the PIWIL4 protein. **(D,E)** Potential binding sites and box on PIWIL4 protein. **(F–H)** The optimal docking space conformation of the drug to PIWIL4 protein. (Blue dotted line: Hydrogen bond; grey dotted line: Hydrophobic interaction; yellow dotted line: Cation interaction). **(I–K)** The interaction force between PIWIL4 protein and drugs was calculated by ligplus software.

### LINC00857-miRNA-PIWIL4 ceRNA network

LncRNAs in the nucleus are mainly engaged in transcriptional regulation whereas cytoplasm lncRNAs could govern the stability and translation of mRNA *via* ceRNA mechanism (Yao et al., 2019). Since FISH assays presented that LINC00857 localized mainly in the cytoplasm, we predicted many miRNAs responsible for LINC00857-mediated PIWIL4 expression by means of online database analysis. We constructed the LINC00857-miRNA-PIWIL4 network using Cytoscape software (Supplementary Figure S10A). Concretely, we used the miRNA Walk tool (Sticht et al., 2018) with the 3′UTR (untranslated region) of PIWIL4 mRNA as the query sequence to identify miRNAs that may regulate the target genes. A total of 132 LINC00857-miRNA regulatory pairs were evaluated *via* the lncRNASNP2 platform (Miao et al., 2018). Eventually, we confirmed 7 potential microRNAs including hsa-miR-6728-3p, hsa-miR-22-5p, hsa-miR-342-5p, hsa-miR-512-5p, hsa-miR-939-3p, hsa-miR-6742-3p, hsa-miR-4433b-3p. Further analysis indicated that only hsa-miR-22-5p, hsa-miR-342-5p and hsa-miR-6728-3p had potential binding sites to both LINC00857 and PIWIL4 3′UTR (untranslated region) (Supplementary Figure S10B).

## Discussion

Multiple studies have reported that LINC00857 has a high relevance with the development and progression of diverse cancers. Silencing LINC00857 alleviated the proliferative capacity and facilitated the apoptosis, autophagy and radiotherapy sensitivity of lung cancer cells, suggesting that LINC00857 could act as a potential therapeutic target for LUAD (Han et al., 2020; Su et al., 2020). Likewise, LINC00857 accelerated ovarian cancer progression and glycolysis by regulating the Hippo signaling pathway (Lin et al., 2020). So far, all studies have been limited to the effect of LINC00857 on a single cancer, but holistic analysis in multiple cancers is lacking. Pan-cancer analysis could provide insights and potential treatment strategies for cancers by comparing the similarities and differences between diverse cancers. This paper provided the first comprehensive analysis of LINC00857 expression, prognostic value as well as immune characteristics by pan-cancer datasets.

We demonstrated that LINC00857 could potentially act as a diagnostic biomarker in eight cancers, including COAD, CHOL, KIRP, HNSC, LUAD, LIHC, PAAD and STAD. Among them, LINC00857 may also serve as a prognostic biomarker in HNSC, LUAD, LIHC and PAAD. Currently, a huge challenge for cancer therapy is drug resistance, which can be greatly facilitated by the tumor microenvironment (Chatterjee and Bivona, 2019). TIICs are an integral part of the tumor microenvironment and have been shown to have a remarkable influence on the prognosis of multiple cancers (Ye et al., 2019). However, there is few research about the correlation between LINC00857 expression and tumor immunity (Mu et al., 2021). Our results suggest that LINC00857 expression was negatively associated with immune infiltrating cells in most of cancers, especially in eight LINC00857 high-expressing cancers. Similarly, our study revealed a negative correlation between LINC00857 expression and immune score in these cancers. Cancers may evade immune surveillance by utilizing immune checkpoint genes including PD-1, CTLA-4 and PD-L1 (Postow et al., 2015). Blocking these immune checkpoint genes has proven to be a valid strategy for cancer therapy (Ramagopal et al., 2017). Interestingly, our research also found that LINC00857 expression was negatively related to the expression of immune checkpoint genes including PD1, CTLA4 and PD-L1 in LINC00857 high-expressing cancers. All the data suggest that high-expression of LINC00857 was closely correlated with an immunosuppressive microenvironment.

MSI is a hypermutator phenotype due to the absence of DNA mismatch repair (Baretti and Le, 2018). Cancer patients with high microsatellite instability (MSI-H) are more likely to have a durable response to immunotherapy (Janjigian et al., 2018). MSI was found in numerous cancer types, with a high incidence in colorectal, endometrial and gastric cancer (Hause et al., 2016). Additionally, mutations in cancer cells can produce new epitopes of autoantigens, which can trigger tumor-specific T-cell response to facilitate immunotherapy (Cohen et al., 2015; Blass and Ott, 2021). At present, MSI, neoantigens (NEO) and tumor mutation burden (TMB) have become essential biomarkers for immunotherapy (Schumacher and Schreiber, 2015; Dudley et al., 2016; Yarchoan et al., 2017). Significantly, our data confirmed a negative association between LINC00857 expression and TMB/MSI/NEO in COAD, suggesting that immune checkpoint inhibitors may have poor response in those cancer patients with high-expression of LINC00857. Though LINC00857 expression was positively associated with MSI/TMB in some cancers, it may be still unsuitable for immunotherapy in consideration of the immune infiltrating cells status and immune checkpoint genes expression. In other words, the patients with high-expression of LINC00857 were not suitable for immune checkpoint inhibitors. LINC00857 may serve as a predictor for immunotherapy efficacy.

We wondered whether targeting LINC00857 could be feasible? Unsurprisingly, our data verified that LINC00857 was essential for the proliferation of colorectal cancer cells. This observation matched previous studies that LINC00857 could significantly promote the survival of cancer cells (Tang et al., 2021; Zhou et al., 2021). To further investigate the functions of LINC00857 in colorectal cancer, we conducted RNA sequencing (RNA-seq) after LINC00857 knockdown in HCT116 cells. The GSEA results hinted that LINC00857 may accelerate cancer progression by inhibiting the ferroptosis pathway in colorectal cancer. Besides, LINC00857 may also affect cancer growth by mediating lipid metabolism, glycolysis and multiple signaling pathways. The subsequent WGCNA unveiled the latent molecular mechanisms of LINC00857 in colorectal cancer. Interestingly, combining the bioinformatics and qPCR verification, we eventually discovered that LINC00857 probably exert its oncogenic effects by mediating PIWIL4 expression, which presented oncogenic potential in multiple cancer types (Su et al., 2012; Wang et al., 2016). Previous studies reported that PIWIL4 was probably a pivotal biomarker for predicting prognosis and immune landscape of cholangiocarcinoma (Zou et al., 2021). Our study further elucidated the relevance of PIWIL4 expression with the immune features of colorectal cancer, which was in accordance with the roles of LINC00857. High expression of PIWIL4 lead to poor response to immunotherapy, suggesting that PIWIL4 could also serve as a predictor of immunotherapy efficacy. Detecting the expression of LINC00857/PIWIL4 axis may contribute to screening out the exact patients suitable for immunotherapy. PIWIL4 had higher predictive power and may influence the function of CTL (Cytotoxic T cell), hinting a potential to be a new target for immunotherapy. These discoveries could likely help to illuminate the roles of LINC00857/PIWIL4 axis in colorectal tumorigenesis and development, provide a novel perspective for colorectal cancer immunotherapy, and make it possible to achieve more precise and efficient immunotherapy in the clinic. Finally, we screened out several susceptible drugs targeting PIWIL4 protein by sensitivity analysis and molecular docking analysis. This offered a powerful rationale for the clinical discovery of drugs targeting PIWIL4 for colorectal cancer treatment. Collectively, our research integrally analyzed the oncogenic roles of LINC00857 in pan-cancer. Although we have synthesized several databases for a comprehensive and systematic analysis of LINC00857, there are still some limitations and deficiencies in this research. For example, we need additional clinical data to validate our findings.

## Conclusion

LINC00857 might act as a novel diagnostic and prognostic biomarker for diverse cancers. LINC00857 expression was closely correlated with an immunosuppressive microenvironment. LINC00857/PIWIL4 axis may be predictive biomarkers for immunotherapy and valuable molecular targets for malignant tumors.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus, GSE201069.

## Glossary

ACC: adrenocortical carcinoma
BP: biological process
BLCA: bladder urothelial carcinoma
BRCA: breast invasive carcinoma
CC: cellular component
CDCs: conventional dendritic cells
CESC: cervical squamous cell carcinoma and endocervical adenocarcinoma
CHOL: cholangiocarcinoma
COAD: colon adenocarcinoma
CTL: cytotoxic T cell
DEGs: differentially expressed genes
DFI: disease-free interval
DFS: disease free survival
DLBC: lymphoid neoplasm diffuse large B-cell lymphoma
DSS: disease specific survival
FISH: fluorescence *in situ* hybridization
GBM: glioblastoma multiforme
GO: gene ontology
GSEA: gene set enrichment analysis
HNSC: head and neck squamous cell carcinoma
KEGG: kyoto encyclopedia of genes and genomes
KICH: kidney chromophobe
KIRC: kidney renal clear cell carcinoma
KIRP: kidney renal papillary cell carcinoma
KM: Kaplan-Meier
LIHC: hepatocellular carcinoma
LUAD: lung adenocarcinoma
LUSC: lung squamous cell carcinoma
MESO: mesothelioma
MF: molecular function
MSI: microsatellite instability
ncRNAs: non-coding RNAs
NEO: neoantigen
OD: optical density
OS: overall survival
PAAD: pancreatic adenocarcinoma
PCPG: pheochromocytoma and paraganglioma
PDCD1: programmed cell death 1
PDCD1LG2: programmed cell death 1 ligand 2
PD-L1: programmed cell death 1 ligand 1
PFI: progression-free interval
PRAD: prostate adenocarcinoma
RFS: recurrence-free survival
SKCM: skin cutaneous melanoma
STAD: stomach adenocarcinoma
TCGA: the cancer genome atlas
TGCT: testicular germ cell tumors
THCA: thyroid carcinoma
TIICs: tumor-infiltrating immune cells
TMB: tumor mutation burden
UCEC: uterine corpus endometrial carcinoma
UCS: uterine carcinosarcoma
UVM: uveal melanoma
WGCNA: weighted gene co-expression network analysis

# Supplementary material for: Exploring the oncogenic roles of LINC00857 in pan-cancer
**Source:** Front Pharmacol. 2022 Sep 8;13:996686. doi: 10.3389/fphar.2022.996686
**Supplement:** Supplementary file 1

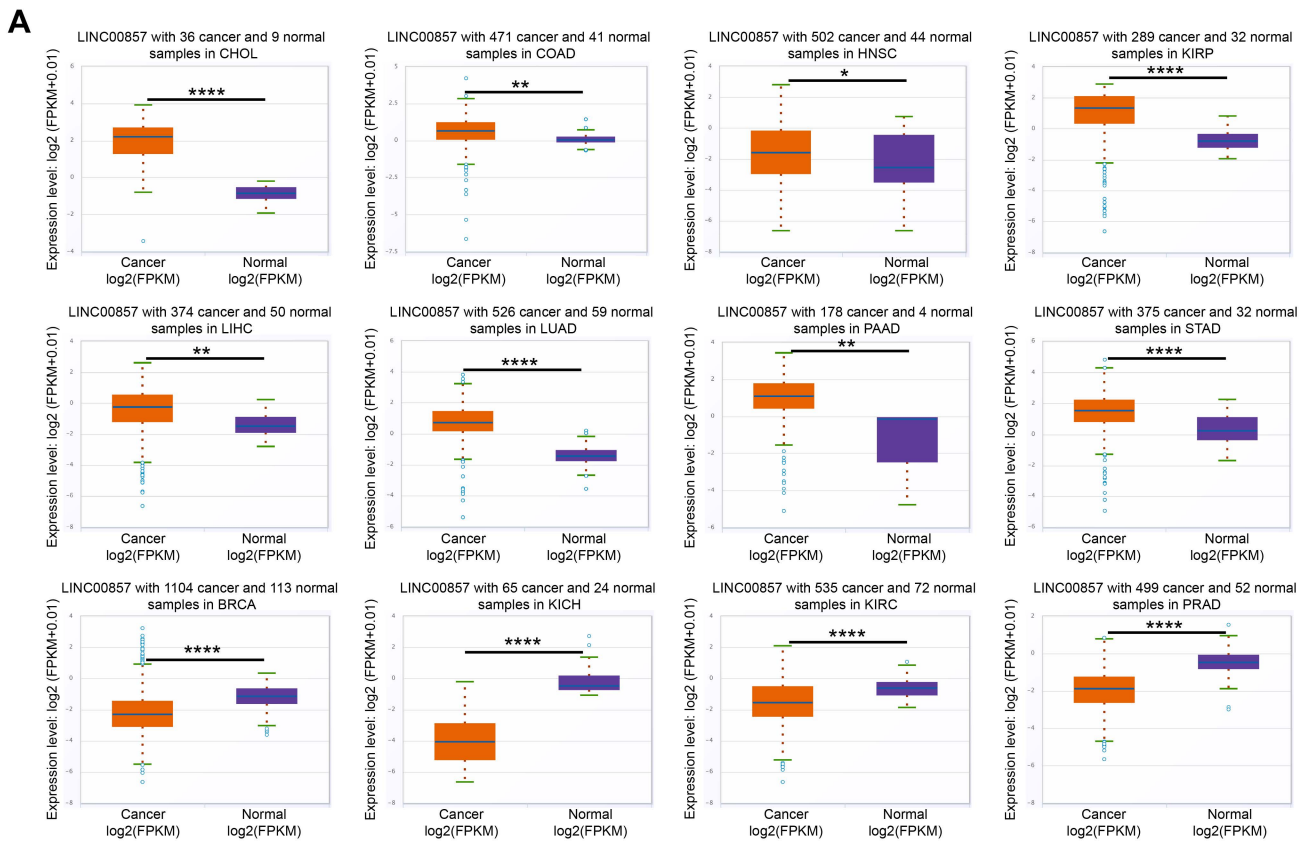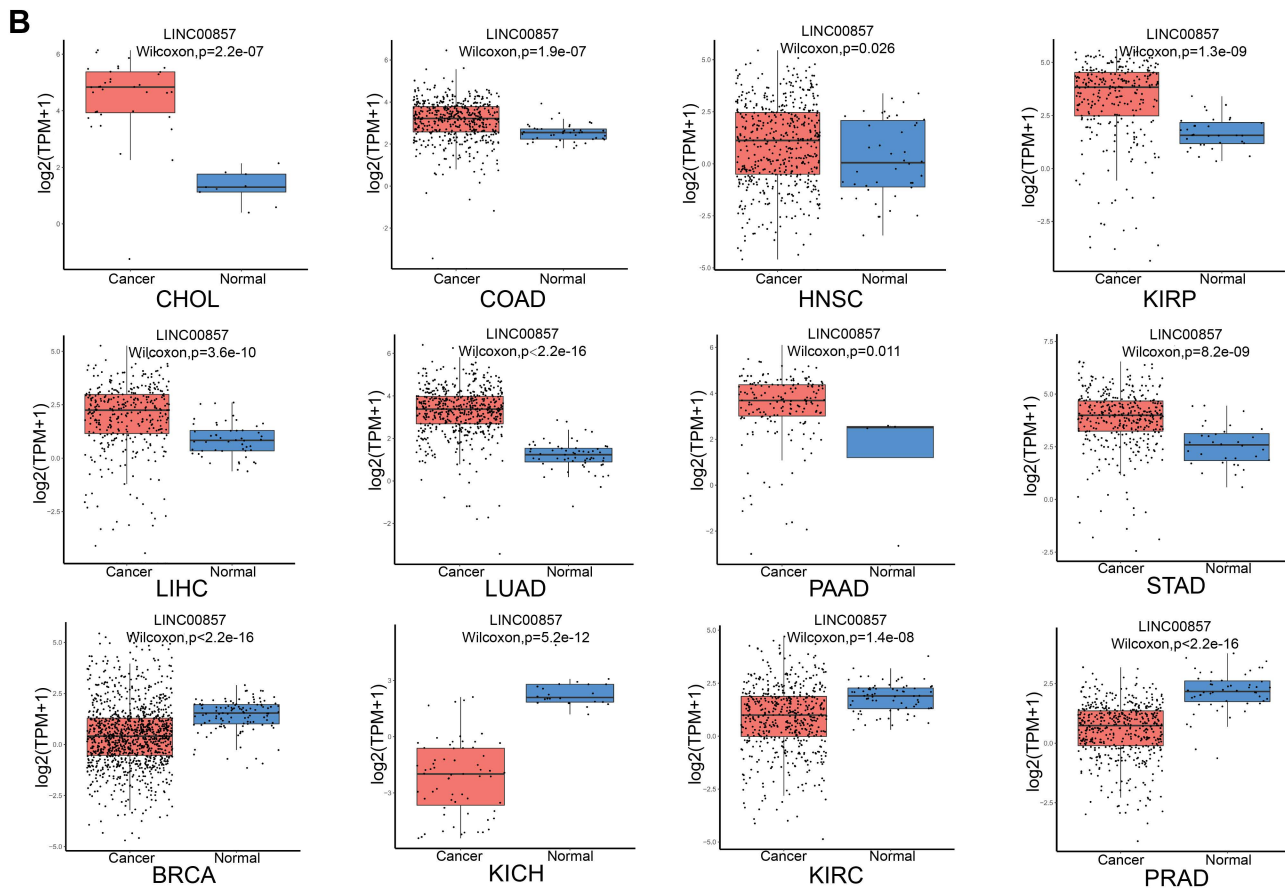

Supplementary Figure 1. The expression levels of LINC00857 in pan-cancer. **(A-B)** The expression levels of LINC00857 in different carcinomas (COAD, CHOL, HNSC, KIRP, LUAD, LIHC, PAAD, STAD, BRCA, KICH, KIRC, PRAD) and adjacent normal tissues was explored through StarBase V3.0 and Lnc2Cancer 3.0 database. (* $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$).

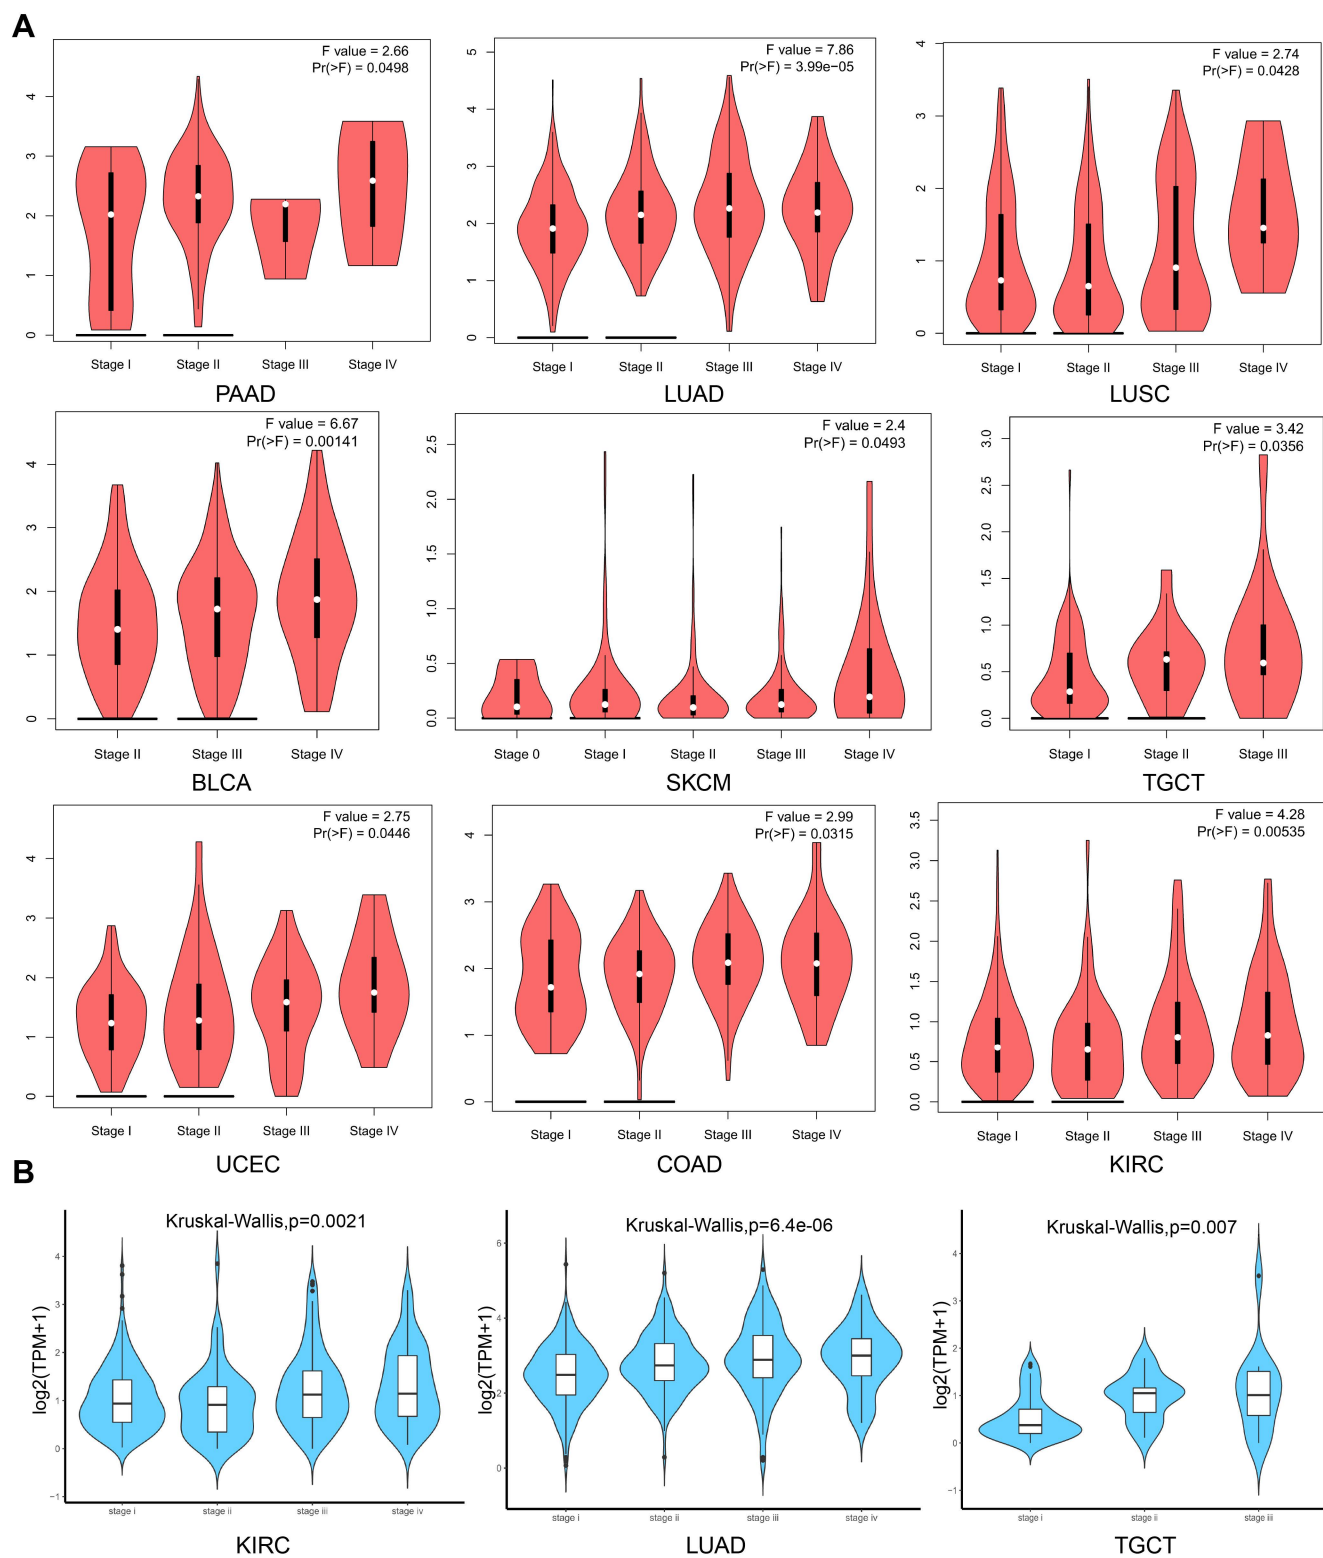

Supplementary Figure 2. Pan-cancer analysis of the relevance between LINC00857 expression and tumor stages. **(A)** The relevance between LINC00857 expression and diverse pathological stages of tumors was analyzed based on GEPIA2 database. **(B)** The pathological stage-dependent expression levels of LINC00857 in KIRC, LUAD and TGCT were estimated and compared by Lnc2Cancer 3.0 database. (* $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$).

A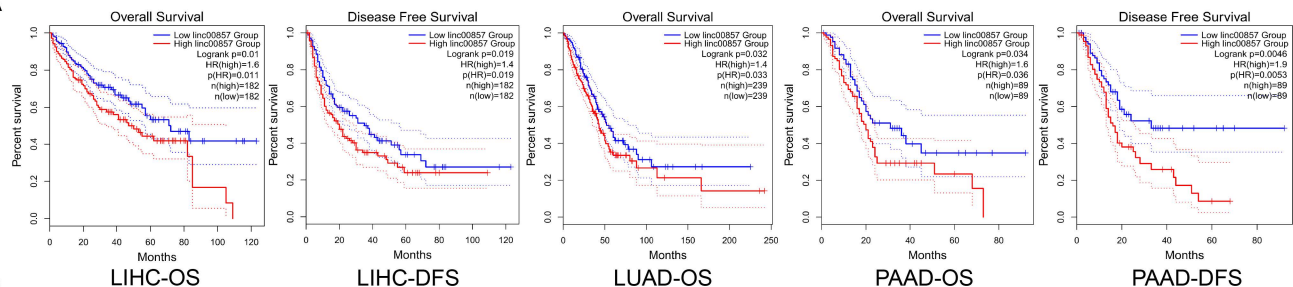**B**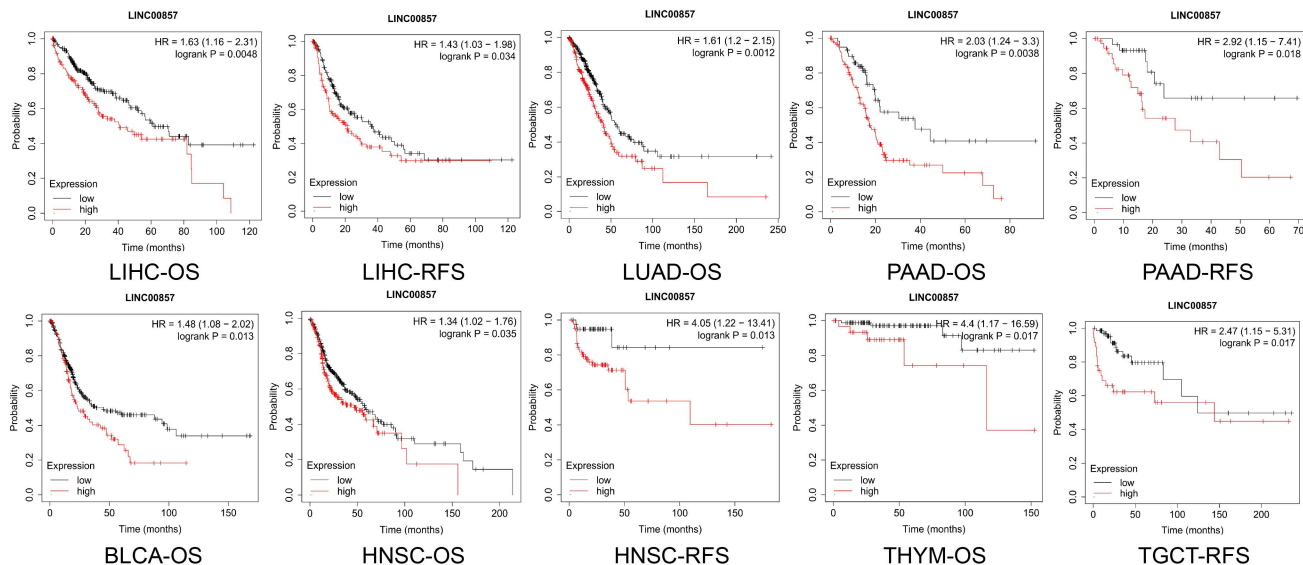**C**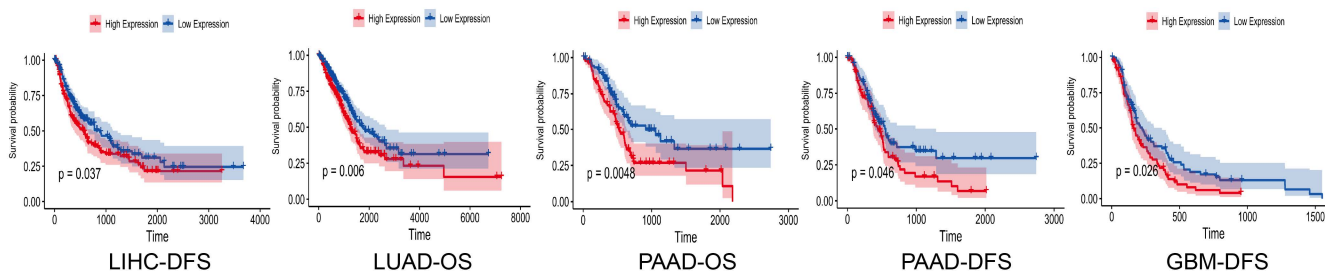

Supplementary Figure 3. The prognostic value of LINC00857 in pan-cancer. **(A)** The prognosis analysis of LINC00857 in pan-cancer using GEPIA2 database. **(B)** The prognosis analysis of LINC00857 in pan-cancer using the Kaplan-Meier Plotter. **(C)** The prognosis analysis of LINC00857 in pan-cancer using the Lnc2Cancer 3.0 database. (* $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$).

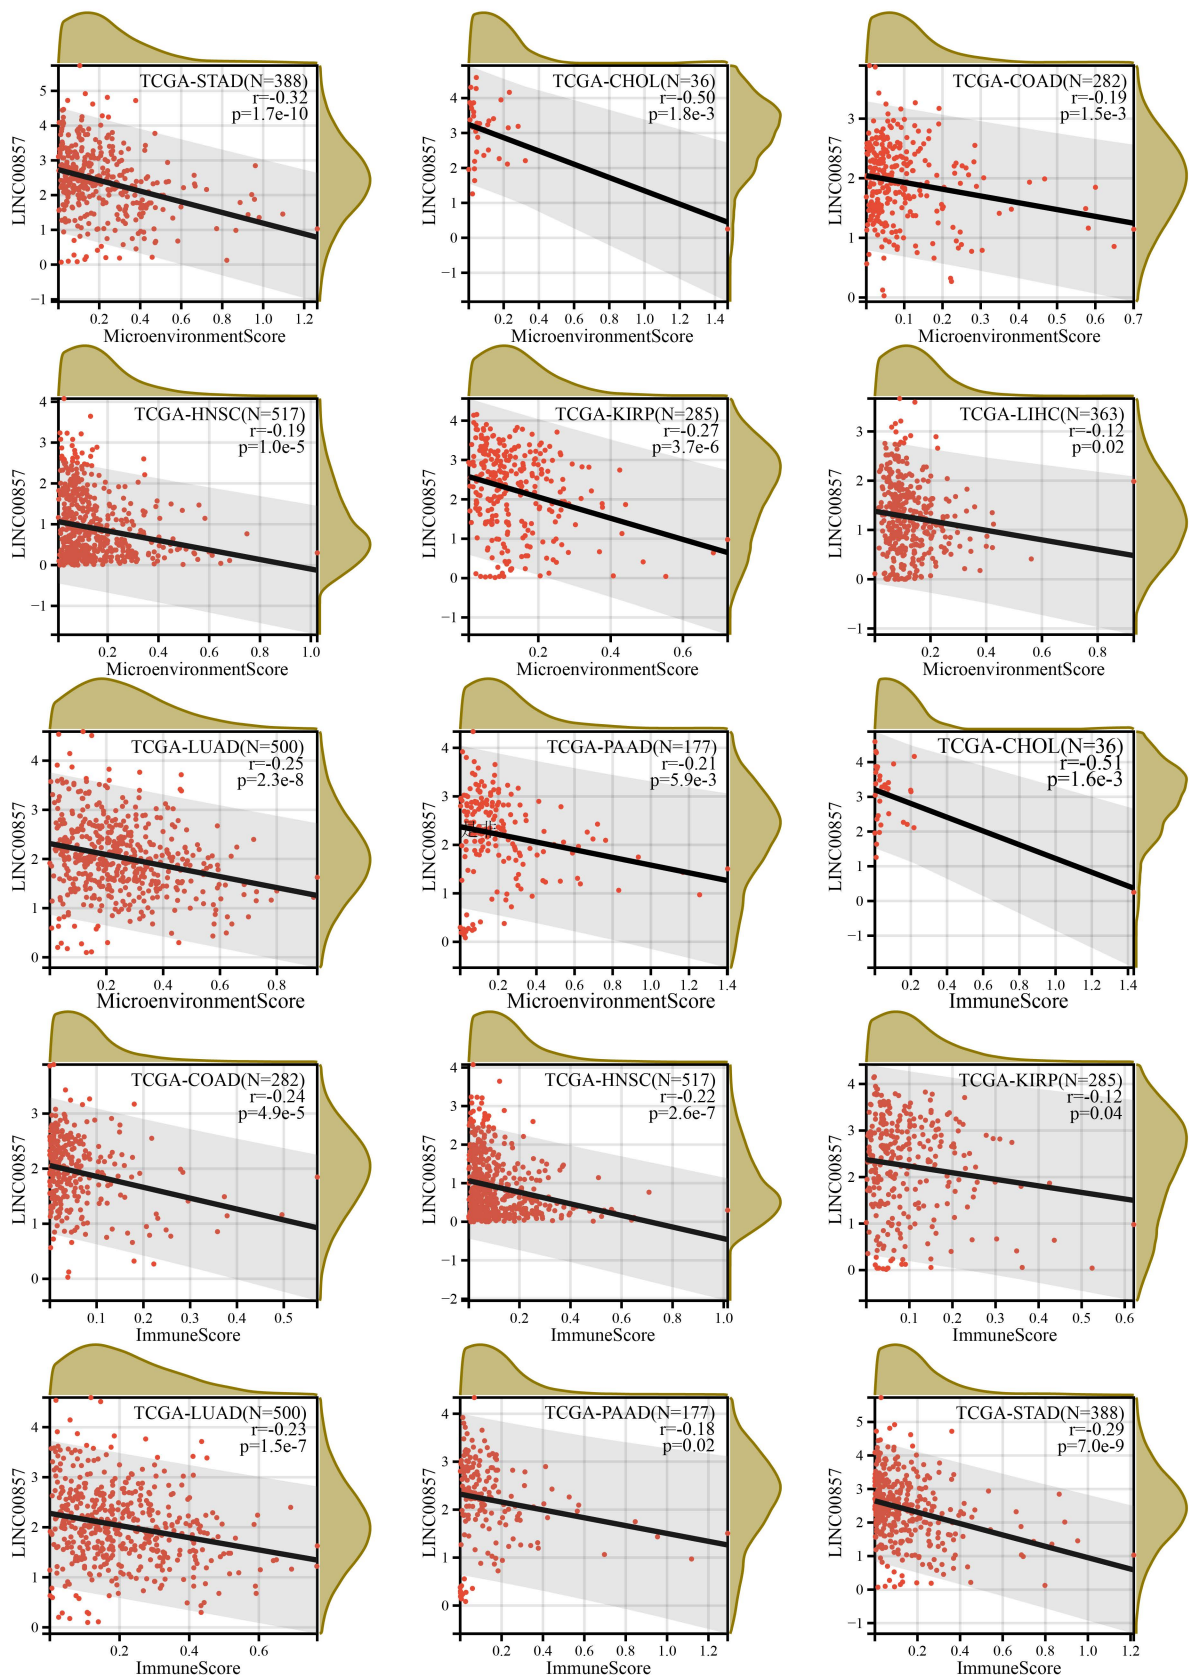

Supplementary Figure 4. The association between LINC00857 expression and immune score and microenvironment score. The scatterplot revealed the relation between LINC00857 expression and microenvironment score or immune score in HNSC, CHOL, COAD, KIRP, STAD, LIHC, PAAD and LUAD. (XCELL algorithm, Pearson analysis)

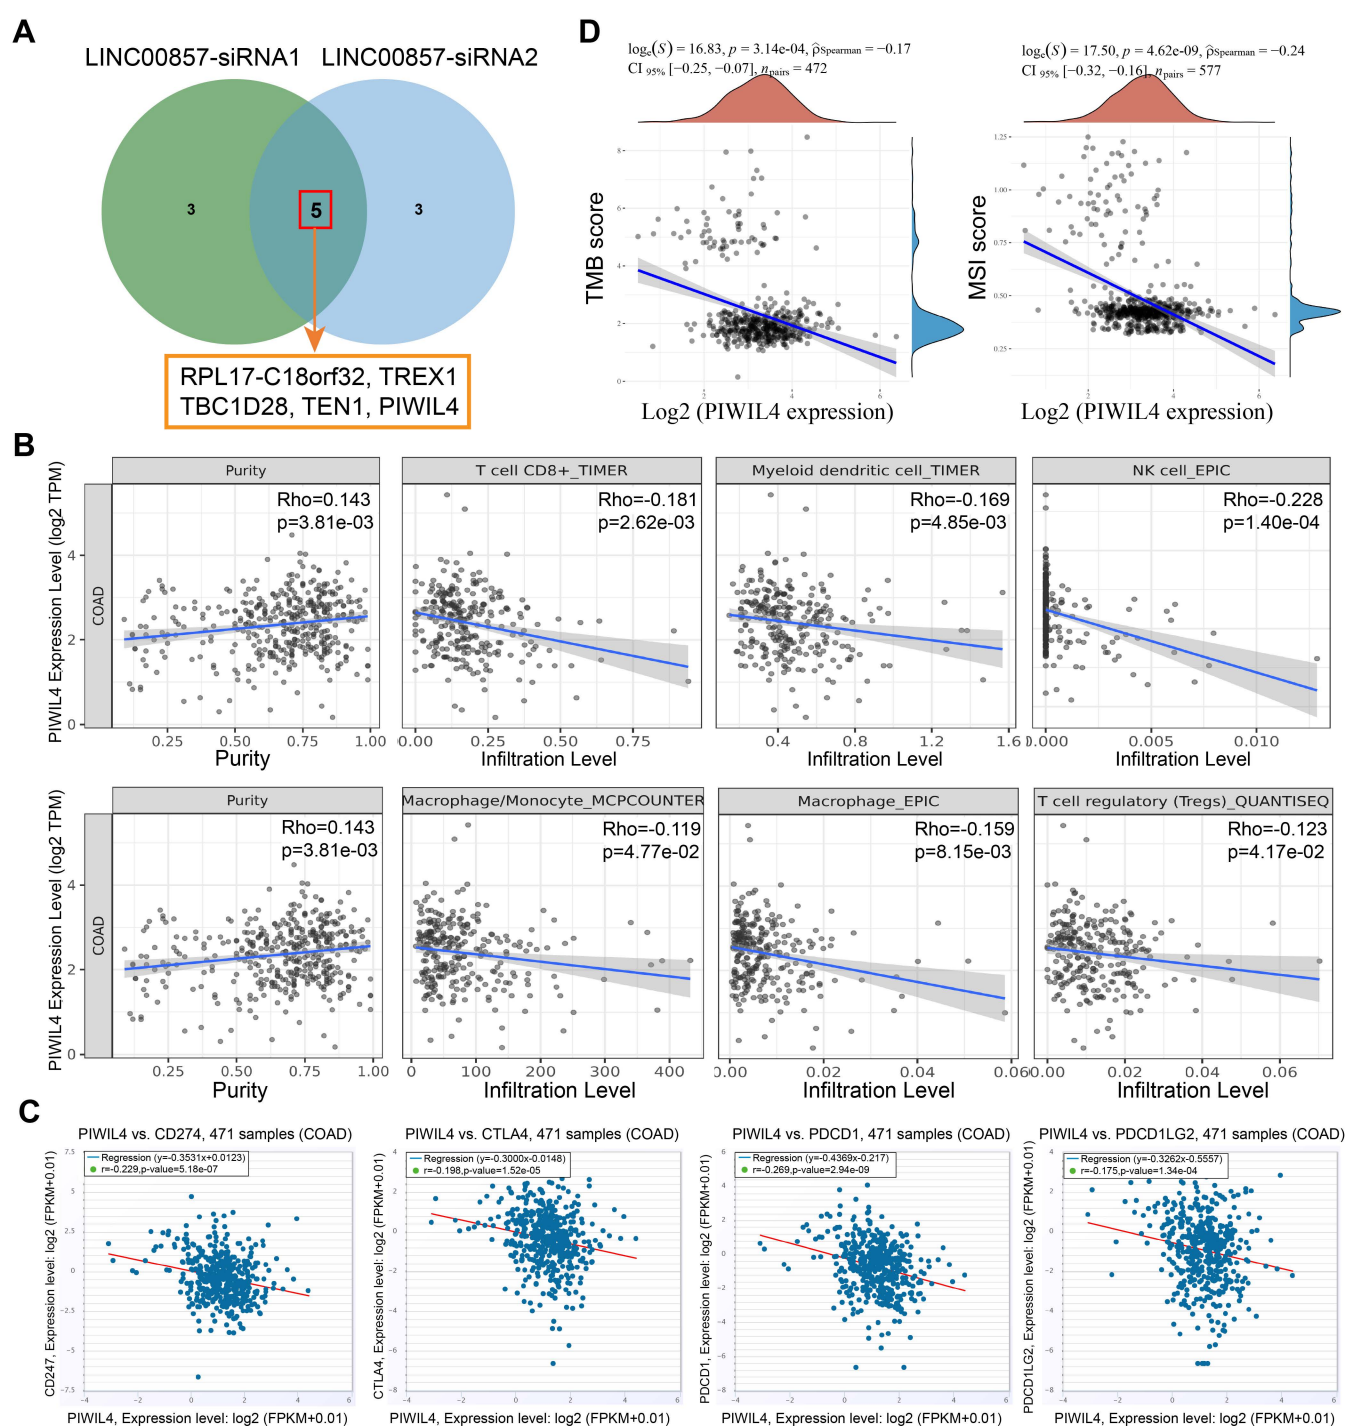

Supplementary Figure 5. Immune characteristics of PIWIL4 in colorectal cancer. **(A)** Venn diagram illustrated the intersection of the top 8 most significantly down-regulated DEGs from RNA-seq data after LINC00857 silencing. **(B)** Correlation between PIWIL4 expression and immune infiltration levels of six immune cells (myeloid dendritic cell, CD8+ T cell, macrophages/monocyte, NK cell and Treg cell) in COAD using TIMER2 database. **(C)** The correlation between PIWIL4 and PD-L1, CTLA4, PD1 and PD-L2 expression in COAD using the StarBase database. **(D)** Correlation between PIWIL4 expression and MSI or TMB in colorectal cancer.

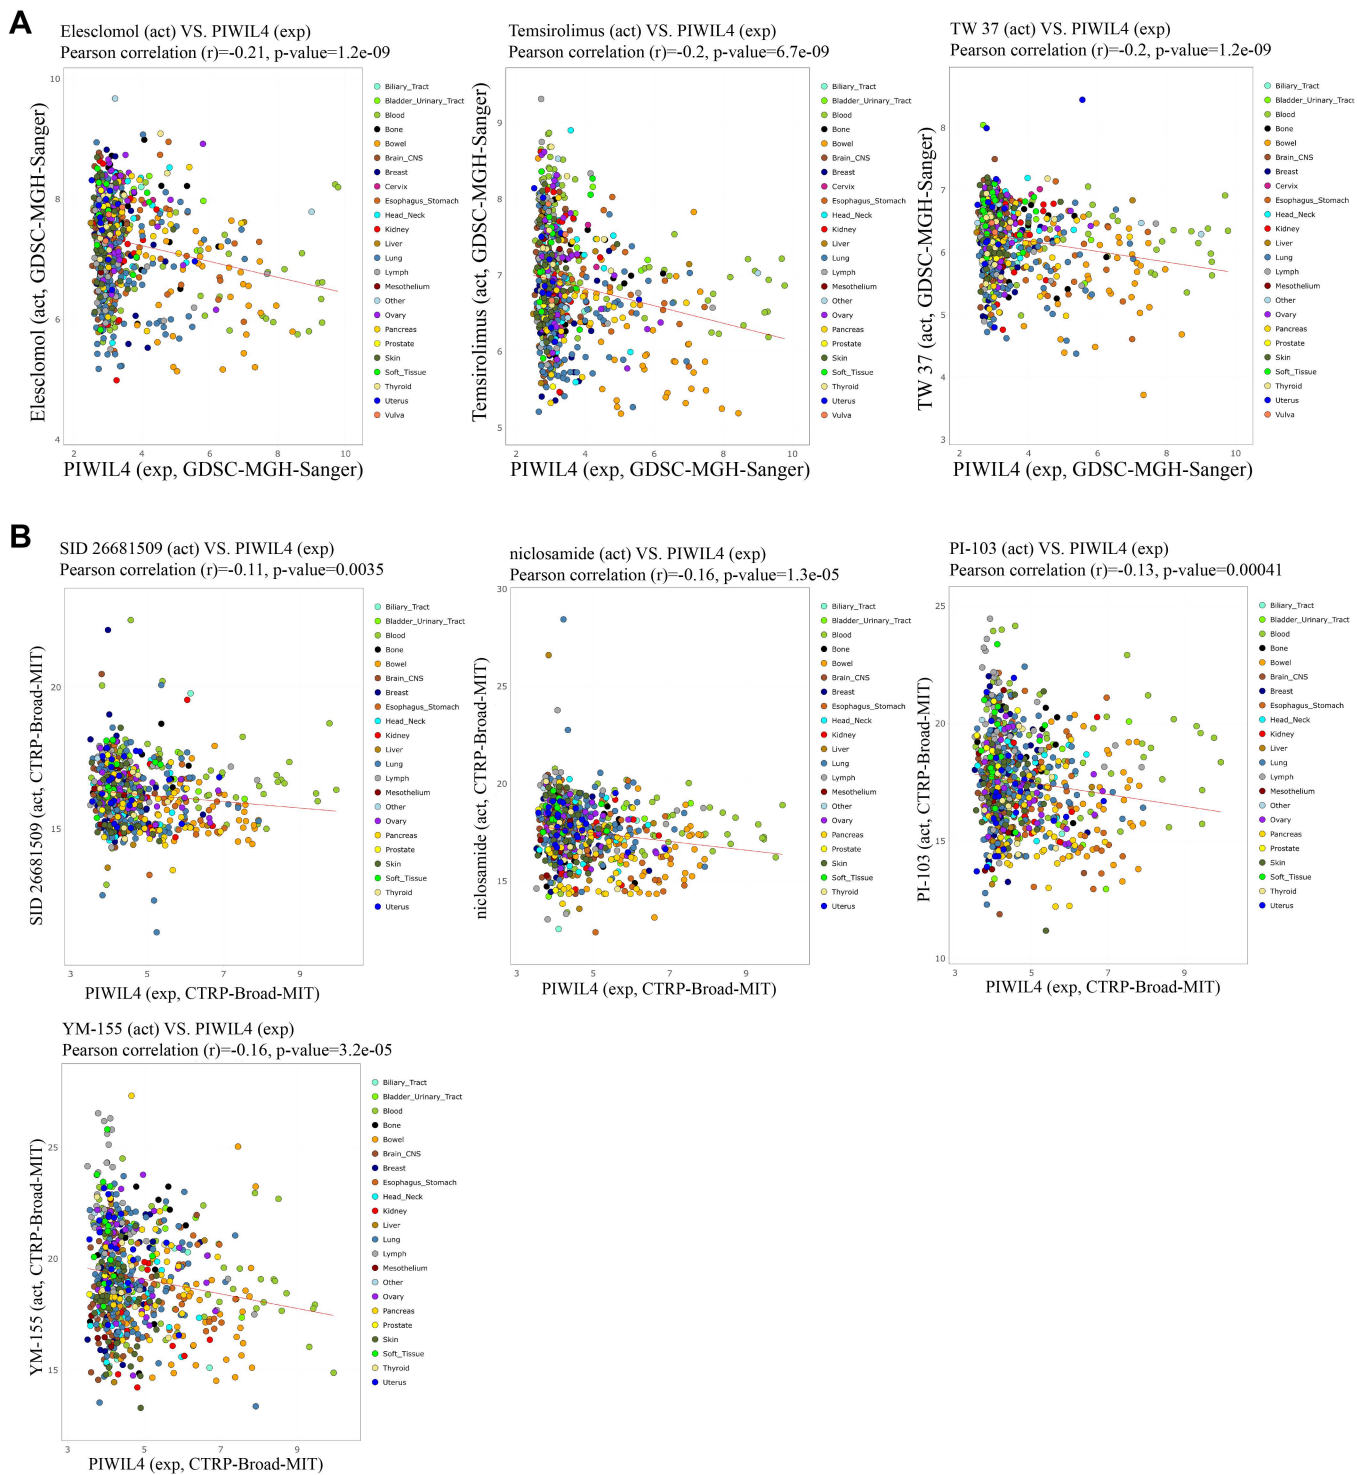

Supplementary Figure 6. The correlation between LINC00857 expression and drug activity. **(A)** The correlation between PIWIL4 expression and drug activity ($-\log_{10}[\text{IC}_{50}\text{M}]$) was verified based on GDSC database. **(B)** The correlation between PIWIL4 expression and drug activity (AUC) was verified based on CTRP database. ($P < 0.05$).

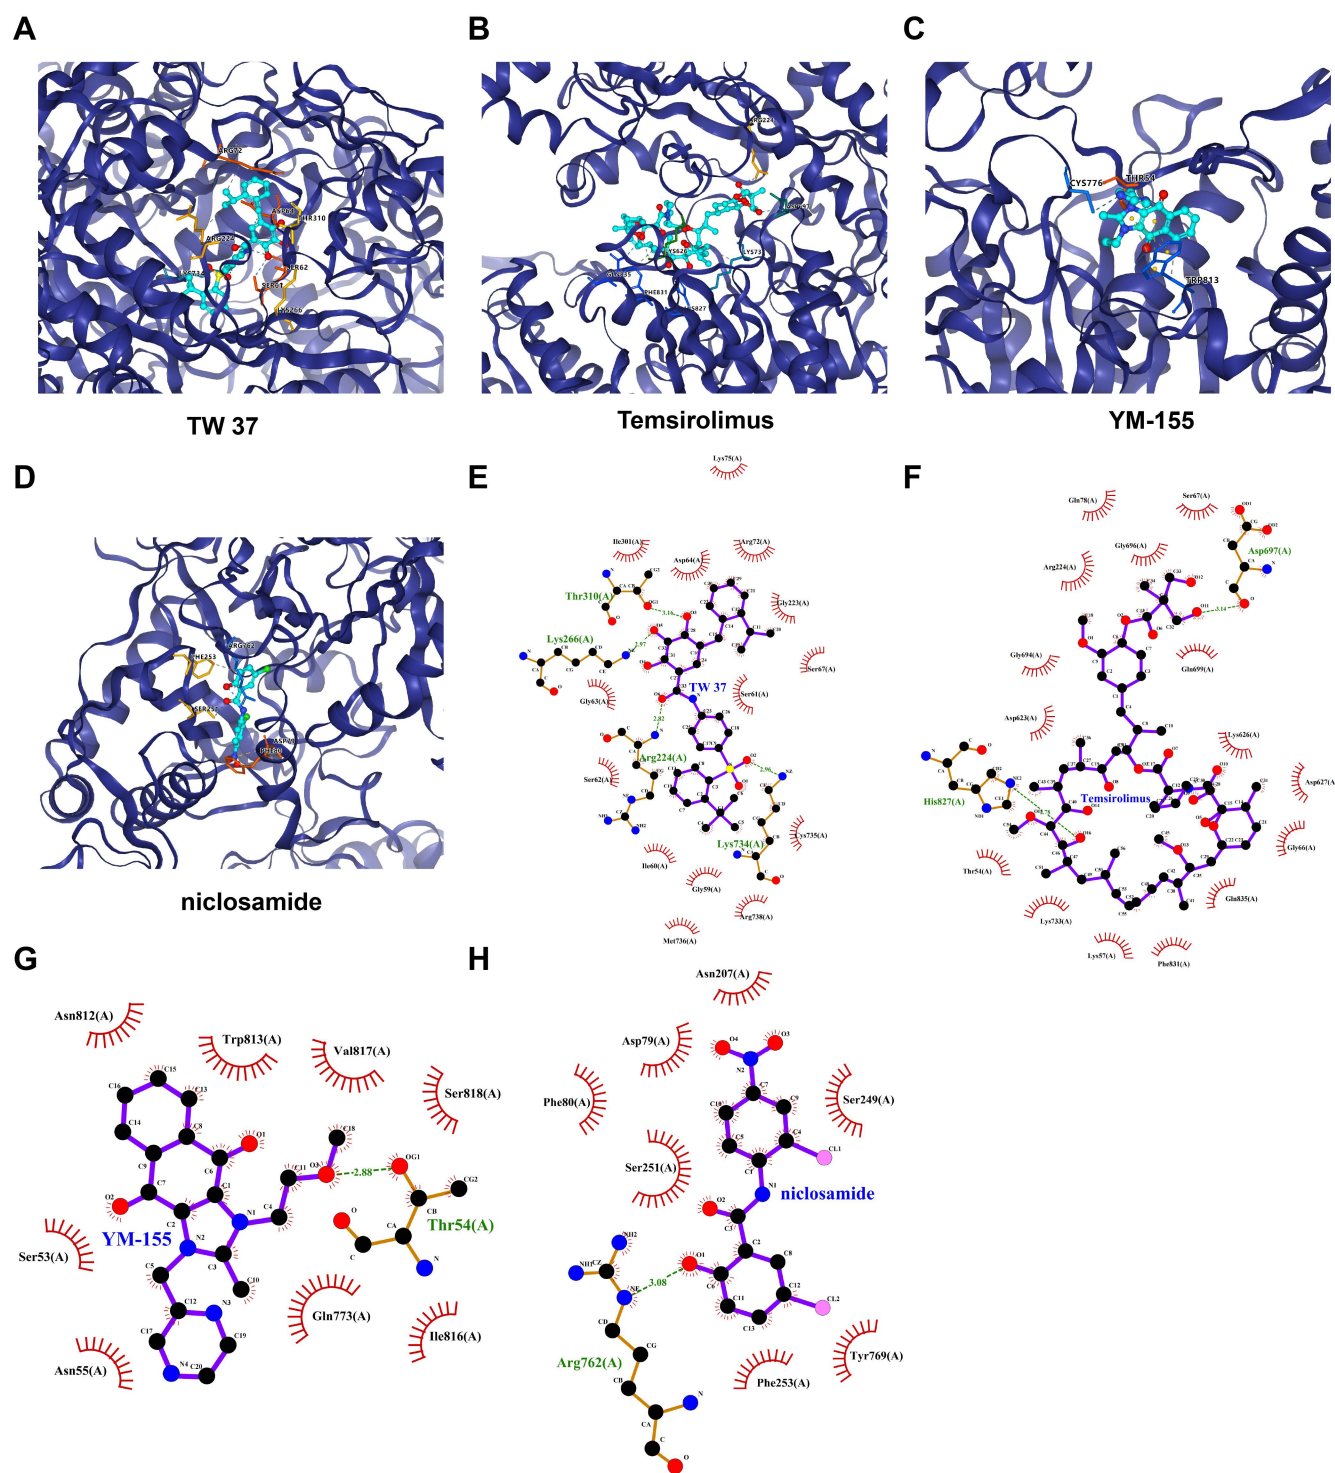

Supplementary Figure 7. Molecular docking and interaction force analysis for PIWIL4 protein. (A-D) The optimal docking space conformation of drugs to PIWIL4 protein. (E-H) The interaction force between PIWIL4 protein and drugs.

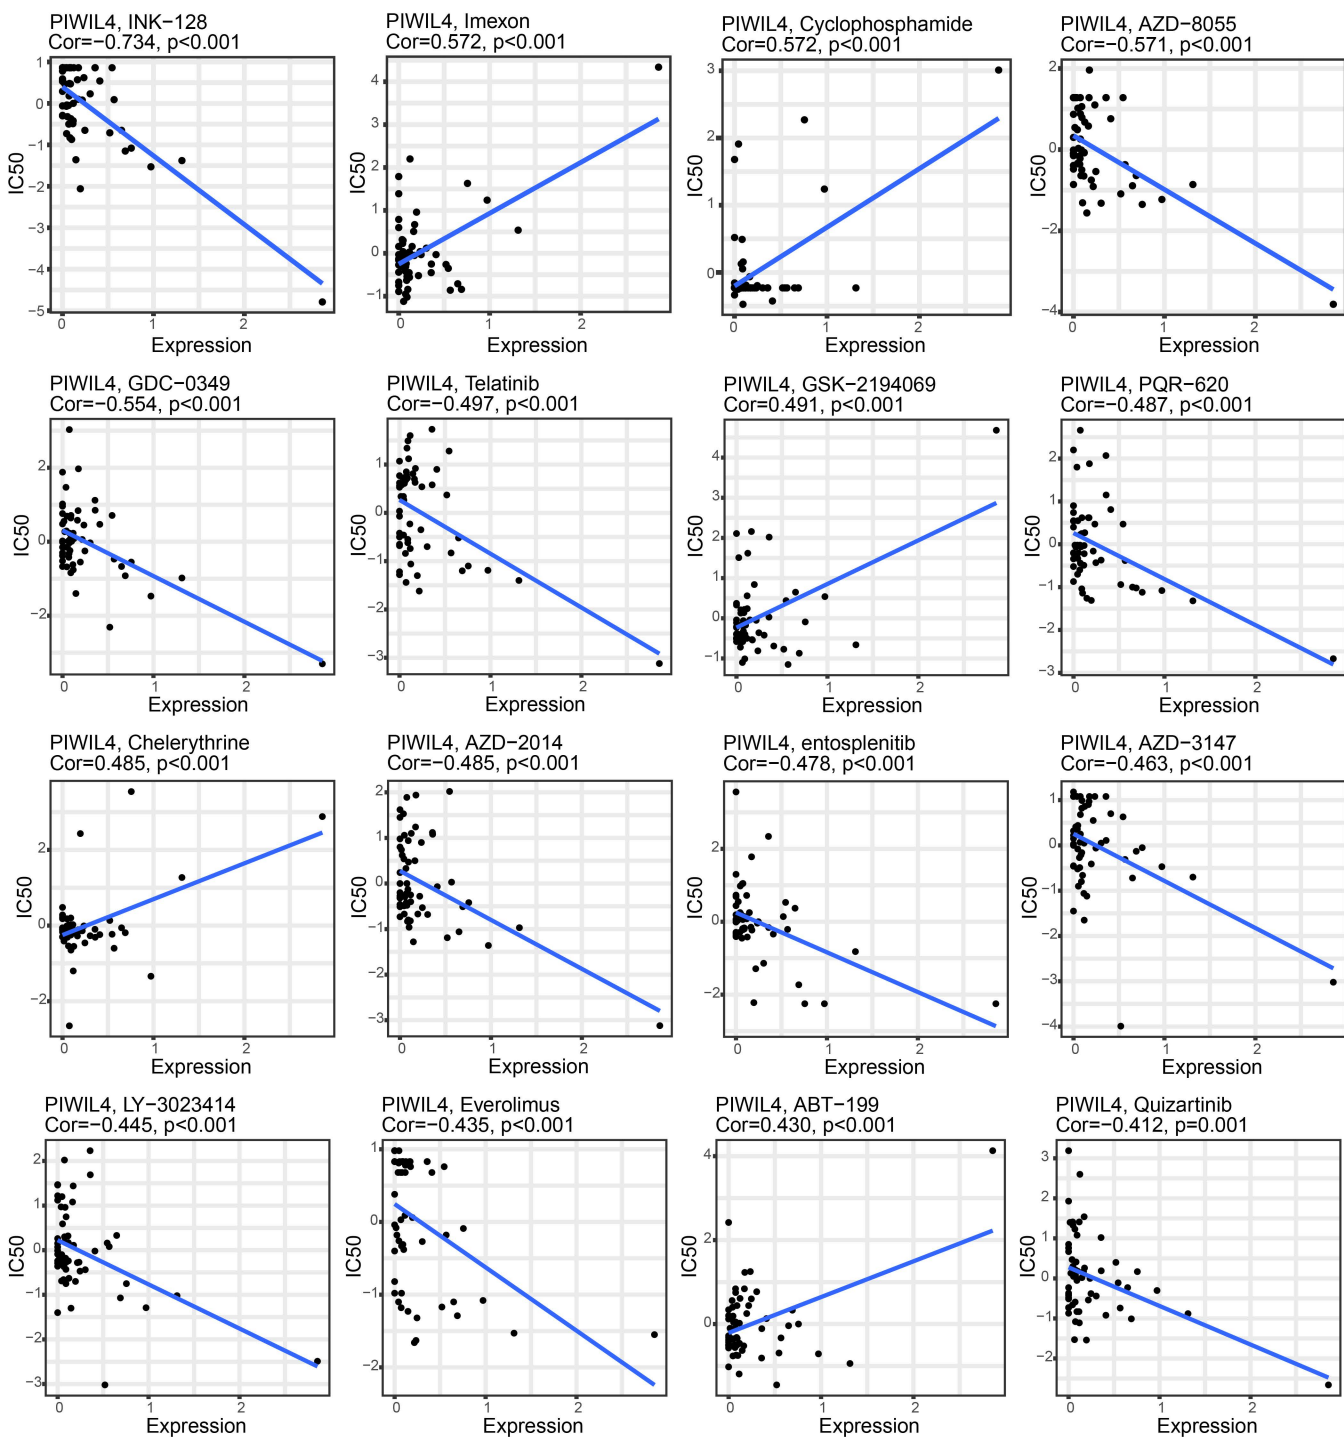

Supplementary Figure 8. The relevance between PIWIL4 expression and drug response. Only the first 16 statistically significant scatter plots were displayed. ($P<0.05$).

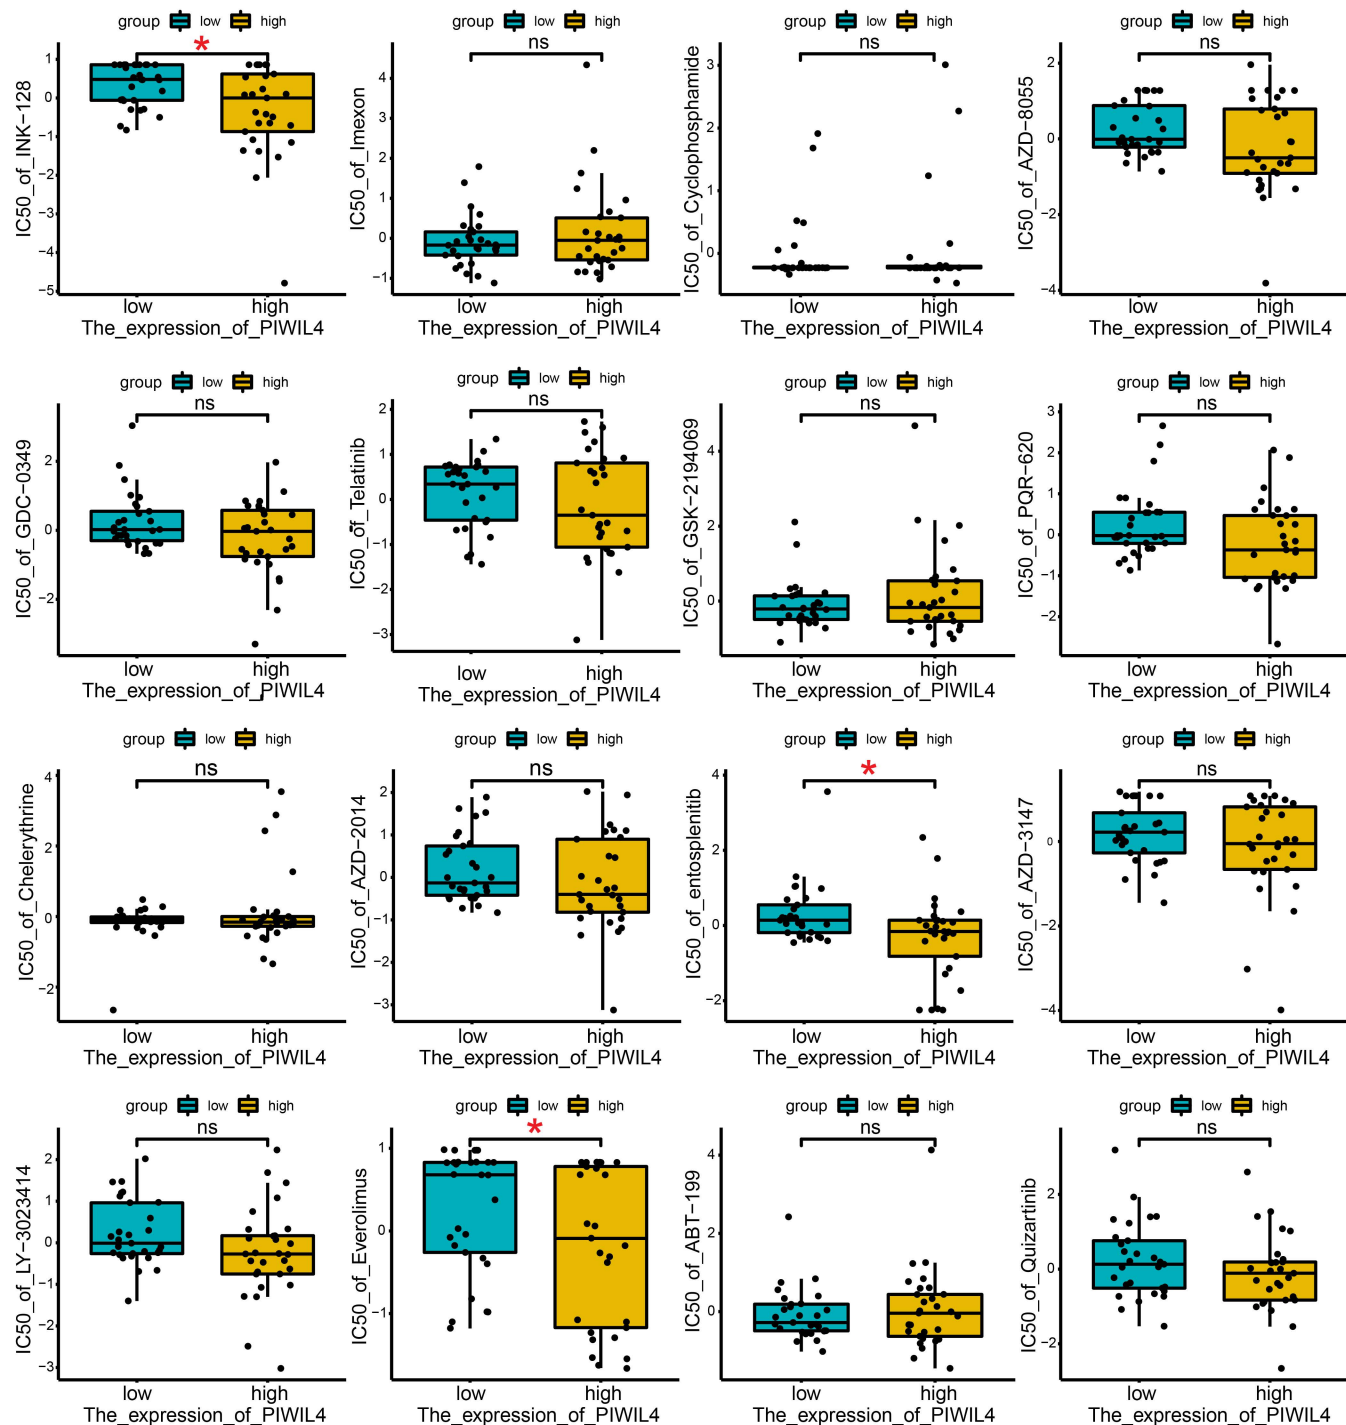

Supplementary Figure 9. Drug susceptibility in PIWIL4 high-expression and low-expression groups (* $p < 0.05$).

A

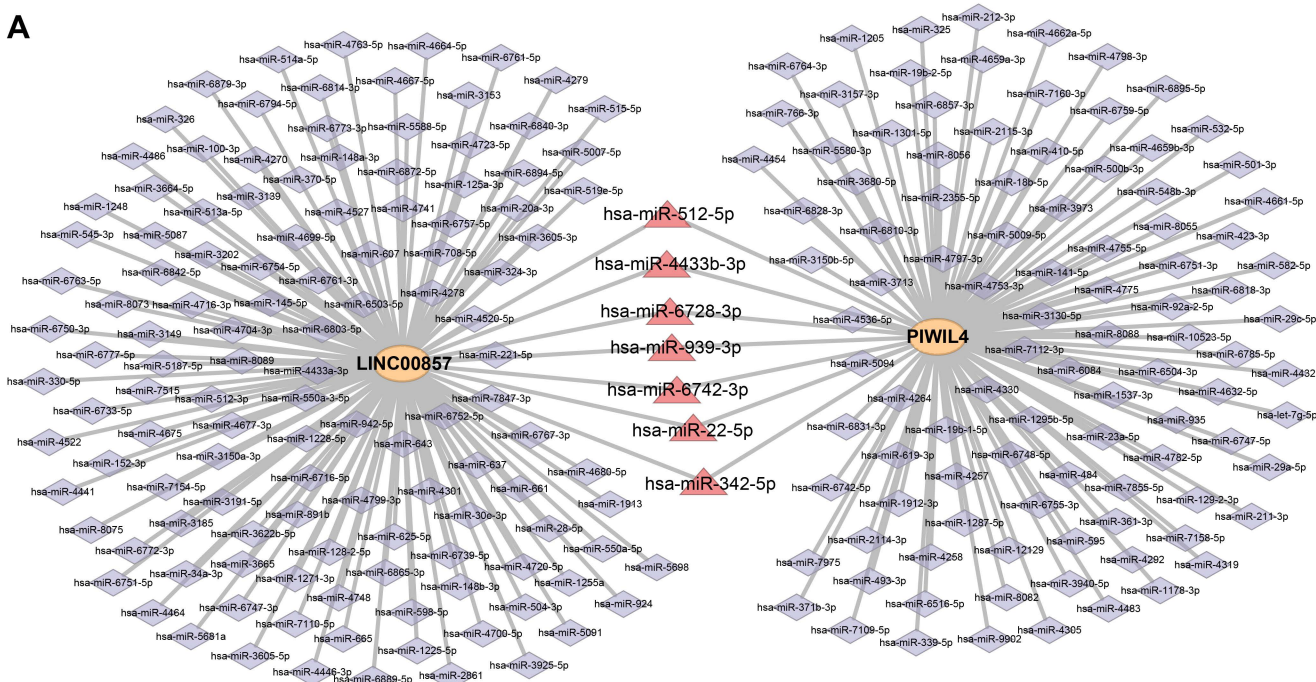

B

hsa-miR-22-5p: 3' AUUUCGAACGGUGACUUCUUGA 5'

LINC00857: 5' TATCATGGGGATATTGAAGAACG 3'

hsa-miR-22-5p: 3' AUUUCGAACGGUGACU**UCUUGA** 5'

PIWIL4 3' UTR: 5' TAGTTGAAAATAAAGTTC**AGAACA** 3'

hsa-miR-6728-3p: 3' GACCCCUCUCGU**CUCGUCUCU** 5'

LINC00857: 5' GGCACGTGACTG **GAGCAGAGT** 3'

hsa-miR-6728-3p: 3' GACCCCUCUCGUCUCGUCUCU 5'

PIWIL4 3' UTR: 5' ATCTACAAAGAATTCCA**CAGAGT** 3'

hsa-miR-342-5p: 3' AGUUAGUGUCUAU**CGUGGGGA** 5'

LINC00857: 5' GGTCACCGCCCAGGCACCCC 3'

hsa-miR-342-5p: 3' AGUUAGUGUCUAUC**GUGGGA** 5'

PIWIL4 3' UTR: 5' ACAGAGTCTAATTCC **CACCCC** A 3'

Supplementary Figure 10. LINC00857-miRNA-PIWIL4 ceRNA network. **(A)** The LINC00857-miRNA-PIWIL4 network was constructed with Cytoscape. **(B)** The putative binding sequence between PIWIL4 3'-UTR, LINC00857 and the predicted miRNA.

Table S1 PIWIL4 Docking score of seven target drugs.

Name	Pos<br>e	Grid_Score	Grid_vdw_energy	Grid_es_energy	Internal_energy_repulsive
Temsirolimus	1	-95.913567	-87.67572	-8.237844	43.538425
Temsirolimus	2	-92.408356	-88.803154	-3.605202	40.785313
Temsirolimus	3	-88.912216	-86.10257	-2.809647	37.749699
TW 37	1	-90.394104	-81.503738	-8.890368	35.861485
TW 37	2	-89.919052	-80.683342	-9.235709	81.161697
TW 37	3	-87.994873	-80.946472	-7.0484	66.817955
TW 37	4	-83.89727	-74.637756	-9.259513	72.592278
TW 37	5	-83.512894	-75.408928	-8.103968	59.224133
TW 37	6	-82.529167	-75.778603	-6.750567	63.679447
TW 37	7	-81.370789	-78.517632	-2.853155	66.448837
Elesclomol	1	-70.096832	-64.105682	-5.991151	15.393012
Elesclomol	2	-68.628632	-59.314648	-9.313986	11.916723
Elesclomol	3	-66.978401	-58.093903	-8.884501	10.673527
SID 26681509	1	-85.607452	-81.702271	-3.905184	13.009789
SID 26681509	2	-83.938019	-80.852882	-3.085136	15.068235
SID 26681509	3	-83.542625	-80.653351	-2.889277	14.406669
PI-103	1	-56.742683	-52.390713	-4.351972	4.939725
PI-103	2	-55.563366	-50.397873	-5.165492	13.225006
PI-103	3	-54.917274	-51.920425	-2.996851	4.789149
PI-103	4	-54.819466	-53.277534	-1.54193	4.033278
PI-103	5	-54.360394	-50.856113	-3.50428	4.24295
YM-155	1	-53.901466	-52.168709	-1.732757	11.413545
YM-155	2	-53.829002	-53.585552	-0.243449	12.584155
YM-155	3	-53.103405	-54.826279	1.722875	13.476639
YM-155	4	-52.535358	-55.859268	3.32391	12.41807
YM-155	5	-52.195347	-52.657501	0.462154	12.106308
YM-155	6	-51.830185	-52.942574	1.11239	11.926449
niclosamide	1	-54.670029	-48.82592	-5.84411	3.144021

How the deposited data were processed for this re-analysis (not part of the article)

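RNA of HCT116 cells was sequenced after transfection with a negative control siRNA (NC), LINC00857-siRNA1 or LINC00857-siRNA2, with 3 libraries in each of the 3 groups. RNA sequencing was done by Lianchuan Biotechnology. The authors deposited raw counts per gene for 35817 Ensembl genes in the 9 libraries, as whole numbers that are not normalized, and every library was used. Whether reads or read pairs were counted is not given in the sources used here, nor are the aligner, the counting program, the annotation and the strand of the reads. The submitters' notes name the genome build hg19. Gene symbols, gene types, exon overlap and 3′ UTR sequences came from a GRCh38 reference with GENCODE v29, joined by Ensembl gene ID only (34766 of the 35817 genes were found in it), so no position was carried from one build to the other. The groups were taken from the library labels. Replicate numbers were checked for pairing across groups and showed none, so the model has no pairs.
Genes were kept by filterByExpr of edgeR (minimum count 10, minimum total count 15), which left 21130, and counts were scaled by TMM. The quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 was run on 1 model with 3 groups and 9 libraries, which leaves 6 residual degrees of freedom, for siRNA1 against NC, siRNA2 against NC and siRNA1 against siRNA2, with Benjamini-Hochberg adjustment and a threshold of 0.05. For the counts of shared genes at the thresholds of the paper, p was not adjusted and the absolute log2 fold change had to be over 1 with both siRNAs. Gene lists, 46 in number and with at least 5 measured members each, were tested on log2 counts scaled by library size (prior count 2) by camera of limma 3.58.1 with a correlation between genes of 0.01, adjusted over the lists of a comparison. The calls were tested on simulated data made from the same libraries. With totals of 51411860 to 57815092 counts per library, the SE of a log2 fold change was 0.02 for abundant genes such as FTH1 and 0.53 for PIWIL4 with siRNA1.
Genes are named by a rule set before the data were examined but after Figures 8 and 10B had been seen. It takes the genes that the paper names in these cells or in its qPCR and its immune checkpoint genes, and 10 genes per siRNA and direction with the largest changes whose libraries all lie on one side of NC and whose mean is at least 50 normalized counts. It also takes 15 genes per direction changed by both siRNAs, and up to 6 members per list and siRNA with the smallest adjusted p. Members printed in Figure 8, 10 genes per direction with the largest difference between the siRNAs, and the genes printed in Figure 10B are taken as well. The genes with the largest changes, those changed by both and those with the largest difference were drawn from genes past the adjusted threshold. The minimum mean of 50 normalized counts held for all of these. Any other gene is marked where it is named.
Alternatives tried were DESeq2 1.42.0, limma-voom, median-of-ratios and upper quartile normalization, no filter on low counts, a stricter filter (at least 10 counts in every library of a group), only the 2 groups compared, a block for the replicate number, protein-coding genes only, and each of the 9 libraries left out in turn. For lists they were a correlation estimated from the residuals, fgsea 1.28.0 on genes ranked by Signal2Noise, and fry of limma. Each comparison was repeated on other splits of the libraries, 10 for 3 against 3 and 100 regroupings of all 3 groups. Seed sites of the siRNA guides (bases 2 to 8) were searched in the longest annotated 3′ UTR of each gene, with genes without an annotated 3′ UTR left out of that search. For the shares among risen and fallen genes and the ranks of words, genes had a mean of at least 50 normalized counts. No such limit was set for single genes named with or without a site, nor for the fallen list members. The co-expression modules of the paper were not rebuilt, and its MSigDB gene sets were not used here.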

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

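The tests chosen only after the result was seen are the comparison of the LINC00857 levels left by the siRNAs, the ranks of the seed sites in each comparison with NC, and the shares of seed sites among genes that rose or fell.
The siRNAs differed from each other in many genes. In a direct test of siRNA1 against siRNA2, 3201 genes were higher and 3015 lower with siRNA1, 6216 in all (edgeR's quasi-likelihood test). Of the genes past the threshold with both siRNAs, 637 went in opposite directions, where independent lists of the same sizes would give 622. Splits of 3 libraries against 3 number 10, too few for a share under 0.05. The real split gave the largest count in each comparison, so that 1 of 10 splits reached it: 4491 genes for siRNA1 against NC (highest other split 1), 5853 for siRNA2 against NC (highest other 1) and 6216 for the direct test (highest other 1). For the gene lists past the threshold, 1 of 10 splits reached the real 15 lists with siRNA1 (highest other 7) and 1 of 10 the real 8 with siRNA2 (highest other 4). For genes changed in the same direction by both siRNAs, 4 of 100 regroupings drawn from 840 gave at least the real 1842 (highest other 2188), and for the shared genes at the paper's thresholds 5 of 100 reached the real 182 (highest other 514). All the others that reached these values keep 1 real group whole, and those with the highest counts take the 3 siRNA2 libraries as the reference. They therefore hold real differences between the groups, and whether chance can be excluded is not judged from either share. In 20 simulations of unchanged groups with shared controls, the highest counts were 1 and 105. No gene changes in these simulations, so the first of these counts is small by design.
Among the gene lists, 13 differed between the siRNAs in the direct test by camera. Lower with siRNA1 than with siRNA2 were cholesterol synthesis (median log2 difference -0.59, adjusted p = 1.44e-12), hypoxia targets (-0.56, adjusted p = 2.05e-07), p53 targets (-0.36, adjusted p = 1.48e-06), glycolysis (-0.36, adjusted p = 3.27e-06), ribosomal proteins (-0.12, adjusted p = 0.00114), immediate early genes (-0.32, adjusted p = 0.00132), HIF-1 signaling (-0.10, adjusted p = 0.00315) and lipid synthesis (-0.18, adjusted p = 0.00840). Higher were genes of G2/M and mitosis (0.25, adjusted p = 9.37e-11), genes of G1/S and replication (0.24, adjusted p = 1.76e-05), YAP targets (0.44, adjusted p = 0.00114), extracellular matrix (0.32, adjusted p = 0.00182) and core Hippo genes (0.23, adjusted p = 0.0263). With an estimated correlation, the calls of cholesterol synthesis, HIF-1 signaling, G1/S and G2/M genes held (adjusted p = 0.0457, 0.0457, 0.0242 and 0.0184) and those of the other 9 did not (adjusted p from 0.0543 for hypoxia targets to 0.761 for ribosomal proteins). Without siRNA2 replicate 1 the core Hippo genes did not pass (adjusted p = 0.0687).
Cholesterol synthesis, glycolysis and hypoxia targets passed camera as lower with siRNA1 and as different between the siRNAs. With an estimated correlation, cholesterol synthesis kept both calls (adjusted p = 0.0368 and 0.0457) and glycolysis lost both (0.180 and 0.164). Hypoxia targets kept the fall (0.0347) and lost the difference (0.0543). HIF-1 signaling, p53 targets, lipid synthesis and ribosomal proteins also passed camera on both counts. Of these, HIF-1 signaling kept both calls with an estimated correlation (0.0281 and 0.0457) and the others kept neither. The tests below were run on the first 3 lists only. Seed sites in the fallen genes themselves are argued against, since the siRNA1 site was in 3 of 49 searched fallen members (6.12%, 95% Clopper-Pearson interval 1.28% to 16.9%, in PDK1, PGK1 and SC5D, named after their values were seen), against 12.2% of 12485 other genes. The other genes had a mean of at least 50 normalized counts, a limit not set for the members. A weaker knockdown by siRNA2 is argued against by the log2 difference of LINC00857 of 0.0847 (SE 0.17) between the siRNAs, and GC content and transcript length by a correction that left 99.0% of the median difference over 71 members (-0.48 before and -0.47 after). A seed effect of siRNA1 on a regulator of these genes may remain, as may a biological difference between transcripts of LINC00857, since only the siRNA2 target lies also in the 629-base transcript. Neither was tested.
Seed effects of the siRNAs could account for part of the genes that fell. Of 15965 words of 7 bases ranked by the mean log2 difference between siRNA1 and siRNA2 of the genes holding them in a 3′ UTR, with 3′ UTR length and GC content taken out, the siRNA1 site GTGAACA (1533 genes) lay at percentile 0.0125 (mean difference -0.14, SE 0.01) and the siRNA2 site GTGAATA (1612 genes) at percentile 100 (mean difference 0.16, SE 0.01). Against NC each was the lowest of all words in its own comparison, and in the other's they ranked 4809 (GTGAATA with siRNA1) and 2900 (GTGAACA with siRNA2), whereas the NC site TGTCACG (395 genes) lay at percentile 77.0, which argues against a seed effect of NC. In simulated data a shift of 0.1 on the log2 scale put a word at percentile 0.257 and no shift at 69.7. Which of the single genes fell through a site and which through LINC00857 remains open.
RPL17-C18orf32, TREX1 and TEN1, 3 of the 5 genes the study leads with, share most of their exon length with other genes. Reads divided between overlapping genes may account for part of their change. Among 644 genes that share at least 50% of their exon length on the same strand, the median percentile of the variance between replicates was 89 among 200 genes of similar abundance, against 48.5 for 17659 genes that share none. This variance within groups makes their changes uncertain, but it cannot show whether a fall with both siRNAs came from the division of reads. Their own percentiles were 100 for RPL17-C18orf32, 80.5 for TREX1 and 99.5 for TEN1, against 53.5 for PIWIL4 and 7 for TBC1D28. None of the 5 has a seed site of either siRNA in its longest annotated 3′ UTR (45 bases for TREX1), so a direct seed effect has no 7-base guide site there. Shorter matches to the guides, sites of the sense strands and other 3′ UTRs were not searched. A loss of these transcripts through LINC00857 was not tested separately.
Of the genes past the threshold in the direct test of edgeR with a mean of at least 50 normalized counts, 20 are listed. They are the 10 per direction with the largest difference between the siRNAs, so their passing was a condition of the choice. Higher with siRNA1 were AC006064 (adjusted p = 0.0160), CYP11A1 (adjusted p = 0.00143), AL591806 (log2 difference 4.35, adjusted p = 0.00785), KRT80 (4.01, adjusted p = 4.26e-10), SLC2A3 (4.00, adjusted p = 1.25e-12), AC007192 (3.70, adjusted p = 0.0283), DCLK1 (3.15, adjusted p = 3.86e-09), KRT7 (3.13, adjusted p = 6.43e-09), THBS1 (3.04, adjusted p = 1.25e-12) and PTPRR (2.99, adjusted p = 9.83e-05). Higher with siRNA2 were AC006064 (adjusted p = 0.00201), ALDH1A1 (adjusted p = 0.00292), RPL36A-HNRNPH2 (-4.94, adjusted p = 0.00115), AC093536 (adjusted p = 0.00392), AC024560 (adjusted p = 0.0201), KRT6A (-3.48, adjusted p = 2.43e-05), KRT32 (-3.15, adjusted p = 1.10e-05), AL445685 (-3.14, adjusted p = 0.0169), MIR210HG (-3.01, adjusted p = 5.39e-06) and AKR1C2 (-2.61, adjusted p = 0.000306). The libraries of the siRNAs did not overlap in 16 of the 20. AC006064, a symbol shared by 2 of these genes, and ALDH1A1, AC093536, AC024560 and CYP11A1 are given without a fold, since libraries of one siRNA are at or near 0. The calls of AC007192, AL445685, AC024560 and the AC006064 higher with siRNA1 are each lost without some single libraries: AC007192 without siRNA1 replicates 2 or 3 or siRNA2 replicates 2 or 3 (adjusted p up to 0.105), AL445685 without siRNA1 replicates 1 or 2 or siRNA2 replicates 1 or 2 (up to 0.0669), AC024560 without siRNA1 replicates 1 or 3 or siRNA2 replicate 2 (up to 0.240) and AC006064 without any siRNA2 replicate (up to 0.0785).
Gene lists on topics that the paper does not discuss also passed camera against NC. With siRNA1 these were ribosomal proteins (median log2 fold change -0.14, adjusted p = 4.77e-05), genes of G1/S and replication (0.16, adjusted p = 4.77e-05), mitochondrially encoded genes (-0.15, adjusted p = 0.00274), nuclear genes of the respiratory chain (-0.11, adjusted p = 0.00630), p53 targets (-0.10, adjusted p = 0.00665) and TGF-β targets (0.22, adjusted p = 0.0159). With siRNA2 they were genes of G2/M and mitosis (-0.23, adjusted p = 1.13e-09), immediate early genes (0.35, adjusted p = 1.72e-06), p53 targets (0.21, adjusted p = 0.0115), sensors of double-stranded RNA (-0.27, adjusted p = 0.0165), interferon-stimulated genes (-0.24, adjusted p = 0.0343) and replication-dependent histones (0.32, adjusted p = 0.0431). With an estimated correlation the calls of G1/S genes with siRNA1 and of G2/M genes with siRNA2 held (adjusted p = 0.0281 and 0.0226), and the other 10 did not (adjusted p from 0.0965 for immediate early genes to 0.696 for respiratory chain genes). The call of respiratory chain genes is lost without siRNA1 replicates 2 or 3 (adjusted p = 0.0635 and 0.142), that of interferon-stimulated genes without NC replicate 1, siRNA1 replicate 3 or siRNA2 replicates 2 or 3 (up to 0.0689), and that of histones without NC replicates 1 or 3, any siRNA1 replicate or siRNA2 replicate 1 (up to 0.125).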

How the results depend on the processing

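No alternative was chosen after its result was seen. LINC00857 was lower past the threshold with both siRNAs under every alternative that gave it a value, which the one on protein-coding genes only did not, and its log2 fold change with each replicate left out in turn ran from -1.28 to -1.14 with siRNA1 and from -1.43 to -1.19 with siRNA2. The numbers of changed genes stayed within 1.5 times of those given, from 3475 (without NC replicate 2) to 5039 (DESeq2) with siRNA1, from 4884 to 6323 with siRNA2, from 5320 to 6703 between the siRNAs and from 1407 to 2077 for genes changed in the same direction by both. With siRNA1, upper quartile normalization moved the balance to 2572 genes higher and 1928 lower. For genes shared by both siRNAs it gave 1154 higher and 720 lower, and with only the 2 groups compared the balance turned to 875 higher and 937 lower, against 995 and 847. The 182 shared genes at the paper's thresholds became 275 with no filter on low counts and 110 with protein-coding genes only, where fewer genes are tested, and 183 to 253 with each replicate left out. The correlation of 0.42 between the siRNAs ran from 0.360 (without siRNA1 replicate 2) to 0.574 (without NC replicate 1; 0.570 and 0.574 without NC replicates 2 and 3). PIWIL4 with siRNA1 passed with only the 2 groups compared (log2 fold change -1.34) and without siRNA2 replicate 3, its value running from -1.62 to -1.16 with each replicate left out (adjusted p over all alternatives from 0.0470 to 0.257). With siRNA2 it ran from -2.84 to -1.74, and the call was lost without NC replicate 2 and without siRNA2 replicates 1 or 2 (adjusted p from 0.00287 to 0.0555). With an estimated correlation the calls of glycolysis, lipid synthesis and unsaturated fatty acids with siRNA1 and of JAK-STAT with siRNA2 were lost (adjusted p = 0.180, 0.180, 0.194 and 0.211), while in all 5 of 15 calls held with siRNA1, 1 of 8 with siRNA2 and 4 of 13 between the siRNAs. With fry, which asks whether the members changed at all and not whether they changed more than other genes, NAD metabolism, fatty acid binding, core Hippo and PI3K/AKT genes passed (adjusted p = 0.00123, 0.00358, 4.38e-05 and 0.000103; over all alternatives up to 0.467, 0.542, 0.274 and 0.381). Under fry the direction turned for MAPK with siRNA2 (0.0428, up; over all alternatives up to 1.00), TGF-β targets with siRNA2 (0.00103, down), and genes that protect from ferroptosis (0.0352, down) and hepatocyte markers (0.0257, down) between the siRNAs. For the losses, gains and turns named here, other than those from a changed set of genes or samples or from the question fry asks, the cause was not tested. Of 5807 values of named genes under the alternatives, without those of LINC00857 and PIWIL4 against NC, 5525 kept their direction and side of the threshold, 182 lost the call, 100 gained one and 0 turned direction. Of 1884 values of lists, 1755 kept both, 53 lost the call, 73 gained one and 3 turned direction. These leave out 12 list results on the topics of the paper, MAPK with siRNA2 among them, which is the fourth turn named above. A block for the replicate number gave 4481, 5800 and 6229 changed genes, and replicates of the same number were no closer than others (correlations of -0.09 to 0.06 in 9 pairs, against -0.14 to 0.13 in 18 pairs). What depth limits was not tested.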

Differences from the paper's values

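The paper reports 50 upregulated and 26 downregulated mRNAs, 76 in all, from limma on the genes of 3 co-expression modules without non-coding genes. At the paper's thresholds of p under 0.05 and an absolute log2 fold change over 1, applied with both siRNAs and to all 21130 genes tested, 139 genes were higher, 43 lower and 182 in all. The values differ by more than 1.5 times for each of these counts. Of the alternatives set before the data were examined, the count of higher genes came within 1.5 times of the paper's with only the 2 groups compared in each model (71), and the count of lower genes (24) and the total (110) with protein-coding genes only. The other alternatives did not come within it: DESeq2 gave 162 higher, 49 lower and 211 in all, limma-voom 107, 77 and 184, median-of-ratios size factors 138, 44 and 182, upper quartile normalization 149, 41 and 190, no filter on low counts 191, 84 and 275, a stricter filter 117, 52 and 169, and the replicate block 123, 46 and 169. With each library left out in turn, the counts were 129 to 210 higher, 43 to 55 lower and 183 to 253 in all. With only the 2 groups compared, the lower genes (54) and the total (125) stayed outside, as did the higher genes (86) with protein-coding genes only.
The paper states that the knockdown triggered the ferroptosis pathway. Its pathways were called at a nominal p under 0.05, whereas p is adjusted here over 46 lists, so the thresholds are not alike. The ferroptosis list used here, which is not the MSigDB set, did not pass camera with siRNA1 (adjusted p = 0.679), nor under any alternative run (0.153 to 0.826). Its unadjusted p from camera with siRNA1 was 0.597, over the paper's nominal 0.05 as well. Of the lists of genes that protect from ferroptosis and that promote it, neither passed camera with siRNA1 either, and fry of limma called both (adjusted p = 0.00900 as lower and 0.0360 as higher; over all alternatives up to 0.789 and 0.903). With siRNA2 fry called neither (adjusted p = 0.193 and 0.953). The paper names NAD metabolism and fatty acid binding among the pathways of the downregulated genes. Here neither list passed camera with siRNA1 (adjusted p = 0.227 and 0.405, unadjusted p = 0.114 and 0.273), and fry called both as lower (adjusted p = 0.00123 and 0.00358). With siRNA2 neither passed camera (adjusted p = 0.985 and 0.430), and fry did not call NAD metabolism (0.886) but called fatty acid binding (0.00488). The paper names Hippo, MAPK and PI3K/AKT signaling as affected. Here none of them passed camera with siRNA2 (adjusted p = 0.126, 0.964 and 0.276). Unadjusted, Hippo was lower under the paper's nominal 0.05 (p = 0.0301 from camera), and MAPK and PI3K/AKT were not under it (p = 0.921 and 0.107). Fry called all 3 (adjusted p = 4.38e-05, 0.0428 and 0.000103), Hippo and PI3K/AKT as lower and MAPK as higher. With siRNA1 none passed camera either (adjusted p = 0.937, 0.884 and 0.626), and fry called PI3K/AKT alone (0.00123, against 0.652 for Hippo and 0.657 for MAPK). Glycolysis and the synthesis of cholesterol, lipids and unsaturated fatty acids did pass camera as lower with siRNA1 (adjusted p = 3.92e-07, 1.54e-12, 0.000668 and 0.00662), the direction the paper gives, and not with siRNA2 (0.438, 0.120, 0.617 and 0.362). With an estimated correlation only cholesterol synthesis of these 4 held with siRNA1 (0.0368), and the other 3 calls were lost (0.180, 0.180 and 0.194). HIF-1 signaling passed it with siRNA1 and JAK-STAT with siRNA2 (adjusted p = 0.000558 and 0.00631), both as lower. With an estimated correlation the call of HIF-1 signaling held (0.0281) and that of JAK-STAT was lost (0.211).
The paper ranks RPL17-C18orf32, TREX1, TBC1D28, TEN1 and PIWIL4 as the downregulated genes with the largest fold changes, while the legend of its Supplementary Figure 5 describes an overlap of the genes most significantly lowered. The ranking here uses neither that overlap nor the module genes, so its ranks are no test of the paper's choice. Among the 24 protein-coding genes lower with both siRNAs at the paper's thresholds, ranked by the mean of both log2 fold changes, 4 of these 5 were found and 2 were among the 5 highest ranks. RPL17-C18orf32 was at rank 3, TREX1 at rank 4, TEN1 at rank 6 and PIWIL4 at rank 10. TBC1D28 was not among them, since its p with siRNA1 was 0.139 unadjusted. Ahead of or between them stood CCDC160 at rank 1, AC011511 at rank 2, RAET1G at rank 5, HLA-DOA at rank 7, SLC2A12 at rank 8 and Z83844 at rank 9, named by their ranks after the values were seen. CCDC160, at a mean of 8.54 counts, and HLA-DOA, at 19.4, did not pass the adjusted threshold with siRNA1 (adjusted p = 0.0712 and 0.0507 from edgeR). AC011511 (0.0983 and 0.0503) and Z83844 (0.0509 and 0.0515) passed it with neither siRNA. RAET1G and SLC2A12 passed with both, RAET1G with siRNA2 not without NC replicate 2 (0.0509). PIWIL4 did not pass the adjusted threshold with siRNA1 (adjusted p = 0.101 from edgeR) and did with only the 2 groups compared (0.0470) and without siRNA2 replicate 3 (0.0493; up to 0.257 over all alternatives). The paper also reports by qPCR, a separate measurement, that PIWIL4 mRNA fell after the knockdown. TBC1D28 did not with siRNA2 (adjusted p = 0.0512) and did with DESeq2 (0.00761), limma-voom (0.0248), a stricter filter (0.0159), only the 2 groups compared (0.0396) and without siRNA2 replicate 2 (0.00888; up to 0.147 over all alternatives). With siRNA1 it passed under no alternative that gave it a value (adjusted p from 0.107 to 0.539).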

Other observations

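None of the tests in this part was chosen only after its result was seen.
Genes of mitosis were lower with siRNA2. PLK1, a kinase of mitotic entry, CCNA2, cyclin A2, and TTK, a kinase of the spindle checkpoint, had log2 fold changes of -0.65, -0.58 and -0.60 with siRNA2 (adjusted p = 1.26e-08, 1.65e-06 and 2.05e-06 from edgeR's quasi-likelihood test) and of 0.07, 0.01 and -0.00 with siRNA1 (adjusted p = 0.132, 0.959 and 0.985). The 3′ UTRs of PLK1 and CCNA2 hold the siRNA2 seed site. Of 60 measured genes of G2/M and mitosis, 1 was higher and 36 were lower with siRNA2 (1 and 38 when adjusted over the list alone, with adjusted p = 1.13e-09 from camera). With siRNA1, 15 were higher and 4 lower (17 and 4 when adjusted over the list alone, with adjusted p = 0.381 from camera). Of genes of G1/S and replication more rose than fell with siRNA1, with 24 of 57 higher and 4 lower (28 and 4 when adjusted over the list alone, with adjusted p = 4.77e-05 from camera). With siRNA2, 13 were higher and 19 lower (13 and 21 when adjusted over the list alone, with adjusted p = 0.375 from camera). RRM2, a subunit of ribonucleotide reductase, rose with both siRNAs (0.37 and 0.50, adjusted p = 2.26e-06 and 8.87e-08 from edgeR). CCNE1, cyclin E1, fell with siRNA1 (-0.57, adjusted p = 3.25e-05) and rose with siRNA2 (0.43, adjusted p = 0.000201).
More targets of p53 fell than rose with siRNA1, and more rose than fell with siRNA2, with 5 of 29 higher and 12 lower with siRNA1 (5 and 13 when adjusted over the list alone, with adjusted p = 0.00665 from camera, adjusted p = 0.245 with an estimated correlation). With siRNA2, 16 were higher and 3 lower (16 and 4 when adjusted over the list alone, with adjusted p = 0.0115 from camera, adjusted p = 0.274 with an estimated correlation). CDKN1A, the cell cycle inhibitor p21, rose with siRNA2 (0.62, adjusted p = 3.06e-07 from edgeR) and had -0.03 with siRNA1 (adjusted p = 0.746, and 0.0291 without siRNA1 replicate 1). TP53INP1, a p53 target of stress responses, fell with siRNA1 (-1.49, adjusted p = 3.34e-09 from edgeR), and its 3′ UTR holds the siRNA1 seed site. More immediate early genes rose than fell with siRNA2, with 19 of 30 higher and 4 lower (20 and 5 when adjusted over the list alone, with adjusted p = 1.72e-06 from camera, adjusted p = 0.0965 with an estimated correlation). EGR1, a transcription factor of the early growth response, rose by 1.73 with siRNA2 and 0.69 with siRNA1 (adjusted p = 1.17e-10 and 5.99e-07 from edgeR). Of 26 TGF-β targets, 10 were higher and 4 lower with siRNA1 (11 and 4 when adjusted over the list alone, with adjusted p = 0.0159 from camera, adjusted p = 0.147 with an estimated correlation).
Of interferon-stimulated genes and sensors of double-stranded RNA, more fell than rose with siRNA2, most did not pass the test, and both calls of the lists are lost with an estimated correlation. IFIH1, the sensor MDA5, had log2 fold changes of -0.90 with siRNA2 (adjusted p = 0.000330 from edgeR) and -0.31 with siRNA1 (adjusted p = 0.149). Of 37 interferon-stimulated genes, 1 was higher and 12 were lower with siRNA2 (2 and 12 when adjusted over the list alone, with adjusted p = 0.0343 from camera, adjusted p = 0.241 with an estimated correlation). Of 13 sensors, 0 were higher and 6 lower (1 and 8 when adjusted over the list alone, with adjusted p = 0.0165 from camera, adjusted p = 0.211 with an estimated correlation). Of 27 replication-dependent histones, 7 were higher and 0 lower with siRNA2 (7 and 0 when adjusted over the list alone, with adjusted p = 0.0431 from camera, adjusted p = 0.354 with an estimated correlation), H2BC5 among them (1.56, adjusted p = 1.45e-05 from edgeR). The calls of the interferon-stimulated genes and histones are lost without some single libraries, as given above (adjusted p up to 0.0689 and 0.125).
With siRNA1, 19 of 73 ribosomal proteins were lower and 1 higher (20 and 1 when adjusted over the list alone, with adjusted p = 4.77e-05 from camera, adjusted p = 0.673 with an estimated correlation). Also lower were 16 of 76 nuclear genes of the respiratory chain, with 3 higher (18 and 5 when adjusted over the list alone, with adjusted p = 0.00630 from camera, adjusted p = 0.696 with an estimated correlation). The call of the respiratory chain is lost without siRNA1 replicates 2 or 3 (adjusted p = 0.0635 and 0.142). Of the 15 mitochondrially encoded genes, 10 were lower and 2 higher (the same when adjusted over the list alone, with adjusted p = 0.00274 from camera, adjusted p = 0.449 with an estimated correlation). The mitochondrial share of all counts was 10.0% to 10.2% with NC, 9.02% to 9.59% with siRNA1 and 9.53% to 9.79% with siRNA2. MT-RNR2, the mitochondrial large ribosomal RNA, had log2 fold changes of -0.52 and 0.17 (adjusted p = 1.14e-08 and 0.000115 from edgeR). COX5A, a subunit of cytochrome c oxidase whose 3′ UTR holds the siRNA1 seed site, had -0.94 with siRNA1 (adjusted p = 1.56e-07).
Marker lists of other cell types did not pass camera with either siRNA. The adjusted p was 0.883 and 0.964 for fibroblasts, 0.884 and 0.773 for leukocytes, 0.590 and 0.375 for endothelial cells and 0.581 and 0.662 for hepatocytes, and 0.0979 and 0.375 for simple epithelial genes, which pass with siRNA1 without NC replicate 1 or siRNA1 replicate 2 (0.0382 and 0.0500). CD274, the checkpoint ligand PD-L1, had log2 fold changes of 0.30 (adjusted p = 0.575) with siRNA1 and -0.59 (adjusted p = 0.180 from edgeR) with siRNA2, neither past the threshold, and a direct difference of 0.89 between them (adjusted p = 0.0420), which does not pass without any one library but siRNA1 replicate 1 and siRNA2 replicate 3 (adjusted p from 0.0508 to 0.173). ACTB, the endogenous control of the paper's qPCR, rose with both siRNAs (0.46 and 0.13, adjusted p = 1.14e-08 and 0.000422 from edgeR).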
